# CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium

**DOI:** 10.15252/embr.202154261

**Published:** 2022-12-22

**Authors:** Susana Prieto, Geronimo Dubra, Alain Camasses, Ana Bella Aznar, Christina Begon‐Pescia, Elisabeth Simboeck, Nelly Pirot, François Gerbe, Lucie Angevin, Philippe Jay, Liliana Krasinska, Daniel Fisher

**Keywords:** CDK19, CDK8, CFTR, intestinal epithelium, Mediator, Chromatin, Transcription & Genomics, Transcription, Chromatin, Transcription & Genomics

## Abstract

CDK8 and CDK19 form a conserved cyclin‐dependent kinase subfamily that interacts with the essential transcription complex, Mediator, and also phosphorylates the C‐terminal domain of RNA polymerase II. Cells lacking either CDK8 or CDK19 are viable and have limited transcriptional alterations, but whether the two kinases redundantly control cell proliferation and differentiation is unknown. Here, we find in mice that CDK8 is dispensable for regulation of gene expression, normal intestinal homeostasis, and efficient tumourigenesis, and is largely redundant with CDK19 in the control of gene expression. Their combined deletion in intestinal organoids reduces long‐term proliferative capacity but is not lethal and allows differentiation. However, double‐mutant organoids show mucus accumulation and increased secretion by goblet cells, as well as downregulation of expression of the cystic fibrosis transmembrane conductance regulator (CFTR) and functionality of the CFTR pathway. Pharmacological inhibition of CDK8/19 kinase activity in organoids and in mice recapitulates several of these phenotypes. Thus, the Mediator kinases are not essential for cell proliferation and differentiation in an adult tissue, but they cooperate to regulate specific transcriptional programmes.

## Introduction

CDK8 was discovered as a kinase that binds cyclin C and, like CDK7‐cyclin H and CDK9‐cyclin T, can promote transcription by phosphorylating the C‐terminal repeat domain (CTD) of RNA polymerase II (PoI II; Rickert *et al*, 1999). CDK8 and cyclin C are exceptionally highly conserved in vertebrates, as illustrated by 97% and 98% amino acid identity over the whole sequence between *Xenopus* and human CDK8 and cyclin C, respectively. This unusual level of cross‐species conservation implies critical functions in fundamental cellular processes. In complex with Med12 and Med13, CDK8‐cyclin C forms the canonical cyclin‐dependent kinase module (CKM) of the Mediator transcriptional co‐regulator complex, a function that is conserved with the more divergent yeast homologues of CKM subunits (Jeronimo *et al*, 2016). The latter were revealed as suppressors of a CTD truncation, suggesting a transcription‐repressive activity of the CKM (Liao *et al*, 1995). In vertebrates, a second member of the CDK8 subfamily, CDK19, almost identical in the kinase domain with CDK8, also binds cyclin C and interacts with Mediator, in a manner generally thought to be exclusive with CDK8 (Sato *et al*, 2004; Tsutsui *et al*, 2008; Knuesel *et al*, 2009).

Mediator is a large multi‐subunit complex required for Pol II‐dependent transcription in all eukaryotes (Malik & Roeder, 2010). Acute ablation of vertebrate Mediator is lethal for cells and results in a rapid downregulation of the entire transcriptome (El Khattabi *et al*, 2019). The tail subunits integrate enhancer‐associated transcription factor activity into conformational changes of the head and middle complex, which controls Pol II interactions with the basal transcriptional machinery at promoters as well as phosphorylation of the CTD (Malik & Roeder, 2010). Biochemical analysis in yeast provided evidence that the CKM negatively regulates Mediator. *In vitro* experiments suggest that it hinders basal transcription by sterically blocking CTD‐dependent recruitment of Pol II to Mediator middle subunits (Elmlund *et al*, 2006; Tsai *et al*, 2013); while *in vivo* data show that the CKM binds to the same promoters as core Mediator but with low stoichiometry (Andrau *et al*, 2006). This appears to be due to negative regulation of Mediator binding to upstream enhancer sequences and release of the CKM module upon Mediator‐Pol II interactions (Jeronimo *et al*, 2016).

In contrast to Mediator, the activity of the CKM is apparently non‐essential in many cell types, as genes encoding CDK8, CDK19, and cyclin C are not required for survival and proliferation of most cell types in different organisms (Kuchin *et al*, 1995; Loncle *et al*, 2007; Li *et al*, 2014; Postlmayr *et al*, 2020). However, CDK8 is required for normal development. Germline ablation of *Cdk8* is lethal at the pre‐implantation stage in mice (Westerling *et al*, 2007), while conditional deletion using a *Sox2* Cre driver is lethal around embryonic day 10.5 (Postlmayr *et al*, 2020). The difference in lethality stage between the two genotypes suggests that CDK8 might be essential in zygotes, prior to *Sox2* expression.

Deletions of other CKM subunits in mice have variable phenotypes. Cyclin C gene deletion is embryonic lethal at day 10.5 with severe growth defects, and its deletion in adults affects T‐cell differentiation (Li *et al*, 2014), while deletion of *Med12* is lethal at late embryonic stages, preventing neural‐tube closure, axis elongation, and organ morphogenesis (Rocha *et al*, 2010). Mice with a CRISPR‐mediated CDK19 deletion were recently reported to be viable and generally healthy (Dannappel *et al*, 2022). An essential requirement for CKM subunits in transcriptional regulation in animals cannot, however, be completely ruled out, since differences in the lethality stage of CKM subunit deletions could be due to differential maternal mRNA contributions.

Consistent with a repressive role for the CKM in transcription, we recently reported that inhibition of CDK8 and CDK19 in human and mouse pluripotent stem cells is associated with a global overactivation of enhancers and a stabilisation of the naive state (Lynch *et al*, 2020). Similarly, in acute myeloid leukaemia, CDK8/19 bind superenhancers and their chemical inhibition further activates enhancer activity (Pelish *et al*, 2015).

CDK8 has been attributed oncogenic functions in different cancers, including Wnt‐dependent colorectal cancer, melanoma, breast and prostate cancer, acute myeloid leukaemia, and B‐cell leukaemia (Firestein *et al*, 2008; Morris *et al*, 2008; Kapoor *et al*, 2010; Pelish *et al*, 2015; McDermott *et al*, 2017; Nakamura *et al*, 2018; Menzl *et al*, 2019). Originally proposed to act in intestinal cancers by promoting Wnt transcription (Firestein *et al*, 2008), CDK8 is also involved in transcription dependent on Notch signalling (Li *et al*, 2014), NFκB (Chen *et al*, 2017), HIF1α (Galbraith *et al*, 2013), the serum‐response (Donner *et al*, 2010), the interferon‐γ response (Bancerek *et al*, 2013; Steinparzer *et al*, 2019), p53 (Donner *et al*, 2007), superenhancers (Pelish *et al*, 2015), histone variant incorporation into chromatin (Kapoor *et al*, 2010), in pluripotency maintenance (Adler *et al*, 2012), and the senescence‐associated tumour‐promoting secretory phenotype (Porter *et al*, 2012). It also restrains NK‐mediated cell toxicity and tumour surveillance (Hofmann *et al*, 2020). CDK8 is thought to act either by directly phosphorylating transcription factors, such as Notch1 (Li *et al*, 2014) or STAT1 (Bancerek *et al*, 2013), or by being co‐recruited to promoters via specific transcription factors, where it phosphorylates Pol II CTD (Galbraith *et al*, 2013; Chen *et al*, 2017; Steinparzer *et al*, 2019). Yet genetic confirmation of requirements for CDK8 in cancers *in vivo* has been lacking. Conditional knockout of *Cdk8* in the intestinal epithelium using the constitutive Villin‐Cre driver (expressed from embryonic day 12.5 onwards) did not hinder intestinal tumour development in *Apc* mutant mice; rather, it appeared to enhance tumourigenesis, and knockouts were reported to have lost the Polycomb group 2‐mediated repressive histone mark, H3 lysine‐27 trimethylation, thus upregulating oncogenic transcription (McCleland *et al*, 2015). However, differentiation in the intestinal epithelium of *Cdk8* knockouts was not assessed nor were effects on gene expression *in vivo*, and the role of CDK8 in restraining intestinal carcinogenesis has not been confirmed using inducible Cre drivers nor other means of tumour induction.

In contrast to CDK8, almost nothing is known about CDK19 roles in cancer, and whether it compensates for loss of CDK8 remains unknown. *In vitro* inhibition or knockdown experiments have suggested that CDK8 and CDK19 control different sets of target genes (Tsutsui *et al*, 2008; Galbraith *et al*, 2013; Poss *et al*, 2016). By genetic ablation in mice liver cells, we recently found that CDK8 and CDK19 are both required for hepatic carcinogenesis, and highlighted genetic interaction with p53 as critical for their roles in tumourigenesis (preprint: Bacevic *et al*, 2019).

A number of potent CDK8 pharmacological inhibitors have been developed (Porter *et al*, 2012; Dale *et al*, 2015; Pelish *et al*, 2015; Bergeron *et al*, 2016; Koehler *et al*, 2016; Schiemann *et al*, 2016; Hofmann *et al*, 2020), which are expected to also target CDK19. Anti‐cancer activity of CDK8/19 inhibitors has been somewhat limited, and it has been reported that there may be only a small therapeutic window, due to systemic toxicity. However, debate about whether CDK8/19 inhibitor toxicity is on‐target, *i.e*. due to inhibition of CDK8 and CDK19 (Clarke *et al*, 2016), or off‐target, due to inhibition of other kinases (Chen *et al*, 2019), continues. Furthermore, at least some CDK8/19‐mediated phenotypes appear to be kinase‐independent (Audetat *et al*, 2017; Menzl *et al*, 2019; Steinparzer *et al*, 2019).

Thus, despite their established roles as regulators of Mediator, and considerable interest in their therapeutic targeting in cancer, we do not yet fully understand the redundant and specific roles of CDK8 and CDK19. We therefore used gene targeting in mice to address these questions, and determine whether their combined deletion is lethal. We confirm that knockout of the *Cdk8* gene in the intestinal epithelium has little or no effect on cell proliferation or differentiation. Furthermore, double deletion of *Cdk8* and *Cdk19* is compatible with cell proliferation in intestinal organoids. However, the double knockout reveals redundant functions in long‐term control of cell proliferation and gene expression programmes. We uncover an unexpected requirement for these kinases in control of the CFTR pathway, a key player in cystic fibrosis, and show that CDK8/19 inhibition can modulate mucus production in organoids and *in vivo*.

## Results

To evaluate the possible requirements for CDK8 for cell proliferation and survival in adult vertebrates, we designed and generated a conditional knockout allele of *Cdk8* in the mouse by Lox/Cre targeting exon 2 (Fig EV1A and B). This removes the critical catalytic lysine‐52 and results in a frameshift that truncates over 90% of the protein. A similar conditional *Cdk8* allele was independently generated (McCleland *et al*, 2015). We studied the requirement for CDK8 in the adult mouse intestine since this is one of the most highly proliferative tissues in adults. We crossed *Cdk8* ^*lox/lox*^ mice to mice expressing a tamoxifen‐inducible Cre under the control of the Villin promoter (el Marjou *et al*, 2004), and verified efficient deletion of *Cdk8* in the intestinal epithelium by genotyping and Western blotting (Figs EV1C and EV2A). The deletion was maintained after 2 months, showing that there is no counter‐selection for non‐recombined intestinal crypts (Fig EV2A). Mice lacking CDK8 were healthy and did not present any phenotypes in the intestine; there was no difference in the number of proliferating cells nor in cell cycle distribution as assessed by the number of BrdU positive cells after a two‐hour pulse (Figs 1A and B, and EV2B). The number of stem cells, goblet cells, tuft cells, and Paneth cells was similar to wild‐type mice, indicating that differentiation programmes were not affected (Figs 1B and EV2B). We performed RNA sequencing from the intestinal epithelium of wild‐type and knockout mice, but, due to biological variability between animals and the limited number of replicates, could identify only 31 genes with statistically significant expression alterations (Table EV1). This nevertheless suggests that effects of CDK8 loss on gene expression may be somewhat restricted.

**Figure 1:**
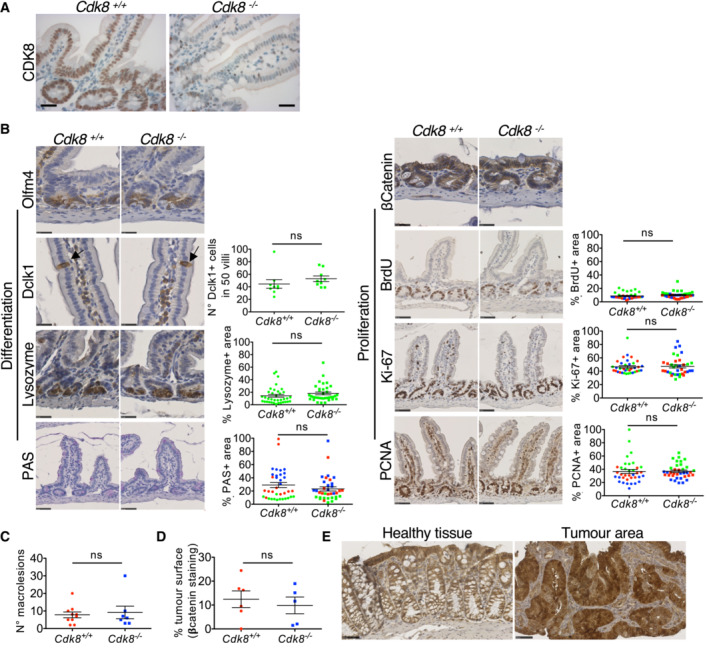
CDK8 knockout does not affect adult mouse intestine homeostasis nor chemically‐induced carcinogenesis Immunohistochemical staining of CDK8 in mouse small intestines collected two months after tamoxifen treatment. CDK8^+/+^ depict mice with floxed Cdk8 alleles. Ten mice were used for the experiment (five males and five females). Scale bar, 25 μm.Analysis of cell differentiation (left) and proliferation (right) in the intestine after CDK8 deletion as in (A). Olfm4, Lysozyme, PAS, and Dclk1 staining were used to reveal, respectively, stem, Paneth, goblet, and tuft cells. β‐Catenin staining allows detection of cancer cells (cytoplasmic vs nuclear localisation). Cell proliferation was assessed by PCNA, Ki‐67, and BrdU (2 h pulse) staining. Scatter plots represent the percentage of the area stained by each antibody (relative to the area occupied by haematoxylin). For Paneth cells, BrdU, PCNA, and Ki67, only crypts were analysed. For goblet cells, crypts and villi were analysed. For Tuft cell quantification, Dclk1‐positive cells were counted in 50 villi. Colour code depicts small intestine (green), proximal colon (blue), and distant colon (red). Mean ± SEM is shown. *P*‐value of unpaired two‐tailed *t*‐test is indicated (ns, not significant; *P* > 0.05). Scale bars, 25 μm (Olfm4, Lysozyme, Dclk1, and β‐Catenin) and 50 μm (PAS, BrdU, Ki‐67 and PCNA; *n* = 9 biological replicates).Analysis of mouse colon after AOM/DSS treatment. Quantification of the number of neoplastic lesions (*n* = 10 for *Cdk8* ^+/+^, and *n* = 7 for *Cdk8* ^−/−^ mice). *P*‐value of unpaired *t*‐test is indicated: ns, not significant (*P* > 0.05). Mean ± SD is shown.Quantification of the percentage of the colon surface occupied by tumours. Intestine samples were stained for β‐Catenin, and tumour regions with nuclear β‐Catenin localisation were quantified using NDP.view software. Two‐tailed *P*‐value of unpaired *t*‐test is indicated; ns, not significant (*P* > 0.05). Mean ± SD is shown (*n* = 6 biological replicates).Example of IHC with β‐Catenin staining of tumour‐free regions with membrane β‐catenin localisation (left) and tumour regions with nuclear β‐catenin localisation (right). Scale bars, 50 μm.

**Figure EV1:**
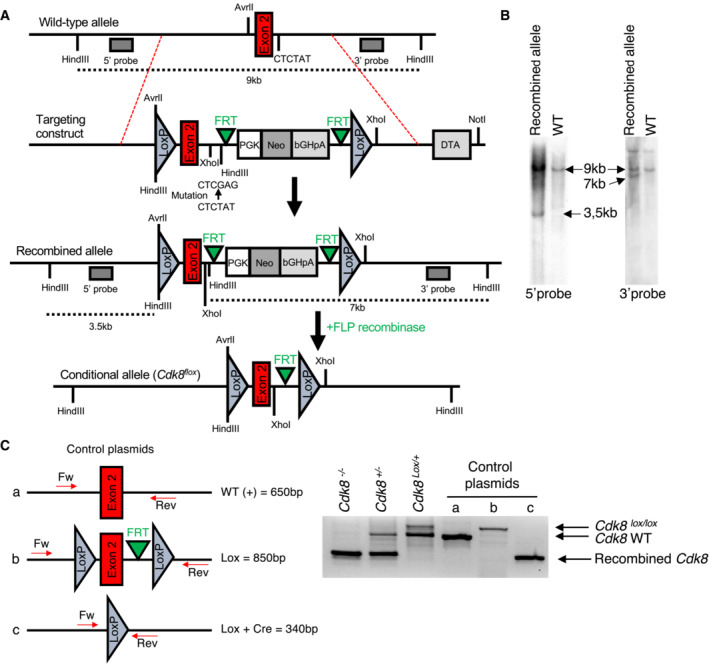
Mouse *Cdk8* conditional knockout by Lox/Cre targeting of exon 2 Schematic representation of the strategy used for the generation of *Cdk8* ^*Lox*^ alleles from a genomic fragment of mouse enclosing exon 2 of the *Cdk8* gene. See Materials and Methods section for details.Southern blot analysis of genomic DNA obtained from mice carrying the *Cdk8* ^*Lox*^ and *Cdk8* ^*WT*^ alleles. DNA was digested with HindIII and probed with 2 different probes (5′ and 3′), whose positions are shown in the scheme in (A). The length of the fragments obtained after HindIII digestion of the wild type and the recombinant alleles are indicated (see also the scheme in (A)).Left, scheme representing the control plasmids (a, b, and c) for WT, floxed and recombined *Cdk8* exon 2. The position of the oligos (Fw and Rev) used for PCR amplification of genomic DNA and control plasmids is indicated. Right, genotyping of *Cdk8* exon 2 in the mouse intestinal epithelium. All mice were treated with tamoxifen to induce recombination of the LoxP sites. The recombined fragment appears as a 340 bp band in the *Cdk8* ^−/−^ and *Cdk8* ^+/−^ mice (*VillinCre* ^*ERT2*^ recombinase‐positive), and is absent in the *Cdk8* ^*Lox/+*^ mouse that does not contain the *VillinCre* ^*ERT2*^ gene.

**Figure EV2:**
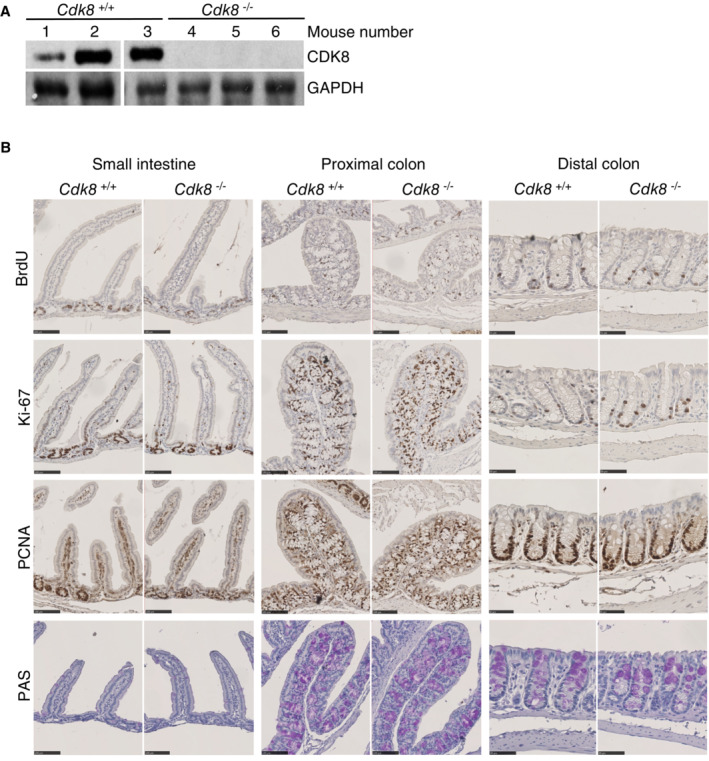
CDK8 is not required for cell proliferation nor differentiation in mouse intestine WB analysis of mouse intestine epithelium showing the absence of CDK8 protein 2 months after tamoxifen feeding. Mice 1, 2, and 3 did not have the *VillinCre* ^*ERT2*^ gene; mice 4, 5, and 6 had the *VillinCre* ^*ERT2*^. GAPDH protein was used as loading control.Representative immunohistochemistry images of Fig 1B. Small intestine, proximal and distal colon samples were stained for BrdU, Ki‐67 or PCNA antibodies. Goblet cells were detected with PAS staining. Scale bars: 100 μm for small intestine and distal colon, 50 μm for proximal colon. Twenty mice were used for the experiment (10 males and 10 females). Source data are available online for this figure.

CDK8, like CDK7, can phosphorylate Pol II CTD (Rickert *et al*, 1999). Since cyclin C deletion in mice abolishes CDK8 activity yet does not affect Pol II CTD phosphorylation (Li *et al*, 2014), while CTD S5 phosphorylation is normal in a non‐proliferative tissue (liver) of *Cdk7* knockout mice (Ganuza *et al*, 2012), we asked whether CDK7 and CDK8 can compensate for each other. We crossed single floxed *Cdk7* and *Cdk8* mice to generate *Cdk7* ^*lox/lox*^ *; Cdk8* ^*lox/lox*^ mice, with Cre‐expressed under control of a ubiquitous promoter (*Rpb1*). While complete CDK8 loss occurred in both intestine and liver, CDK7 loss was incomplete in both tissues (Fig EV3A and B). In the intestine, this incomplete deletion was expected since CDK7 is required for cell proliferation; thus, rare non‐recombined crypts repopulate the epithelium (Ganuza *et al*, 2012). The strong reduction of CDK7 combined with ablation of CDK8 only led to a slight reduction in phosphorylation of Pol II CTD S5, while S2 and S7 phosphorylation were normal (Fig EV3A and B). These results do not indicate a critical role for CDK8 in this phosphorylation *in vivo*, and show that a low level of CDK7 is sufficient for Pol II CTD‐phosphorylation. Furthermore, they highlight the difficulty of studying essential processes by combined gene deletions *in vivo*, since mosaicism provides a deletion bypass mechanism.

**Figure EV3:**
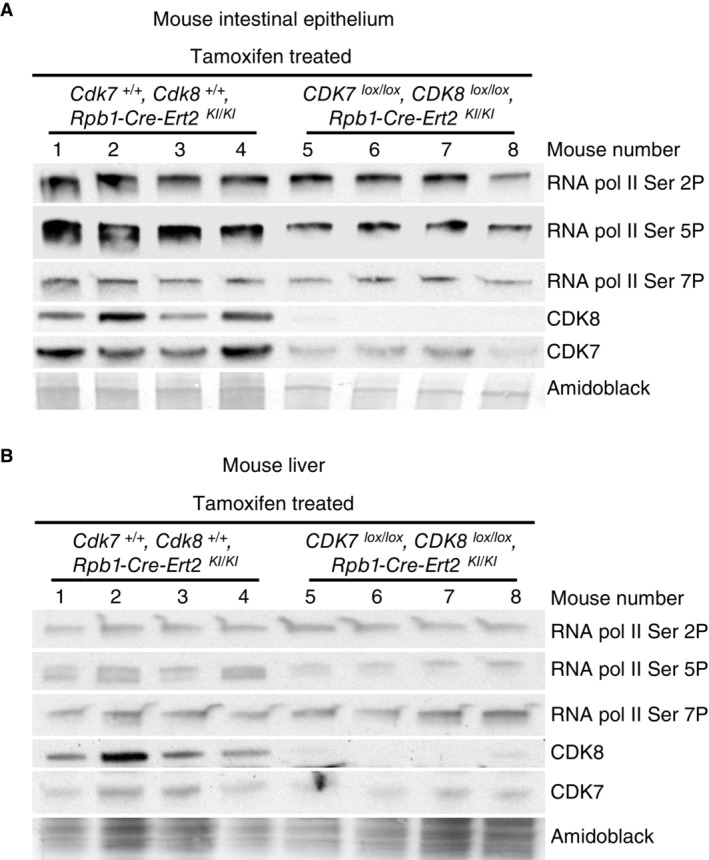
Effects of CDK8 and CDK7 knockout on RNA pol II CTD phosphorylation A, B(A) WB analysis of the indicated proteins in mouse intestinal epithelium samples from WT and *Cdk7* ^*lox/lo*x^, *Cdk*8^*lox/lo*x^, *Rpb‐Cre‐Ert2* ^*KI/KI*^ mice after tamoxifen treatment. Amido‐black staining was used as loading control. Sixteen mice of each genotype (eight males and eight females) were used for this experiment. (B) As A but for liver.

CDK8 was described as an oncogene in colorectal cancer where it promotes beta‐catenin‐dependent transcription (Firestein *et al*, 2008; Morris *et al*, 2008), suggesting that its deletion should inhibit intestinal tumorigenesis. Yet one study reported that constitutive *Cdk8* deletion in the intestine rather promotes tumourigenesis induced by *Apc* ^*min*^ mutation (McCleland *et al*, 2015). To further investigate roles of CDK8 in intestinal tumourigenesis, we used a colitis‐associated chemical model of intestinal tumourigenesis (azoxymethane‐dextran sodium sulphate, AOM‐DSS), combined with acute deletion of *Cdk8*. We thus treated adult control mice or mice lacking *Cdk8* with AOM‐DSS, and sacrificed them 2 months after the first DSS treatment (Appendix Fig S1A). We observed no effect of *Cdk8* deletion on colitis‐induced weight loss (Appendix Fig S1B) and no counter‐selection for *Cdk8* deletion in the tumours (Appendix Fig S1C and D). There was no difference in number or area of tumours between WT and knockout animals (Fig 1C–E). We next tested whether CDK8 loss affects acute activation of the Wnt pathway, by concomitant homozygous deletion of the *Adenomatous polyposis coli* (*Apc*) tumour suppressor gene. Both *Apc* ^−/−^; *Cdk8* ^+/+^ and *Apc* ^−/−^; *Cdk8* ^−/−^ mice showed rapid morbidity necessitating sacrifice 5 days after tamoxifen treatment, and hyperplastic intestinal epithelium. There was no difference in number of Ki‐67‐positive cells in the intestinal epithelium lacking both *Cdk8* and *Apc* when compared to mutant *Apc* alone, indicating similar cell proliferation (Fig EV4A–D). Taken together, our data do not support a major role for CDK8 in controlling intestinal tumourigenesis in the mouse.

**Figure EV4:**
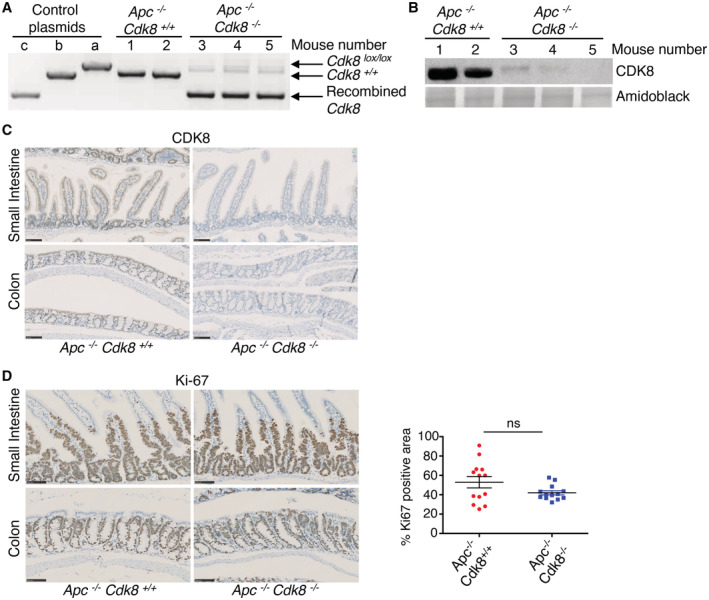
CDK8 deletion does not prevent Apc‐loss‐dependent tumourigenesis in mouse intestine A Genotyping confirms the loss of *Cdk8* exon 2 in intestine epithelium from *Apc* ^−/−^/*Cdk8* ^−/−^ mice. Control plasmids (a, b, and c) are described in Fig EV1C.B WB with intestine epithelium samples from mice presented in (A) confirm the absence of CDK8 protein in *Cdk8* ^−/−^ mice. Amido‐black staining was used as loading control.C, D IHC staining of (C) CDK8 and (D) Ki‐67 in small intestine and colon samples from *Apc* ^−/−^/*Cdk8* ^+/+^ and *Apc* ^−/−^/*Cdk8* ^−/−^ mice. Scale bars, 100 μm. (D), right: quantification of the Ki‐67 positive area (% of the total area of the intestine presenting positive staining, quantified using QuPath (Bankhead *et al*, 2017) and Image J software; mean ± SD). Two‐tailed *P*‐value of unpaired *t*‐test is indicated: ns, not significant (*P* > 0.05; *n* = 6 biological replicates).

The lack of striking phenotypes of *Cdk8* deletion in the adult intestine, along with the almost complete conservation of the kinase domain between CDK8 and CDK19 and across vertebrate species (Appendix Fig S2A), suggested that if CDK8 has essential functions, CDK19 might be able to compensate for its loss. We therefore sought to generate a conditional double knockout. Since CDK8 and CDK19 are the only two kinases known to regulate the essential Mediator complex, we suspected that double *Cdk8/Cdk19* knockout in adult mice might be lethal. We therefore undertook a conditional deletion using intestinal organoids, which recapitulate many features of intestinal development, morphology and physiology while facilitating genetic manipulation *in vitro* (Clevers, 2016). We thus generated intestinal organoids from WT and *Cdk8* ^*lox/lox*^ *; Vill::Cre* ^*ERT2/+*^ mice and disrupted *Cdk19* by CRISPR‐Cas9‐directed gene targeting (Appendix Fig S2B), using retroviral transduction of Cas9 and a synthetic guide RNA‐expressing plasmid*. Cdk8* removal was efficient after 7 days of OH‐tamoxifen treatment (Fig 2A and B). Cyclin C was lost specifically in double knockout organoids (Fig 2B) and this correlated with a loss of STAT1 phosphorylated on S727, a previously described CDK8 substrate (Bancerek *et al*, 2013), confirming redundancy of the two kinases. Growth appeared somewhat slower only in double knockout organoids (Fig 2C and D), with a corresponding larger fraction of non‐proliferating cells, as demonstrated by loss of Ki‐67 staining (Fig 2E and F). Consistent with slower growth, *Cdk8* deletion was counter‐selected in the population of organoids with additional *Cdk19* knockout, as long‐term culture resulted in reappearance of CDK8 in two out of three double knockout organoid populations, presumably due to expansion of a minor unrecombined population (Appendix Fig S3). Like double knockout of *Cdk8* and *Cdk19*, pharmacological inhibition of both CDK8 and CDK19 using Senexin B (Porter *et al*, 2012) also slowed, but did not abolish, growth of organoids (Fig 2G).

**Figure 2:**
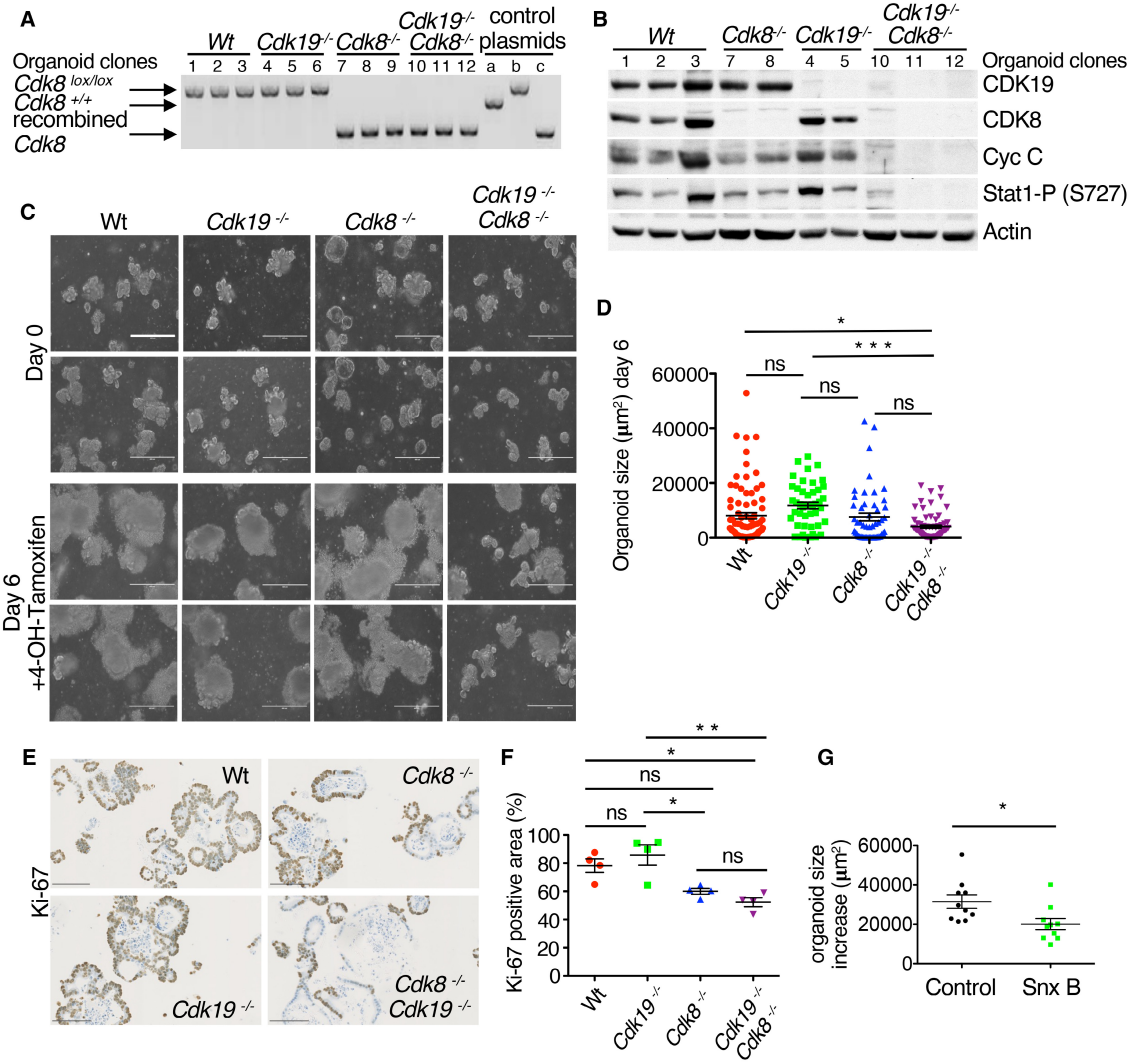
Double CDK8/CDK19 knockout intestinal organoids show decreased cell proliferation Genotyping confirms the loss of *Cdk8* exon 2 in *Cdk8* ^−/−^ and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids after 7 days of OH‐tamoxifen treatment. Control plasmids (a, b, and c) are described in Fig EV1C.WB of organoid samples after 7 days of OH‐tamoxifen treatment; β‐actin was used as loading control.Phase contrast images of organoids before and after 6 days of OH‐tamoxifen treatment. Scale bars, 150 μm.Quantification of organoid size at day 6, shown in (C; mean ± SEM are shown). *P*‐value, one‐way ANOVA (Bonferroni test): (*) *P* ≤ 0.05, (***) *P* ≤ 0.001; ns, not significant (*P* > 0.05; *n* = 47 biological replicates).IHC staining of organoids (day 7 of OH‐tamoxifen treatment) with Ki‐67 antibody. Scale bars, 100 μm.Quantification of Ki‐67 positive area (% of the total area of the organoids; mean ± SEM) in the four different genotypes presented in (E). Areas with positive Ki‐67 signal were detected and quantified using QuPath and ImageJ programs. Four technical replicates from two biological replicates of each genotype were analysed. Adjusted *P*‐values of ordinary one‐way ANOVA (Bonferroni test) are indicated: (**) *P*‐values ≤0.01; (*) *P*‐values ≤0.05; ns, not significant (*P* > 0.05).Quantification of the increase in size over 9 days of control and Senexin B‐treated (10 μM) organoids (*n* = 10 biological replicates, mean ± SEM are shown). *P*‐value of unpaired two‐tailed *t*‐test is indicated: (*) *P* ≤ 0.05.

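Organoids grown from the mouse small intestine were compared in 4 genotypes, namely WT, Cdk8−/−, Cdk19−/− and Cdk8−/−/Cdk19−/− (double knockout), with 3 libraries of each. According to the paper's methods, RNA was taken after 7 days of treatment with 600 nM 4-hydroxytamoxifen, which activates the CreERT2 recombinase that deletes Cdk8, whereas Cdk19 was mutated with a lentiviral vector carrying Cas9 and a guide RNA. The authors aligned the single-end 50 bp reads to the GRCm38 genome with STAR 2.6.0a, and deposited the number of reads counted on each gene of Ensembl release 93, without normalisation, once regardless of strand and once for each strand. The mean normalised count that Dataset EV1 gives for the Cdk8−/− comparison was equal to the mean computed from the second strand column for 1291 of 1291 genes, so this column was used. Between 14636861 and 15473180 reads per library were counted on genes in it, with medians of 14654255 in WT, 15094137 in Cdk8−/−, 14684043 in Cdk19−/− and 15344652 in double knockout organoids. The median gene had 49.8% of its stranded reads in this column, so the libraries carry no strand information and a gene that overlaps another on the opposite strand can receive part of its reads. Counts were normalised with the TMM method and tested with the quasi-likelihood test of edgeR in a single model of the 12 libraries, over the 15602 genes that passed edgeR's filterByExpr, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called deregulated. Standard errors are given with log2 fold changes and standard deviations (SD) with mean normalised counts. The replicate numbers do not pair the libraries across genotypes, and no batch is named for them. Between double knockout and Cdk8−/−, libraries of different numbers correlated across genes at −0.332 to 0.435, on log2 normalised counts less their group mean. Structure shared by libraries of different numbers therefore stays open for this comparison.

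The counts of both target genes were examined first. Cdk8 (chromosome 5, 146231230 to 146302874) had 634.6, 646.0 and 534.5 normalised counts in the WT libraries, and 685.0, 856.8 and 633.8 in the libraries labelled Cdk8−/−. Its log2 fold change in the libraries labelled Cdk8−/− was 0.26 (standard error 0.114, edgeR adjusted p = 0.211), and its counts in the libraries labelled double knockout were 706.9, 658.8 and 644.8. Cdk19 (chromosome 10, 40339564 to 40483818) had 711.1, 748.7 and 725.5 normalised counts in WT, and 729.4, 420.1 and 422.5 in the libraries labelled Cdk19−/− replicates 1, 2 and 3. In the libraries labelled double knockout replicates 1, 2 and 3 it had 402.9, 355.5 and 773.0. The log2 fold change of Cdk19 in the libraries labelled Cdk19−/− was −0.48 (standard error 0.268, edgeR adjusted p = 0.576), and it was −0.78 without replicate 1 (adjusted p = 0.148). In the libraries labelled double knockout it was −0.51 (standard error 0.268, adjusted p = 0.211), and −0.94 without replicate 3 (adjusted p = 0.0129). These counts sum the reads of every exon of a gene, so they do not show whether an exon was deleted or mutated.

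**Figure D1:**
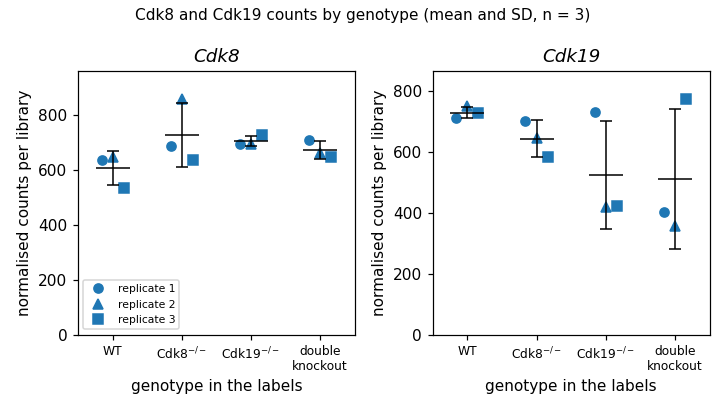
Normalised counts of Cdk8 (left) and Cdk19 (right) in each library, grouped by the genotype in the labels; symbols mark the replicate, horizontal bars the mean and error bars the SD of 3 libraries. Cdk19 stands at 729.4 in Cdk19−/− replicate 1 and at 773.0 in double knockout replicate 3, near the WT libraries, and between 355.5 and 422.5 in the other Cdk19−/− and double knockout libraries.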

To determine effects of loss of the Mediator kinases on gene expression, we performed RNA‐sequencing analysis of stable populations of single and double *Cdk8/Cdk19* knockout organoids. We performed spike‐ins with ERCC RNA standards in proportion to genomic DNA content of each sample in case loss of Mediator kinases had global effects on total RNA or mRNA levels. This was not the case since changes were comparable whether samples were library normalised or spike‐in normalised (Fig EV5A). CDK8 loss had a stronger effect (716 genes upregulated, 575 downregulated) than CDK19 loss (158 up, 151 down), while double knockout organoids (1,819 up, 1,363 down; Fig 3A and B; Dataset EV1) revealed functional redundancy between CDK8 and CDK19 in regulating gene expression. However, most expression alterations were minor, with only 830 genes deregulated by a factor of two or more. This is consistent with previous studies, none of which have shown sweeping changes in the transcriptome upon downregulation or inhibition of CDK8 or CDK19, but rather, alteration of a limited number of specific gene sets, including super‐enhancer associated genes (Galbraith *et al*, 2013; Pelish *et al*, 2015; Clarke *et al*, 2016; Poss *et al*, 2016; El Khattabi *et al*, 2019; Steinparzer *et al*, 2019). 

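In the libraries labelled Cdk8−/−, 804 of the 15602 genes tested were deregulated against WT, 436 upregulated and 368 downregulated. In those labelled Cdk19−/−, 0 genes passed the threshold, while 1691 had an unadjusted p-value under 0.05. In the double knockout libraries 2700 genes were deregulated, 1468 upregulated and 1232 downregulated. The Wald test of DESeq2, the tool of the study, called 1291 genes in Cdk8−/−, 309 in Cdk19−/− and 3186 in double knockout organoids, and without a filter edgeR called 479 in Cdk19−/−. Single libraries weighed on the counts as well. Without Cdk19−/− replicate 1, whose Cdk19 counts were at the WT level, edgeR called 521 genes in Cdk19−/−, against 0 without replicate 2. Without WT replicate 1 it called 196 genes in Cdk8−/− and 1348 in the double knockout.

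Whether the double knockout departs from the sum of both single knockouts was tested directly, as the contrast of double knockout plus WT against Cdk8−/− plus Cdk19−/−. This effect passed the threshold for 4 genes, with 2269 genes at an unadjusted p-value under 0.05, and for 495 genes with DESeq2. Without Cdk19−/− replicate 1 edgeR called 467 genes, without Cdk8−/− replicate 3 it called 392, and without double knockout replicates 2 or 3 it called 71 or 42. Between double knockout and Cdk8−/− libraries, which share the Cre line, 4 genes differed, all lower in the double knockout, with 2417 at an unadjusted p-value under 0.05. The corresponding count was 407 with DESeq2, 209 higher and 198 lower in the double knockout, and 839 with edgeR without Cdk8−/− replicate 3. The few genes of these contrasts were named after their values were seen. Mmp14 (chromosome 14, 54431612 to 54445364) had raw counts of 18, 0 and 3 in the double knockout libraries and between 296 and 1044 in the other 9, and its log2 fold change between double knockout and Cdk8−/− was −5.91 (standard error 0.565, edgeR adjusted p = 0.00298). Slc25a13 was lower by a log2 fold change of −0.91 (standard error 0.121, adjusted p = 0.0232).

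Rises and falls were ranked among called genes with a mean of at least 50 normalised counts and groups that do not overlap. The largest rises were the same 3 genes in Cdk8−/− and double knockout organoids. Gm13394, a processed pseudogene whose reads can come from its parent gene, rose from 8.86 ± 3.21 normalised counts (SD, n = 3) in WT to 1867 ± 533 in Cdk8−/− and 1839 ± 629 in double knockout libraries. Esr1, the gene whose sequence is also part of CreERT2, rose from 3.79 ± 2.64 to 299.7 ± 13.1 and 336.3 ± 49.9, and BC064078, an unprocessed pseudogene, from 18.8 ± 2.81 to 1200.0 ± 147 and 1383 ± 66.5. By the fitted log2 fold change, the largest falls in Cdk8−/− were those of Gm43305, Zfp990 and Gm11868. These had at most 1 count in any Cdk8−/− library and were at least 2870-fold, 47.5-fold and 43.7-fold lower than in WT. Gm11942 had a fitted log2 fold change of −7 there, so these bounds do not settle the order. In the double knockout, Gm43305 and Zfp990 were at least 2881-fold and 47.6-fold lower, and Gm11942 fell from 525.9 ± 67.2 to 3.98 ± 1.09 normalised counts.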

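Of the genes deregulated in the double knockout, 729 changed more than 2-fold, 490 upward and 239 downward, and the median size of the log2 fold change of all deregulated genes was 0.62. In Cdk8−/− organoids the number changed more than 2-fold was 301. When the 2-fold change itself was made the null hypothesis, with edgeR's glmTreat, 53 genes passed in the double knockout. The count was 460 over the genes with at least 10 counts in every library. It lay between 471, without WT replicate 1, and 716, without double knockout replicate 3, when each of the 6 libraries compared was left out in turn.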

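The 3 cyclin genes named for the double knockout had lower counts in each of its libraries than in each WT library. By chance 3 libraries separate from 3, in either direction, in 10% of comparisons. Ccna2 (chromosome 3, 36564865 to 36572150) had 3755 ± 176 normalised counts (SD, n = 3) in WT and 2650 ± 384 in double knockout libraries, with a log2 fold change of −0.50 (standard error 0.141, edgeR adjusted p = 0.0302). Ccnb2 (chromosome 9, 70407692 to 70421547) had 1280.0 ± 19.9 and 1002 ± 77.1, a log2 fold change of −0.35 (standard error 0.104, adjusted p = 0.0367). Ccne2 (chromosome 4, 11191351 to 11204779) had 278.1 ± 19.8 and 164.8 ± 14.3, a log2 fold change of −0.75 (standard error 0.192, adjusted p = 0.0195). When single libraries of the 6 compared were left out, the 3 genes kept this direction but not the call: the highest adjusted p-values were 0.0878 for Ccna2 (without WT replicate 3), 0.0988 for Ccnb2 (without double knockout replicate 3) and 0.0618 for Ccne2 (without WT replicate 2). With the counts taken regardless of strand, the adjusted p-value of Ccna2 was 0.05. In Cdk8−/− organoids the log2 fold changes of Ccna2, Ccnb2 and Ccne2 were −0.12, −0.02 and −0.32, and none was called.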

In terms of genes controlling cell proliferation, cyclin A (*Ccna2*), cyclin B (*Ccnb2*) and cyclin E (*Ccne2*) were slightly downregulated in double knockouts, but this is likely to be a consequence rather than a cause of reduced cell proliferation. 

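Myc and Trp53, which encode c-Myc and p53, differed in size and call. Myc (chromosome 15, 61985391 to 61990374) fell from 3853 ± 96.9 normalised counts (SD, n = 3) in WT to 2493 ± 244 in the double knockout, a log2 fold change of −0.63 (standard error 0.126, edgeR adjusted p = 0.00637), and stayed called when any of the 6 libraries compared was left out (adjusted p at most 0.024). It was unaltered within error in Cdk8−/− (log2 fold change −0.03, standard error 0.126) and Cdk19−/− (0.09, standard error 0.126). Trp53 (chromosome 11, 69580359 to 69591873) had 3770.0 ± 133 and 3260.0 ± 230 normalised counts, a log2 fold change of −0.21 (standard error 0.0899, adjusted p = 0.129), and its adjusted p-value with DESeq2 was 0.108. Every double knockout library had less Trp53 than every WT library, where chance gives a separation in either direction in 10% of such comparisons.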

CDK8 has previously been found to regulate the p53 and c‐Myc pathways (Donner *et al*, 2007; Adler *et al*, 2012), but intestinal cells lacking both kinases showed only a slight (though significant) downregulation of c‐Myc, while p53 was not affected. In contrast, cyclin G1, a positive mediator of p53 responses and RB functions with a role in cell cycle arrest (Zhao *et al*, 2003), and p21 (*Cdkn1A*), a p53 target that inhibits cyclin‐dependent kinases to induce cell cycle arrest, were more strongly upregulated in the double knockout organoids. 

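Ccng1, which encodes cyclin G1 (chromosome 11, 40748552 to 40755311), had 3122 ± 59.1 normalised counts (SD, n = 3) in WT and 7269 ± 484 in the double knockout, a log2 fold change of 1.22 (standard error 0.0848, edgeR adjusted p = 8.95e-06) that stayed between 1.18 and 1.28 when each of the 6 libraries compared was left out in turn. Cdkn1a (chromosome 17, 29090976 to 29100727) had 2023 ± 273 and 5453 ± 289, a log2 fold change of 1.43 (standard error 0.132, adjusted p = 1.15e-04) with a range of 1.34 to 1.53. Cdk8−/− organoids showed a rise in both as well, with log2 fold changes of 0.93 for Ccng1 (adjusted p = 1.41e-04) and 1.07 for Cdkn1a (adjusted p = 0.00107). Cdk19−/− organoids did not, with −0.01 for Ccng1 and −0.17 for Cdkn1a. Directly compared, the double knockout exceeded Cdk8−/− by log2 fold changes of 0.29 for Ccng1 (adjusted p = 0.167) and 0.36 for Cdkn1a (adjusted p = 0.227); the former was called with DESeq2 (adjusted p = 0.0234) and the latter was not (0.133).

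**Figure D2:**
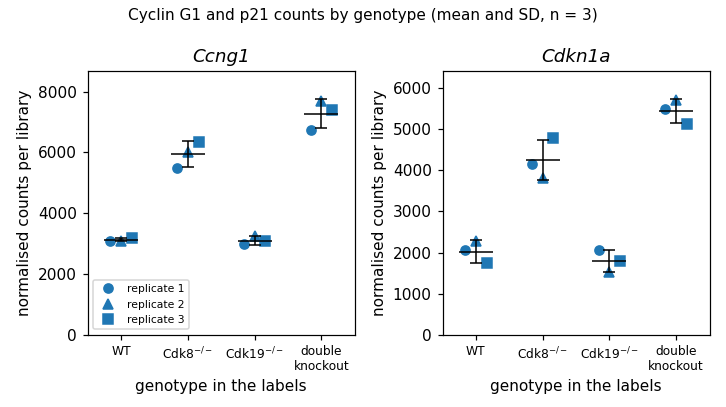
Normalised counts of Ccng1 (left) and Cdkn1a (right) in each library, by genotype; symbols mark the replicate, horizontal bars the mean and error bars the SD of 3 libraries. The Cdk8−/− and double knockout libraries lie above every WT and Cdk19−/− library for both genes.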

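Of the 804 genes deregulated in Cdk8−/− organoids, 647 were deregulated in the double knockout too, all of them in the same direction, and 157 were not. The latter make up 19.5% (Wilson 95% confidence interval 16.9 to 22.4%). The share was 22.5% with DESeq2 and 31.9% when only the libraries of each comparison were modelled, and between 11.2%, without Cdk8−/− replicate 1, and 32.1%, without double knockout replicate 2, with each library of these 3 genotypes left out. How large a share falls out by sampling alone was simulated, with double knockout libraries drawn to carry the full Cdk8−/− effect. Over 10 simulations a median of 13.3% (11.6 to 14.7%) of the calls were then missed with edgeR and 15.8% (13.4 to 18.0%) with DESeq2. A further simulation, chosen after the first had been seen, also redrew the WT and Cdk8−/− libraries and missed 34.1% (32.4 to 36.1%) and 33.6% (32.0 to 34.8%). In these 2 forms the effects were as large as estimated, and DESeq2 called a median of 1505 and 2188 genes in Cdk8−/−. Another form, chosen after both had been seen, drew the effects from their posterior distribution in ashr. DESeq2 then called a median of 1230 genes (1154 to 1289), and 33.3% (30.1 to 34.4%) of the calls were missed with edgeR and 34.0% (30.1 to 36.6%) with DESeq2. The observed shares lie above the first form and below the other two.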

Interestingly, while most genes significantly deregulated in single *Cdk8* knockouts were also deregulated in double knockout, 282 out of 1,291 (22%) were only identified as deregulated in the single *Cdk8* knockout. This was not due to bias in variance or low read counts (Fig EV5B and C). 

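The 157 genes called only in Cdk8−/− had a median size of the log2 fold change of 0.67 there. Their change in the double knockout was a median of 0.51 times that in Cdk8−/− (quartiles 0.42 and 0.63), and their change in Cdk19−/− was a median of 0.08 times it. In the double knockout 149 of them (94.9%) changed in the same direction as in Cdk8−/− and 8 did not. With DESeq2 the genes called only in Cdk8−/− numbered 277, with a median ratio of 0.52 and the same direction for 266. Genes picked because they passed a threshold in one comparison and not in the other give ratios below 1 by selection. In the simulations with the full Cdk8−/− effect the uncalled genes had median ratios of 0.73 (0.71 to 0.74 over 10 simulations), and of 0.63 (0.62 to 0.63) with the WT and Cdk8−/− libraries redrawn. With effects from the posterior distribution the median was 0.63 (0.61 to 0.64). The observed ratio of 0.52 with DESeq2 lies below all 3 ranges, which leave out variation that many genes of a library share. These simulated ratios were computed after the observed ratio had been seen.

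**Figure D3:**
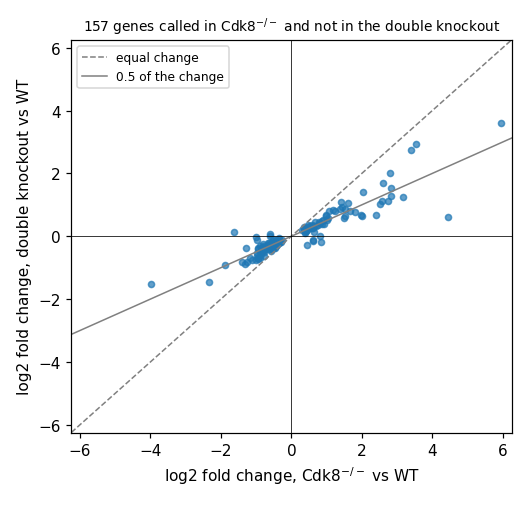
Log2 fold change against WT in the double knockout (vertical axis) and in Cdk8−/− (horizontal axis) for the 157 genes called only in Cdk8−/−; lines mark an equal change and 0.5 of it. Of the points, 149 have the same sign on both axes.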

Further analysis showed that in double knockouts, the read counts for these genes always showed the same trend as in single *Cdk8* knockouts and they were approximately halfway between the single *Cdk8* knockout and WT or *Cdk19* knockout organoids (Fig EV5D and E). In contrast, most genes (258 of 309, 83%) identified as deregulated only in *Cdk19* knockouts were indeed not deregulated in *Cdk8* knockouts or double knockouts. Furthermore, of these genes, double knockouts generally had similar expression levels to WT or *Cdk8* knockout (Fig EV5D and E). 

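With edgeR no gene was called in Cdk19−/−, so such a share was computed under other settings. DESeq2 called 309, of which 89 were deregulated in the double knockout too, 46.1% of these in the same direction, and 220 were not (71.2%). Leaving out the genes also called in Cdk8−/−, 258 were not called in Cdk8−/−. Of these 258, 52 were called in the double knockout and 206 were called in Cdk19−/− alone, 66.7% of the 309 (Wilson 95% confidence interval 61.2 to 71.7%). With edgeR and without Cdk19−/− replicate 1, 360 of 521 genes (69.1%) were not called in the double knockout, and 349 were called in Cdk19−/− alone. Simulated double knockouts with the full Cdk19−/− effect left a median of 19.6% (18.5 to 24.3%) of the DESeq2 calls uncalled over 10 simulations. With redrawn WT and Cdk19−/− libraries the median was 41.7% (39.7 to 48.0%), and with effects drawn from their posterior distribution it was 38.6% (33.3 to 46.1%).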

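For the 206 genes that DESeq2 called in Cdk19−/− alone, the change in the double knockout was a median of 0.11 times that in Cdk19−/− (quartiles −0.25 and 0.38), and 120 of the 206 (58.3%) changed in the same direction. Their change in Cdk8−/− was a median of 0.115 times that in Cdk19−/−. With edgeR without Cdk19−/− replicate 1, 160 of 349 genes (45.85%) changed in the same direction in the double knockout (median ratio −0.02). Without a filter 141 of 277 (50.9%) did (median ratio 0.006). These ratios were computed against shared WT libraries, which by themselves push both changes towards the same sign. The uncalled genes of simulated double knockouts with the full Cdk19−/− effect had median ratios of 0.75 (0.72 to 0.79), of 0.63 (0.60 to 0.65) with redrawn libraries, and of 0.65 (0.59 to 0.71) with effects from the posterior distribution.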

Taken together, we conclude that CDK8 and CDK19 co‐regulate the majority of their target genes, but a subset of genes appears to be controlled in an opposite manner by these kinases, with CDK8 being dominant over CDK19.

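Across all 15602 genes, which are not independent replicates, log2 fold changes against WT correlated with a Pearson's r of 0.800 (Spearman's rho 0.710) between Cdk8−/− and double knockout, 0.090 (rho 0.030) between Cdk19−/− and double knockout, and 0.075 (rho 0.067) between Cdk8−/− and Cdk19−/−. The shared WT libraries alone produce correlation. In 10 simulations without any effect of genotype, the corresponding r had medians of 0.520 (0.513 to 0.549), 0.485 (0.473 to 0.498) and 0.480 (0.457 to 0.493), with 66.5% of genes (66.3 to 67.6%) of the same sign by chance and at most 2 genes called in both groups by DESeq2. The first observed correlation lies above its simulated range and the other two lie below theirs. In the direct test of the combined effect named above, Fgfr3 had a log2 difference from additivity of −0.98 (standard error 0.136, edgeR adjusted p = 0.0389) and Sult1b1 one of 1.16 (standard error 0.150, adjusted p = 0.0241). For Sult1b1 the raw counts were 1301 to 1592 in Cdk19−/−, 2024 to 2101 in WT, 1850 to 2452 in Cdk8−/− and 3073 to 3453 in the double knockout. From the genes shared between Cdk8−/− and the double knockout, the intermediate levels of those called only in Cdk8−/−, and the return to WT levels of those called only in Cdk19−/−, the paper concludes that CDK8 and CDK19 regulate most of their targets together, and proposes that they control a subset in opposite ways, with CDK8 dominant.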

**Figure 3:**
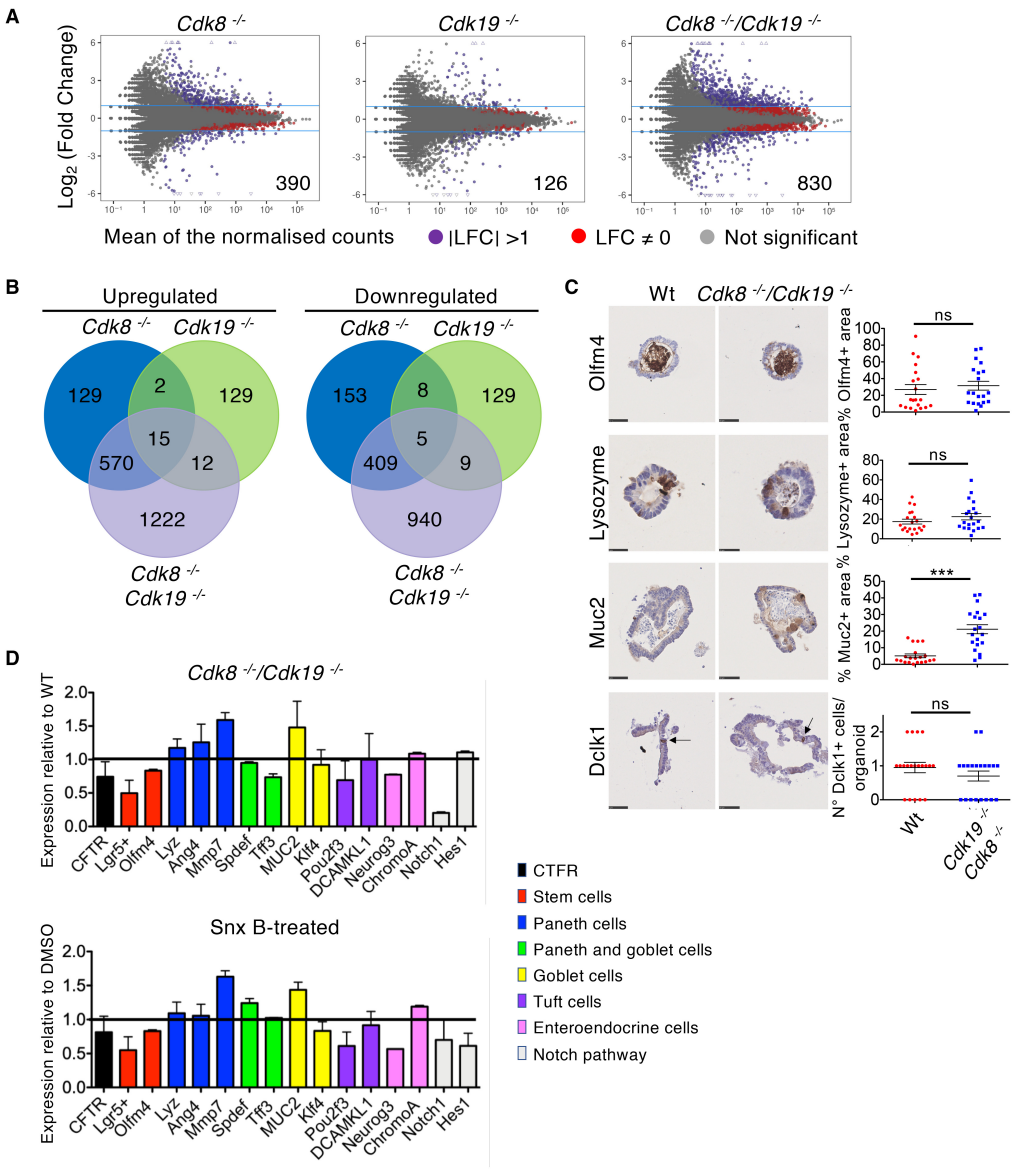
CDK8 and CDK19 show functional redundancy in regulation of gene expression, while their knockout does not perturb differentiation in intestinal organoids Dot plot analysis of differentially expressed genes (DEGs). Red dots: DEGs with *P*‐value ≤ 0.05; purple dots: log_2_ fold change (LFC) > 1 or < −1, *P*‐value ≤ 0.05; grey dots: not significant. Numbers inside plots indicate the number of genes deregulated more than 2‐fold. Three biological replicates of each genotype were used for this analysis.Venn diagrams indicating intersection of genes with altered expression in the indicated genotypes.Left, IHC staining of WT and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids with Olfm4 (stem cells), Lysozyme (Paneth cells), Muc2 (goblet cells), and Dclk1 (tuft cells) antibodies. Scale bars, 50 μm (Olfm4, Muc2, Dclk1) and 25 μm (Lysozyme). Right, quantification of Olfm4, Lysozyme and Muc2 positive area (% of the total organoid area as indicated by haematoxylin staining; mean ± SEM), or the number of Dclk1 positive cells per organoid. *P*‐value, unpaired two‐tailed *t*‐test: (***) *P*‐value ≤ 0.001; ns, not significant (*P* > 0.05). Twenty different organoids from two biological replicates of each genotype were used for the analysis.qRT–PCR analysis of indicated mRNA levels in Wt and *Cdk8* ^−/−^ */Cdk19* ^−/−^ (top) or Senexin B‐treated (10 μM, for 24 h; bottom) organoids, relative to WT or vehicle (DMSO)‐treated organoids, respectively, showing mean ± SEM. Three technical replicates were used for this analysis.

**Figure EV5:**
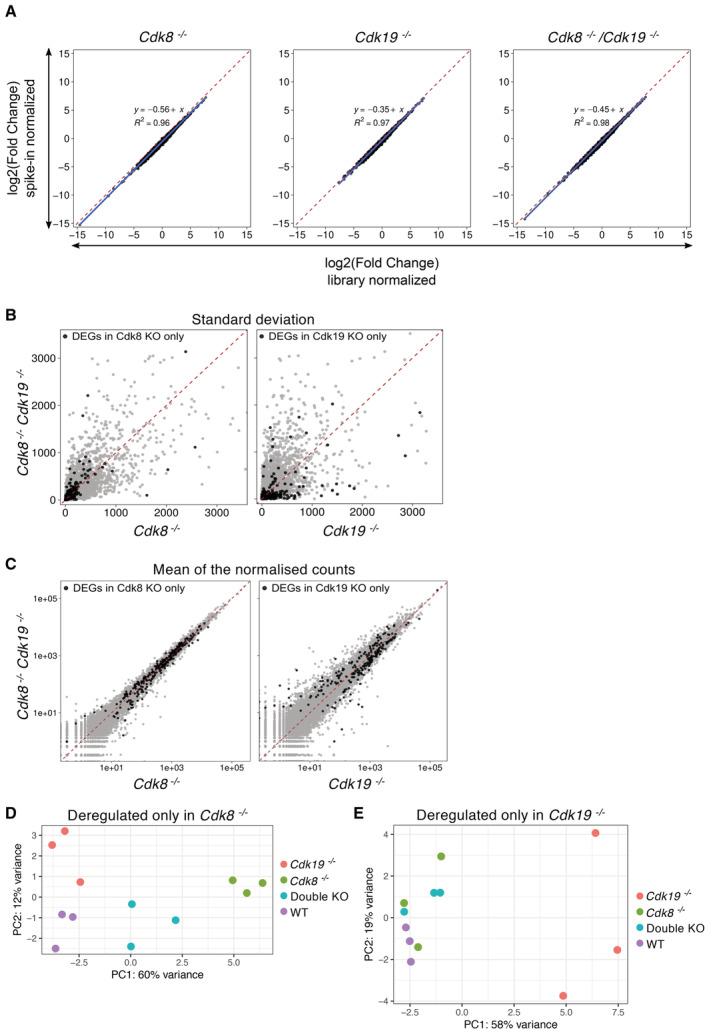
CDK8 and CDK19 are largely redundant but regulate a subset of genes in an opposite manner A Comparison of the Log 2 of estimated fold change in expression for each individual gene using a spike‐in normalisation method vs. the internal Deseq2 normalisation (library‐normalised). From left to right the results for *Cdk8* ^−/−^, *Cdk19* ^−/−^, and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids. Each black dot represents a gene; the dashed red line indicates the identity diagonal; in blue, the linear regression of the data described by the equation shown in the plot.B, C Standard deviation from the replicates of each gene (B) and mean of the normalised read counts of each gene (C) in the single *Cdk8* and *Cdk19* knockouts vs the *Cdk8/Cdk19* double knockout. Each grey point represents a gene; genes differentially expressed only in a single knockout are highlighted in black. The identity diagonal is represented as a red dashed line.D, E PCA (Principal component analysis) plots displaying the two axes that explain 72 and 77% of the variance between differentially expressed genes in *Cdk8* knockout (D) or *Cdk19* knockout (E), respectively, and the other genotypes.

We assessed whether the changes in gene expression upon combined loss of CDK8 and CDK19 might be accompanied by changes in differentiation. We first performed IHC analyses on particular marker genes for different cell types in WT and double *Cdk8/19* knockout organoids. Muc2 staining (goblet cells) was strikingly elevated in knockouts, while staining for proteins specific for stem cells (the luminally secreted Olfm4), Paneth cells (lysozyme), and tuft cells (Dlck1) was not altered (Fig 3C), indicating that differentiation into all cell types analysed occurs. We next correlated global gene expression changes of double‐knockout organoids with mouse single cell RNA‐seq data that identify different intestinal cell types (Haber *et al*, 2017). Most of the signature genes for each cell type were not significantly deregulated in organoids lacking CDK8 and CDK19 (Appendix Fig S4), also suggesting that differentiation is robust in the absence of Mediator kinases. Nevertheless, a subset (227 out of 459) of enterocyte‐signature genes were significantly affected, most of which (219 out of 227) were upregulated, while a smaller proportion (43 out of 122) of stem cell signature genes were identified, most of them being downregulated (32 of 43). To investigate this further, we quantified expression of genes characteristic for different intestinal cell‐types by qRT–PCR on WT and double‐knockout organoids, and organoids treated with Senexin B to inhibit both kinases. We also analysed Notch1 and one of its key targets, Hes1, since Notch signalling inhibition causes reduced stem cell proliferation and increased secretory cell type differentiation in the mouse intestine (VanDussen *et al*, 2012). This analysis showed that there was no systematic increase or decrease of all markers of any particular lineage, and no changes for any gene of more than about two‐fold (with the exception of Notch1). There were, nevertheless, slight but reproducible changes, for example, a decrease in expression of the stem cell marker *Lgr5* and an increase of the goblet cell marker *Muc2* (Fig 3D). Importantly, these changes were similar between organoids deleted for *Cdk8/19* and WT organoids treated with the CDK8/19 inhibitor Senexin B (Fig 3D). Since these data were derived from total epithelial RNA, it is possible that larger changes might occur in specific cell sub‐types. Taken together, our results show that differentiation into all cell types occurs in the absence of Mediator kinases, but do not rule out minor changes in differentiation or stem cell numbers.

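Dataset EV2 lists 530 genes deregulated in the ileum or duodenum of Cftr knockout mice, of which 522 were matched by symbol to the count tables. In the double knockout, 432 of them (82.8%) were deregulated with edgeR, 323 upward and 109 downward, and 520 (99.6%) with DESeq2. Without WT replicate 1 the edgeR share was 45.2%. Of the same 522 genes, 112 (21.5%) were called in Cdk8−/−, and 0 in Cdk19−/− at the adjusted threshold. DESeq2 called 185 (35.4%) in Cdk8−/− and 32 (6.13%) in Cdk19−/−. In the double knockout the DESeq2 adjusted p-values of all but 1 of the listed genes tested ended at the threshold. There were 73 genes between 0.025 and 0.05 and 0 between 0.05 and 0.1. For Senexin B at 24 h there were 19 and 28 genes in these intervals. Of the 530 listed genes, 517 also stand in the double knockout columns of the same dataset. Shares called in other comparisons are thus shares of genes already picked in the double knockout. Among all 2700 double knockout calls of edgeR, 647 were called in Cdk8−/−.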

Geneset Enrichment Analysis (GSEA) in double‐knockout organoids unexpectedly revealed a striking alteration of genes also modulated in intestinal knockouts of the cystic fibrosis transmembrane conductance regulator, CFTR (Fig 4A), with 98% of intestinal genes deregulated in *Cftr* knockout also deregulated in *Cdk8/19* knockout. 

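Of the 152 matched genes upregulated in the ileum of Cftr knockout mice, 55.9% were upregulated in the double knockout with edgeR and 72.4% with DESeq2, and 21.7% were downregulated with edgeR. For the genes upregulated in the duodenum the shares upregulated were 68.3% and 87.2%. Among the 201 genes downregulated in the ileum, 23.4% were downregulated in the double knockout with edgeR and 61.2% were upregulated, and DESeq2 gave 25.4% and 74.1%. Among those downregulated in the duodenum, 19.3% were downregulated and 68.2% upregulated with edgeR, and DESeq2 gave 22.4% and 77.6%.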

Most genes upregulated in the intestine in *Cftr* knockout (70% in the ileum and 86% in the duodenum) were similarly upregulated in *Cdk8/19* knockout, with 22–25% of downregulated genes similarly diminished (Fig 4B, Dataset EV2). Specifically, in *Cdk8/19* knockout, expression of genes involved in mucus production, *Muc2*, *Muc3*, *Muc13*, *Nlrp6*, *Agr2*, *Gcnt4*, *Tff1*, were upregulated, while *Cftr* was reduced. 

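The mucus genes and Cftr were measured in the libraries of the 4 genotypes, and their log2 fold changes refer to the double knockout against WT. Muc2 (chromosome 7, 141690340 to 141754693) rose from 2278 ± 142 normalised counts (SD, n = 3) to 5838 ± 1446, a log2 fold change of 1.36 (standard error 0.165, edgeR adjusted p = 5.5e-04). Muc3 (chromosome 5, 137134922 to 137149322) rose from 536.6 ± 89.4 to 1634 ± 399, a log2 fold change of 1.61 (standard error 0.199, adjusted p = 5.85e-04). Muc13 (chromosome 16, 33794037 to 33819934) rose from 16260 ± 494 to 26910 ± 996 (log2 fold change 0.73, adjusted p = 0.00186), and Gcnt4 from 918.5 ± 42.1 to 1555 ± 625 (log2 fold change 0.76, adjusted p = 0.0387). Gcnt4 was no longer called when any WT library or double knockout replicate 1 was left out, with an adjusted p-value of up to 0.124. Nlrp6, Agr2 and Tff1 had log2 fold changes of 0.60, 0.53 and 3.28 and edgeR adjusted p-values of 0.0848, 0.0577 and 0.0536, and were called with DESeq2 at 0.037, 0.0184 and 0.0107. Tff1 rested on few counts, with 3.76 ± 2.97 in WT and 37.5 ± 36.4 in the double knockout, where the lowest library had 0.971.

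Cftr (chromosome 6, 18170687 to 18322768) had 3154 ± 888 normalised counts in WT and 2052 ± 90.4 in the double knockout, a log2 fold change of −0.62 (standard error 0.199, edgeR adjusted p = 0.0505). Across the alternatives its adjusted p-value ran from 0.00884, without WT replicate 3, to 0.186, without WT replicate 1, and with DESeq2 it was 0.0203. The spread came from WT, whose libraries lay between 2130.0 and 3716, all above the double knockout range of 1949 to 2117. In Cdk8−/− the log2 fold change of Cftr was −0.41 (adjusted p = 0.254), and in Cdk19−/− it was 0.27 (adjusted p = 0.707). Cdk19−/− organoids had less Muc2 than WT, by a log2 fold change of −0.72 (adjusted p = 0.152), and Cdk8−/− organoids had more (0.98, adjusted p = 0.0071).

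**Figure D4:**
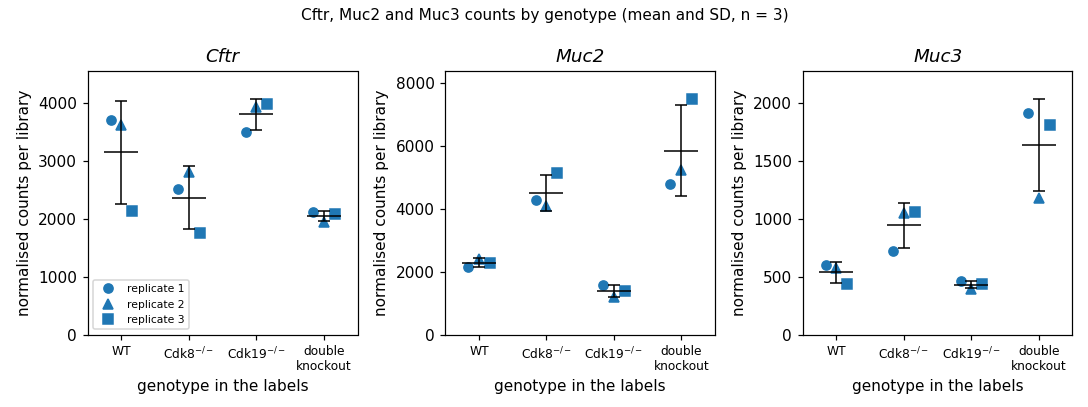
Normalised counts of Cftr, Muc2 and Muc3 in each library, by genotype; symbols mark the replicate, horizontal bars the mean and error bars the SD of 3 libraries. The WT libraries spread from 2130.0 to 3716 for Cftr, and the double knockout libraries have the most Muc2 and Muc3 on average.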

We validated changes of selected genes by qRT–PCR in organoids of all genotypes (Fig 4C). The loss of *Cftr* mRNA was more pronounced at the protein level, since CFTR protein was lost in double mutant organoids (Fig 4D). To see if similar changes occur upon inhibiting CDK8/19 kinase activity, we performed RNA–seq analysis of WT organoids compared with WT organoids treated with Senexin B for 16 h or 24 h. 

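Senexin B, an inhibitor of the kinase activity of CDK8 and CDK19, was given to WT organoids at 10 µM for 16 h or 24 h according to the paper, and control organoids received DMSO, with 3 libraries of each treatment and time. Reads were counted and deposited as for the knockout organoids, and the same strand column was used, in which the mean normalised count of Dataset EV3 was matched for 1505 of 1505 genes at 16 h. Between 27075937 and 28405118 reads per library were counted on genes, with medians of 27838638 for DMSO at 16 h, 27642146 for DMSO at 24 h, 27448846 for Senexin B at 16 h and 27839101 for Senexin B at 24 h. The median gene had 92.1% of its stranded reads in this column, so these libraries hold strand information, unlike those of the knockout organoids. The 12 libraries were modelled together, apart from the genotype libraries, over 15467 genes with the edgeR test. Whether the replicate numbers pair treated with control libraries was checked on log2 normalised counts. At 24 h the libraries of the same number correlated across genes at 0.362, 0.128 and 0.174, and those of different numbers between −0.247 and 0.138. At 16 h the values were 0.286, 0.0949 and 0.105, against −0.209 to 0.142. Every pair of the same number thus exceeded 0.1 at 24 h, and all but replicate 2 did at 16 h. Values are given from the model without pairing, and those with the replicate number as a block are added where a count moved by more than 1.5 times or a call changed. The block gave 5712 calls at 24 h. No count of any gene was compared across the 2 experiments.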

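At 16 h, 1198 genes were deregulated with edgeR, 674 upward and 524 downward, and 215 of them changed more than 2-fold. At 24 h, 4252 genes were deregulated, 2293 upward and 1959 downward, 523 of them more than 2-fold. DESeq2 called 1505 and 4268 genes, of which 189 and 485 changed more than 2-fold. The count at 16 h moved most with the replicate number as a block, which gave 2293 genes, 1158 upward and 1135 downward. It was 725 with only the 16 h libraries in the model. It was 1819 without DMSO 16 h replicate 1, and 657 without Senexin B 16 h replicate 2, while the count at 24 h was lowest, at 2656, without Senexin B 24 h replicate 2. Tested directly, the effect of Senexin B differed between 16 h and 24 h for 0 genes, with 1995 genes at an unadjusted p-value under 0.05; the replicate block gave 60 genes and DESeq2 gave 66. Of the genes called at 16 h, 936 were called at 24 h in the same direction, and 1706 with the replicate block. Ranked as for the genotypes, the rise of Lct was the largest at both times. It went from 29.9 ± 4.16 normalised counts (SD, n = 3) to 147.8 ± 83.4 at 16 h. At 24 h it went from 43.5 ± 14.9 to 543.6 ± 26.7. Dsg3 and Thbs1 followed at 16 h, with log2 fold changes of 2.27 and 2.22, and Hsd17b6 and Krt15 at 24 h, with 2.79 and 2.65. Egr1 and Vsir were among the genes that fell most at 16 h, with log2 fold changes of −2.23 and −1.60 (edgeR adjusted p = 3.1e-06 and 1.16e-04), and Egr1 and Ifit3 among those at 24 h, with −2.30 and −2.26.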

1,505 genes were identified as deregulated after 16 h of CDK8/19 inhibition, 189 of which by a factor of two or more, compared to 4,268 genes after 24 h (486 changes more than two‐fold; Fig 4E, Dataset EV3). Since longer Senexin B treatments might have indirect effects, we performed GSEA on genes with altered expression in 16‐h samples. This showed a strong overlap with genes deregulated in knockout of *Cftr* as well as with genes downregulated in the human colorectal cancer cell line HCT‐116 upon treatment with a different CDK8/19 inhibitor, cortistatin A (Fig 4F).

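Of the 522 matched genes deregulated in Cftr knockout mice, 97 (18.6%) were called at 16 h of Senexin B with edgeR. For scale, 1198 of all 15467 genes tested were called at 16 h, as were 337 of 2555 double knockout calls tested in both experiments. Of the 530 listed genes, 517 stand in the study's double knockout columns, so this share does not measure overlap with the Cftr knockout alone. The 97 genes were 68 upward and 29 downward, and DESeq2 called 123 genes. The replicate block, a setting applied to this list after seeing the data, gave 156 (29.9%), 95 upward and 61 downward. At 24 h the count was 236 (45.2%), with 127 upward and 109 downward. The genes of the list upregulated in the ileum numbered 152, of which 18 (11.8%) were upregulated at 16 h and 6 were downregulated, against 28 (18.4%) and 13 with the block. Cftr itself had a log2 fold change of 0.10 at 16 h (standard error 0.0945, edgeR adjusted p = 0.605), which was −4.14e-04 without DMSO 16 h replicate 1, and one of −0.19 at 24 h (standard error 0.0944, adjusted p = 0.151; 0.046 with only the 24 h libraries modelled, and between 0.0460 and 0.393 over all settings). Muc13 rose at both times, by log2 fold changes of 0.53 (adjusted p = 2.02e-04) and 0.42 (3.79e-04), as did Agr2, by 0.44 (0.0368) and 0.80 (3.88e-04), while Muc2 changed by 0.08 (adjusted p = 0.784) and 0.13 (0.48). Set beside the double knockout over 14261 genes tested in both experiments, log2 fold changes at 16 h correlated at a Pearson's r of 0.087 (Spearman's rho −0.003) and those at 24 h at −0.012 (rho −0.097). Of 337 genes called in both the double knockout and at 16 h, 214 changed in the same direction (63.5%), and of 941 called in the double knockout and at 24 h, 328 did (34.9%). For Cdk8−/− and Senexin B, 118 of 143 genes called in both changed in the same direction at 16 h (82.5%), and 185 of 289 at 24 h (64.0%). With the block on the Senexin B libraries the shared calls at 16 h numbered 591 for the double knockout, with 324 in the same direction (54.8%), and 226 for Cdk8−/−, with 168 (74.3%). The paper reasons that longer treatment has more room for indirect effects, takes the 16 h genes for its gene set enrichment for that reason, and states that they overlap strongly with the genes of the Cftr knockout.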

**Figure 4:**
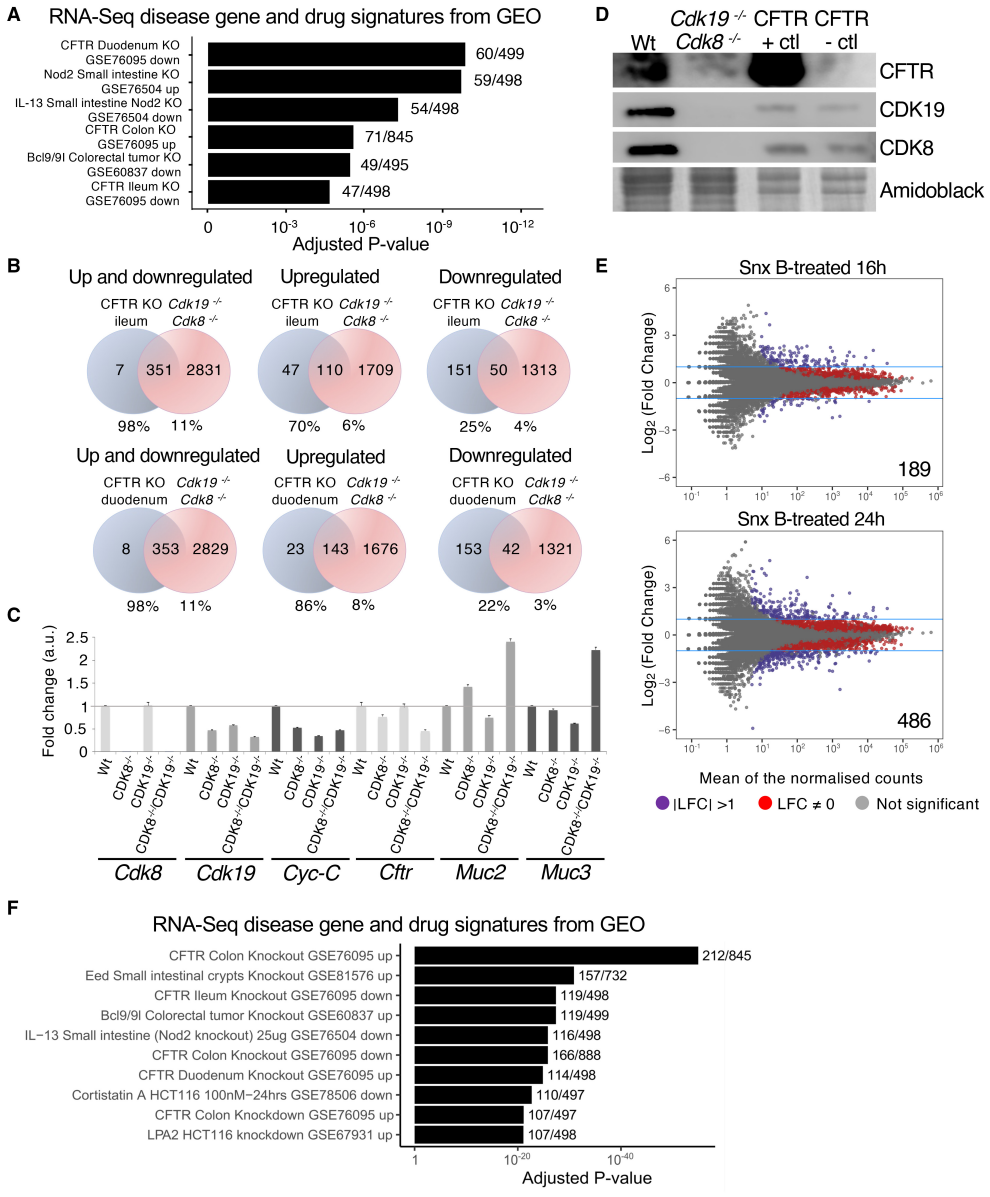
CDK8 and CDK19 regulate the CFTR pathway in the small intestine Gene set enrichment analysis (using Enrichr database) of highly deregulated genes in *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids. Manually curated signatures extracted from RNA‐seq studies in GEO where gene expression was measured before and after drug treatment, gene perturbation or disease.Venn diagrams indicating intersection of genes with altered expression in the *Cftr* mouse knockout small intestine (ileum, top, and duodenum, bottom) and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids. Numbers below give the percentage of each gene set in the intersection.qRT–PCR analysis of indicated mRNA levels in Wt, *Cdk8* ^−/−^, *Cdk19* ^−/−^ and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids, showing mean ± SEM. Three technical replicates were used for the analysis.WB of indicated proteins extracted from Wt and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids. Included are CFTR positive and negative control cell line samples obtained from the Cystic Fibrosis Foundation (CFF). Amidoblack was used as loading control.Dot plot analysis of differentially expressed genes (DEGs) in Senexin B (Snx B)‐treated (10 μM; for 16 h, top, and 24 h, bottom) organoids. Red dots: DEGs with *P*‐value ≤ 0.05; purple dots: log_2_ fold change (LFC) > 1 or < −1, *P*‐value ≤ 0.05; grey dots: not significant, NS. Numbers inside plots indicate the number of genes deregulated more than 2‐fold.Gene set enrichment analysis (using Enrichr database) of highly deregulated genes in Senexin B‐treated (16 h) organoids. The signatures were extracted from RNA‐seq studies in GEO where gene expression was measured before and after drug treatment, gene perturbation or disease, and an additional step of manual curation was performed to select those related to the intestine.

Cystic fibrosis is a disease of mucosal epithelia which also affects the intestine, and is characterised by excessive mucus accumulation and frequent inflammation (Ehre *et al*, 2014). We thus wanted to see whether the transcriptome alterations in mutant intestinal organoids translate into a cystic fibrosis (CF)‐like phenotype. Staining mucin polysaccharides by periodic acid‐Schiff (PAS) showed intense mucus accumulation in goblet cells specifically in *Cdk8* ^−/−^ *Cdk19* ^−/−^ organoids (Fig 5A and B). Time‐lapse video microscopy confirmed accelerated mucus release from double‐mutant organoids (Fig 5C and D). Functionality of CFTR can be tested in intestinal organoids using forskolin, an adenylate cyclase activator that, if CFTR is functional, induces luminal fluid secretion and organoid swelling (Dekkers *et al*, 2013). We found that forskolin‐induced swelling (FIS) occurs in wild‐type but not double‐mutant organoids (Fig 5E and F; Movie EV1), indicating that CFTR downregulation upon loss of CDK8 and CDK19 is accompanied by a *Cftr* mutant phenotype.

**Figure 5:**
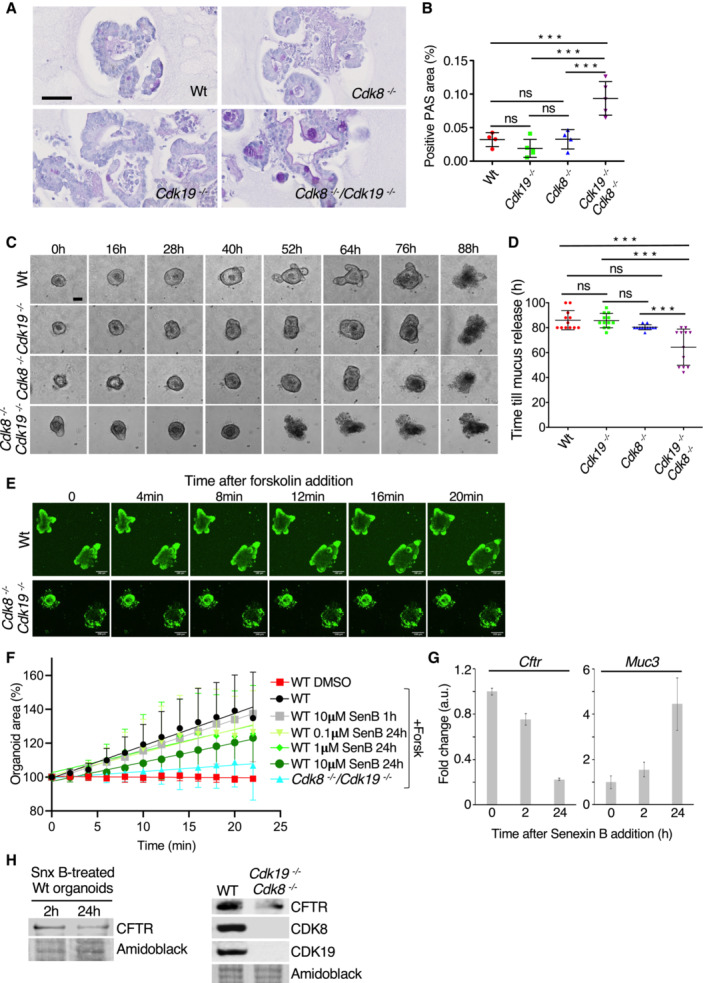
Knockout or inhibition of CKD8/19 leads to *Cftr* mutant‐like phenotype Histological PAS staining of organoids treated for 7 days with OH‐tamoxifen. Scale bar, 50 μm.Quantification of PAS signal (% of total organoid area; mean ± SD are shown) in the four different genotypes presented in (A). Areas containing positive PAS staining were detected and quantified using QuPath and ImageJ programs. Adjusted *P*‐values of ordinary one‐way ANOVA followed by Tukey's multiple comparison test are indicated: (***) *P*‐value ≤ 0.001; ns: not significant (*P* > 0.05). Four technical replicates from two biological replicates of each genotype were analysed.Representative phase contrast images of organoids at the indicated time points after 7 days of OH‐tamoxifen treatment are shown. Scale bar, 100 μm.Quantification of the time needed for mucus release (observed as a dark staining in the centre of the organoid; mean ± SD are shown). Adjusted *P*‐values of ordinary one‐way ANOVA followed by Tukey's multiple comparison test are indicated: (***) *P*‐value ≤ 0.001; ns: not significant (*P* > 0.05); (*n* = 17 for Wt, 11 for *Cdk8* ^−/−^, 18 for *Cdk19* ^−/−^, and 12 for *Cdk8* ^−/−^ */Cdk19* ^−/−^, all biological replicates).Fluorescence confocal microscopy images of Calcein green–labelled WT and Cdk8^−/−^/Cdk19^−/−^ organoids treated with forskolin. Scale bars, 100 μm.Quantification of forskolin‐induced swelling in WT organoids treated for 1 h or 24 h with 0.1, 1 or 10 μM Senexin B (SenB), as indicated, or double KO organoids; DMSO vehicle was used as control. The surface area of individual organoids at different time points relative to the area at *t* = 0 (100%) was measured (mean ± SD, *n* = 8 biological replicates). Linear regression lines are shown.qRT–PCR analysis of *Cftr* and *Muc3* mRNA levels in WT organoids either not treated (*t* = 0), or treated with 10 μM Senexin B for 2 or 24 h, showing mean ± SEM. Three technical replicates were used for the analysis.WB of indicated proteins extracted from Senexin B‐treated (10 μM, 2 h and 24 h) organoids (left), and WT and *Cdk8* ^−/−^ */Cdk19* ^−/−^ organoids (right). Amidoblack was used as loading control.

These results from genetically modified organoids implicate CDK8 and CDK19 as functionally redundant regulators of the CFTR pathway in the small intestine. Since similar transcriptional changes occur upon CDK8/19 inhibition, we investigated whether Senexin B treatment would also affect forskolin‐induced swelling. We thus treated wild‐type organoids with Senexin B, for 1 h or 24 h before adding forskolin. We reasoned that if effects of CDK8/19 inhibition depend on transcriptional changes, they might take 24 h to become detectable, whereas if they depend only on post‐transcriptional regulation, they might be seen after 1 h. Figure 5F shows that there is a dose‐dependent reduction of swelling after 24 h, but not 1 h, of Senexin B treatment, indicating that loss of CDK8/19 kinase activity at least partly recapitulates a *Cftr‐*mutant phenotype. To see whether this also correlates with downregulation of CFTR expression, we performed qRT–PCR analysis on organoids treated with Senexin B over a time course. We found that Senexin B treatment for 24 h led to the downregulation of *Cftr* and upregulation of *Muc3* expression (Fig 5G) as seen upon genetic ablation of both *Cdk8* and *Cdk19*, suggesting that these changes are indeed dependent on CDK8/19 kinase activity. Whether or not the loss of FIS can be directly attributed to loss of CFTR expression itself is uncertain. FIS was visibly less inhibited by 24 h Senexin B treatment than by genetic knockout of *Cdk8/19*, which is consistent with only a minor drop of CFTR protein expression upon Senexin B treatment (Fig 5H).

Finally, we tested whether CDK8/19 inhibition *in vivo* would recapitulate CF‐like phenotypes seen in intestinal organoids. We fed WT mice for 4 or 11 days with a new potent CDK8/9 inhibitor, SNX‐631, which has been validated *in vivo* (Ding *et al*, 2022), or vehicle. The drug was well tolerated and mice did not lose weight during the experiment (Appendix Fig S5A). We did not observe any severe CF‐like pathological manifestations such as intestinal occlusion or shortening of the colon (Appendix Fig S5B). Surprisingly, there was a strong upregulation of both CDK8 and CDK19 protein expression in the intestinal epithelium of mice treated with the inhibitor, suggesting feedback regulation to compensate for the kinase inhibition, and providing a potential biomarker for CDK8/19 inhibition *in vivo* (Fig 6A). While CFTR protein levels were lower than in organoids and could not be detected by immunoblotting in control mice, CFTR was also upregulated upon CDK8/19 inhibition, correlating with the increased CDK8/19 protein. This may also tend to counteract effects of the inhibitors on intestinal physiology. Nevertheless, after 4 days of SNX‐631 treatment, there was a clear increase of mucin in the intestinal epithelium, recapitulating the most obvious phenotype of *Cdk8* and *Cdk19* deletion in organoids (Fig 6B). However, this was transient as differences had largely disappeared by 11 days, likely due to adaptation and the compensatory increase in CDK8/19 expression.

**Figure 6:**
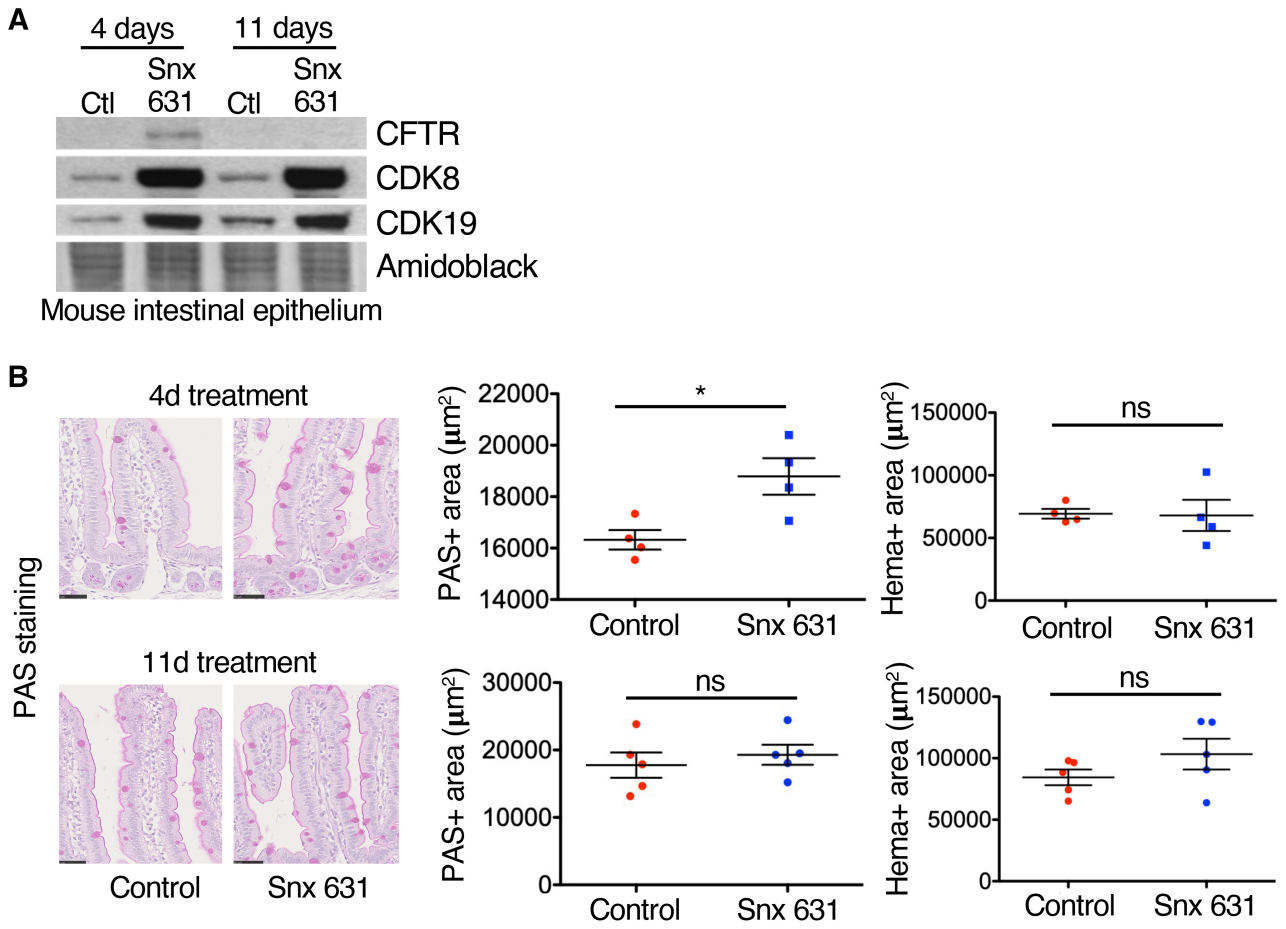
CDK8/19 inhibition in mice causes increase of goblet cells in the intestine and compensatory upregulation of both kinases WB of indicated proteins extracted from intestinal epithelium of control mice or mice treated with SNX‐631 for 4 or 11 days.Left, immunohistochemical PAS and haematoxylin staining of mouse small intestines collected at 4 and 11 days of SNX‐631 treatment; scale bars 50 μm. Right, quantification of PAS‐ and haematoxylin (Hema)‐positive area (mean ± SEM), using QuPath and ImageJ software. Adjusted *P*‐values of unpaired *t*‐test are shown: (*) *P* ≤ 0.05; ns, not significant (*P* > 0.05). Eight mice (4 treated with SNX‐631 and 4 control) were used in this quantification.

## Discussion

This study shows that Mediator kinases are both functionally redundant and largely dispensable for cell survival, proliferation, and differentiation, but may be essential for regulation of specific gene sets in particular cell types; in this case, the CFTR pathway in the intestinal epithelium. Nevertheless, while cell proliferation defects have not previously been reported in HCT‐116 cancer cells lacking both kinases (Koehler *et al*, 2016), our data suggest that in the intestinal epithelium, cells devoid of both CDK8 and CDK19 have an increased tendency to become quiescent, implying that CDK8 and CDK19 provide a growth advantage.

Our *in vivo* results do not support an oncogenic role for CDK8 in intestinal tumourigenesis, in contrast to early *in vitro* studies (Firestein *et al*, 2008; Morris *et al*, 2008). Another more recent study using the heterozygous germline *Apc* ^*min*^ mutant model of intestinal tumourigenesis also concluded that *Cdk8* deletion does not hinder tumourigenesis; on the contrary, in this model, while there was no difference in micro‐adenoma formation, detectable increases in tumour number, size, and fraction of proliferating cells were observed upon deletion of *Cdk8* (McCleland *et al*, 2015). The reasons for the slight difference in effects of *Cdk8* deletion between chemical carcinogenesis and *Apc* ^*min*^ mutation are currently unclear, but, taken together, these studies suffice to conclude that *Cdk8* has neither oncogenic nor strong tumour suppressor activity in the mouse intestine.

Our results indicate that Mediator kinases are not essential for controlling the expression of all genes. In contrast to knockouts of essential Mediator subunits that caused an approximately 7‐fold global downregulation of the entire transcriptome (El Khattabi *et al*, 2019), we found that knockout of Mediator kinases has much more modest effects. Slightly more genes were upregulated than downregulated upon loss of either CDK8 alone or both kinases, while effects of combined deletion were more than additive of effects of single deletions, indicating functional redundancy. Organoid growth and differentiation were not prevented by knockout of both CDK8 and CDK19, suggesting that, generally, they are not essential for implementation of new transcriptional programmes. Interestingly, we found that there was a strong overlap between transcriptome changes of double‐knockout organoids and intestinal knockout of the gene encoding CFTR, a chloride and bicarbonate ion‐channel that regulates fluid homeostasis in epithelia, and whose mutation causes cystic fibrosis, a disease associated with mucus retention and inflammation of epithelia. Double‐knockout organoids showed increased mucin expression and strong accumulation of mucins in goblet cells, coupled with a precocious secretion of mucus, as well as a lack of forskolin‐induced swelling, which depends on CFTR (Dekkers *et al*, 2013), indicating that CDK8/19 regulate fluid and/or mucus homeostasis. This appears to depend on their kinase activity, as specific inhibition of both kinases for 24 h using Senexin B impaired forskolin‐induced swelling in a dose‐dependent manner, albeit less so than knockout of both kinases. Since acute CDK8/19 inhibition in organoids for 1 h prior to the forskolin assay had no effect, the loss of swelling upon CDK8/19 inhibition is likely to be a consequence of effects on transcription. While changes in FIS and in CFTR expression are consistent with CFTR being directly involved in the phenotype, we cannot at this stage conclude that CFTR is the sole player. Indeed, there are 95 solute carriers whose expression is deregulated in CDK8/19 knockouts (Table EV2), including four inorganic anion transporters of the Slc26 family, all of which are upregulated, and which might contribute to the phenotype.

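Table EV2 lists 95 solute carrier genes, all of which were found in the count tables. In the double knockout, 87 of them were deregulated with edgeR, 67 upward and 20 downward, with a median log2 fold change of 0.56, and 95 when adjusted over the list alone. The list was chosen by the study on these libraries, so the latter count is not independent evidence. DESeq2 called all 95, 73 upward and 22 downward. The count with edgeR lay between 48, without WT replicate 1, and 72, without double knockout replicate 3, when each of the 6 libraries compared was left out. In Cdk8−/− organoids 15 of the list were called, at 16 h of Senexin B 16 (28 with the replicate number as a block, chosen after seeing the data), and at 24 h 33. The 4 genes of the Slc26 family were all upregulated in the double knockout. Slc26a2 had a log2 fold change of 0.79 (standard error 0.168, edgeR adjusted p = 0.00818), Slc26a3 one of 0.86 (standard error 0.207, adjusted p = 0.0155) and Slc26a6 one of 0.47 (standard error 0.136, adjusted p = 0.0331). Slc26a9 rose from 7.18 ± 2.75 normalised counts (SD, n = 3) to 57.4 ± 38.8 (log2 fold change 2.98, adjusted p = 0.0237). Of these calls only that of Slc26a2 was kept when each of these 6 libraries was left out, with adjusted p-values of up to 0.0429, against 0.0677, 0.132 and 0.0913 for Slc26a3, Slc26a6 and Slc26a9, in each case without a WT library. With Senexin B, Slc26a2 rose by a log2 fold change of 0.51 at 16 h (adjusted p = 0.00436) and Slc26a3 by 0.33 (0.00737), and neither was called at 24 h.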

While this study was still ongoing, a report was published in which, using a similar genetic approach in mice and intestinal organoids, CDK8 and CDK19 were found to be dispensable for intestinal morphology and viability but were observed to redundantly control intestinal lineage specification (Dannappel *et al*, 2022). In particular, a decrease in number of paneth cells, tuft cells, and goblet cells were reported in intestinal tissue lacking both kinases, a result that we do not reproduce. Consistent with previous publications highlighting tuft cells as a rare (and only relatively recently identified) population in the intestinal epithelium (Gerbe *et al*, 2009, 2011, 2016), we found on average one tuft cell per villus in WT or *Cdk8* ^−/−^ mice, rather than the average of 5 reported in control mice of the study (Dannappel *et al*, 2022). Similarly, when analysing the entire intestinal epithelium, we did not observe the large numbers of goblet cells presented in control tissue in the same study. Interestingly, secretory lineage hyperplasia occurs upon parasitic infections and is mediated by pro‐inflammatory cytokines (Gerbe *et al*, 2016), while CDK8 and CDK19 potentiate NFκB‐mediated pro‐inflammatory transcription (Chen *et al*, 2017) and limit production of anti‐inflammatory cytokines (Johannessen *et al*, 2017). Thus, it is plausible that dampened responses to the microbiome underlie the reported requirement for CDK8 and CDK19 in controlling the balance of secretory cells and other cell types in the intestinal epithelium (Dannappel *et al*, 2022). Further independent studies will undoubtedly resolve this issue. Nevertheless, both this report (Dannappel *et al*, 2022) and our results highlight the fact that cell proliferation and differentiation in a complex tissue can occur in the simultaneous absence of both Mediator kinases.

How CDK8 and CDK19 act mechanistically to control specific transcriptional pathways remains unknown. They may bind directly to promoters of target genes and potentiate effects of transcription factors on transcriptional elongation by inducing phosphorylating of RNA polymerase 2 CTD Ser2 (Galbraith *et al*, 2013; Chen *et al*, 2017), but the key question of how they are directed to specific genes has not yet been resolved, and further studies should address this gap in our molecular understanding.

Whether or not CDK8 or CDK19 are implicated in the pathogenesis of cystic fibrosis also remains an open question. Almost all CF patients harbour genetic mutations in the *CFTR* gene, yet identical mutations do not have identical disease severity, and the variability between patients is associated with different genetic loci (Wright *et al*, 2011; Corvol *et al*, 2015). There are also significant but variable gene expression alterations in *CFTR* mutant cells and upon therapeutic interventions, some of which may influence disease phenotypes (Hodos *et al*, 2020). The genes encoding CDK8, CDK19, and cyclin C have not so far been associated with CF. *CDK19* is downregulated upon several model therapeutic interventions, including overexpression of the micro‐RNA miR‐138, which promotes CFTR expression (Ramachandran *et al*, 2012; Hodos *et al*, 2020). However, in our study, CDK19 knockout alone was insufficient to cause a CF phenotype in intestinal organoids, suggesting that variation in CDK19 expression does not affect CFTR. Identifying the mechanisms by which CDK8 and CDK19 affect expression of genes in the CFTR pathway may improve understanding the pathophysiology of cystic fibrosis, but will require further studies. There is an intriguing connection between CFTR and cell proliferation in the intestine, as CFTR null mice have increased cell proliferation (Gallagher & Gottlieb, 2001). However, this is unlikely to be related to CDK8/19, whose inhibition or knockout rather causes a decrease in cell proliferation, at least in organoids.

Finally, our study shows that CDK8/19 inhibitors are well tolerated in mice and, at least in short term treatments, affect intestinal epithelium physiology by inducing increased mucin expression. We also showed that they trigger upregulation of CDK8 and CDK19 expression, which constitutes a promising biomarker for CDK8/19 inhibitor target engagement *in vivo*. CFTR inhibitors have been proposed to treat secretory diarrhoea (Ma *et al*, 2002), a major cause of infant mortality in developing countries as well as being a frequent complication of cancer drug treatments. We suggest that it will be important to test whether CDK8/19 inhibitors have therapeutic benefit in such settings.

## Materials and Methods

### Animal studies

All animal experiments were performed in accordance with international ethics standards and were subjected to approval by the Animal Experimentation Ethics Committee of Languedoc Roussillon. They were housed in an SPF animal facility according to international guidelines, with a maximum of five mice per cage (501 cm^2^), sawdust and woodshavings, and unlimited access to food and water. ARRIVE guidelines for experimental design were followed.

### Cdk8 conditional knockout mice

*Cdk8* ^*lox/lox*^ mice were generated as follows: An 8,076 bp genomic fragment (mouse chromosome 5: 146,254,503 to 146,262,579) enclosing the essential exon 2 (whose deletion results in loss of the essential catalytic lysine residue and causes a frameshift truncating over 90% of the protein) of the CDK8 gene was amplified by PCR from genomic DNA of 129/Sv embryonic stem cells and cloned into pGEM‐T‐easy. The diphtheria toxin A gene was cloned into the SacII site. 64 bp to the 3′ of exon 2, the sequence CTCTAT was mutated to CTCGAG, generating an XhoI site. LoxP sites flanking exon 2 were generated by a combination of conventional cloning and recombineering, using a recombineering approach (Liu *et al*, 2003). The loxP PGK‐Neo cassette was amplified from pL452 plasmid with flanking AvrII/HindIII sites at each end and cloned into the AvrII site upstream of exon 2. Fragment orientation was confirmed by the generation of 3.5 kb HindIII and 2.0 kb NheI sites, and the vector was recombined in *E. coli* strain SW106 with inducible Cre recombinase expression followed by HindII digestion, generating a single loxP site upstream of exon 2. Into this recombined vector, the FRT‐PGK‐Neo‐FRT‐LoxP cassette (amplified from pL451 with flanking XhoI sites) was cloned in the newly generated XhoI site downstream of exon 2, resulting in the “deletion construct”. The orientation was confirmed by the generation of 2.2 kb Nhe1 and 3.4 kb BamHI sites. Functionality of the two recombination sites was tested as follows: the FRT site was confirmed by recombination in *E. coli* strain SW105 with inducible FlpE recombinase expression, deleting the FRT‐Neo cassette and generating a 1.4 kb BamHI fragment; the resulting plasmid was transformed in *E. coli* strain SW106 with inducible Cre recombinase expression, deleting exon 2 and resulting in a 1.1 kb BamHI fragment. The NotI linearised fragment of the deletion construct was transfected by electroporation into 129/Sv embryonic stem cells. 244 Neomycin‐resistant colonies were genotyped by PCR and Southern blotting. Two probes were used: one outside the 3′ end of the deletion construct, with HindIII digestion site giving a single 9 kb fragment for the WT and a 7 kb fragment for the correctly‐integrated deletion cassette, and one to the 5′ end of the deletion cassette, again giving the same 9 kb fragment for the Wt but a 3.5 kb fragment for the deletion cassette. Ten colonies showed a correct integration by homologous recombination. These ES cells were injected into blastocysts obtained from pregnant BALB/C mice, and chimeric mice were crossed with C57/Bl6J mice constitutively expressing FlpE recombinase, removing the FRT‐Neo cassette. Agouti mice were genotyped by PCR, showing correct insertion of the LoxP sites around exon 2.

*Cdk8* ^*lox/lox*^ mice were crossed with *Villin‐Cre‐* ^ERT2+/−^ mice to generate the inducible conditional knockout.

### Tamoxifen treatment of mice to induce Lox recombination

Mice were first injected intraperitoneally (IP) with 100 μl of 20 mg/ml tamoxifen solution (in corn oil). After the injection, they were fed during 5 days with cookies containing 400 mg tamoxifen citrate per kg diet (Envigo, Ref TD.130859).

### Apc/Cdk8 conditional knockout mice

C57BL/6 *Apc* ^*lox/lox*^ mice (Colnot *et al*, 2004) were provided by Philippe Jay (IGF, Montpellier). These mice were crossed with *Cdk8* ^*lox/lox*^/*Villin‐Cre‐* ^*ERT2+/−*^ to obtain *Apc* ^*lox/lox*^ */Cdk8* ^*lox/lox*^/*Villin‐Cre*‐^ERT2 +/−^ mice. IP injection with tamoxifen during 5 days induced *Cdk8* exon 2 deletion and *Apc* exon 14 deletion in the intestines of mice containing the *Villin‐Cre‐* ^*ERT2*^ gene. Small intestine and colon samples from these mice were genotyped and analysed by IHC and Western blotting.

### Cdk7/Cdk8 conditional knockout mice

Cdk8^lox/lox^ mice were crossed with RERT mutant mice expressing the inducible Cre‐ERT2 from the endogenous *Polr2a* locus (Guerra *et al*, 2003). The Cdk8^lox/lox^ RERT mice were then crossed with Cdk7^lox/lox^ mice (Ganuza *et al*, 2012) to obtain Cdk8^lox/lox^/Cdk7^lox/lox^, RERT mice in which CDK8 and CDK7 proteins should be removed from the whole body after tamoxifen treatment. Animals were sacrificed after tamoxifen treatment and intestinal epithelium was collected as indicated in the Sample preparation section below. Proteins were extracted and analysed by Western blotting.

### AOM/DSS‐induced colon carcinogenesis

Eleven *Cdk8* ^*lox/lox*^ and 11 *Cdk8* ^*lox/lox*^/*Villin‐Cre‐* ^ERT2+/−^ mice were treated with tamoxifen as described above. 4 days later, mice (*Cdk8* ^*lox/lox*^ and *Cdk8* ^−/−^) were given a single intraperitoneal injection of AOM (10 mg/kg in 0.9% saline; A5486, Sigma‐Aldrich); 5 days later, 2.5% Dextran Sodium Sulfate (DSS; MP Biomedicals) was administered in the drinking water during 5 consecutive days. DSS treatment was repeated two more times with 16 days intervals without DSS for recovery (see scheme, Appendix Fig S1A). Mice were sacrificed 16 days after the third DSS treatment. Colons were flushed with PBS and either used for intestinal epithelium extraction (see Sample preparation for details) or used for IHC studies. Colons used for IHC were fixed overnight in neutral buffered formalin (10%) before paraffin embedding. Briefly, 4 μm thick sections were dewaxed in xylene and rehydrated in graded alcohol baths. Slides were incubated in 3% H_2_O_2_ for 20 min and washed in PBS to quench endogenous peroxidase activity. Antigen retrieval was performed by boiling slides for 20 min in 10 mM sodium citrate buffer, pH 6.0. Nonspecific binding sites were blocked in blocking buffer (TBS, pH 7.4, 5% dried milk, 0.5% Triton X‐100) for 60 min at RT. Sections were incubated with anti‐β‐catenin antibody diluted in blocking buffer overnight at 4°C. Envision+(Dako) was used as a secondary reagent. Signals were developed with Fast DAB (Sigma‐Aldrich). After dehydration, sections were mounted in Pertex (Histolab), imaged using the Nanozoomer‐XR Digital slide Scanner C12000‐01 (Hamamatsu) and analysed using NDP.view 2 program (Hamamatsu).

### CDK8/19 inhibitor treatment of mice

SNX‐631(50 mg/kg dissolved in 70% PEG‐4000, 30% Propylen Glycol, 100 μl final volume) or solvent alone was administered daily by oral gavage to 10 C57BL6 mice (five females and five males) during 4 or 11 days. After this time, mice were sacrificed, the intestine was extracted and either fixed 24 h in neutral buffered formalin 10%, dehydrated, and embedded in paraffin for IHC, or frozen for RNA or protein extraction.

### Small intestine organoids and CRISPR‐Cas9‐mediated Cdk19 targeting

The genetic background of intestinal organoids and mice used in this study was identical. *Cdk8* ^*lox/lox*^ and *Cdk8* ^*lox/lox*^/*Villin‐Cre‐* ^*ERT2*^ mice were used to obtain small intestine organoids. Establishment, expansion, and maintenance of organoids were performed as described previously (Sato *et al*, 2009). To induce the Cre‐mediated recombination of *Cdk8 in vitro*, organoids were cultured during 7 days in medium supplemented with 600 nM 4‐Hydroxytamoxifen (Sigma H7904) resuspended in ethanol. Evaluation of knockout efficiency was performed using genotyping, qPCR, and Western blotting.

CRISPR/Cas9‐mediated genome editing was employed to remove CDK19 from the organoids. CRISPR single guide RNA (sgRNA) targeting exon 1 in mouse *Cdk19* (CDK19_Mouse: 5′‐ AAAGTGGGACGCGGCACCTA‐3′ from Zhang lab database) was cloned as synthetic dsDNA into lentiCRISPRv2 vector as described (Sanjana *et al*, 2014; provided by F. Zhang, Addgene plasmid #52961). Lentiviruses encoding the sgRNA targeting sequence were produced in HEK 293T cells transfected with LentiCRISPRv2 (+sgRNA *Cdk19*), pMD2.G, and psPAX2. The viral supernatant (collected in organoids culture media) was passed through a 0.45‐μm filter and used the same day for infection. Lentiviral‐mediated transduction and antibiotic selection was performed as described previously (Onuma *et al*, 2013). Briefly, for lentiviral infection, organoids (5 days after seeding) were diluted into 10 ml of PBS and dissociated into single cells by passing them 10–15 times through a needle with an insulin syringe. A volume containing 1–5 × 10^5^ intestinal cells was centrifuged at 300 *g* for 5 min and resuspended with 1 ml of the viral supernatant produced in HEK 293T cells. This mixture (virus + single stem cells) was layered on top of a Matrigel‐covered well (12 well plate). 24 h later, virus and dead cells containing media were removed and the Matrigel‐attached cells were covered with 200 μl of Matrigel +200 μl of culture medium to create a “sandwich” containing the infected cells inside. After polymerisation of the second Matrigel layer, 1 ml of organoid media per well was used to allow organoid formation inside the Matrigel. 24 h later, Puromycin was added (5 μg/ml) and selection was conducted for 4 days. Once the organoids appeared (4–5 days after seeding the infected single cells), single organoids were picked for clonal expansion. Effects of targeted deletion were verified by sequencing. Genomic DNA was extracted from organoids using KAPA Mouse genotyping kit from Clinisciences (KK7352). The 2 primers used for amplification of the *Cdk19* allele are indicated in the table as CDK19 CRISP‐R22 Fw and CDK19 CRISP‐R22 Rev (sequencing). They were amplified as follows: 95°C for 5 min; 30 cycles at 95°C for 45″; 57°C for 30″; 72°C for 1 min 30 s. Absence of CDK19 protein in the organoids was also verified by Western blotting. DNA sequencing confirmed the deletion of a fragment of DNA around the sequence corresponding to *Cdk19* sgRNA, and qPCR confirmed the loss of *Cdk19* mRNA.

### Mouse intestine epithelium, colon tumour, and organoid sample preparation

For intestine epithelium samples, a fragment of intestine was cut and flushed with PBS. It was incubated for 5–10 min in EDTA‐containing buffer (500 ml RPMI, 20 mM Hepes, 1% Penicillin/Streptomycin (Sigma P4333), 12.5 μg/ml DTT, 2 mM EDTA pH 7.4 and 10% FBS) to allow easy detachment of the intestine epithelium. The intestinal tube was opened longitudinally and put over a horizontal plate to allow scrapping of the epithelial cells by trawling two needles in opposite directions over the tissue. Cells were recovered from the plate by wetting them with a small volume (200 μl) of PBS. They were put into an Eppendorf tube where they were spun down to remove most of the PBS. Pellets were snap frozen and conserved at −80°C. Colon tumours were cut from the colon, washed with PBS and frozen in liquid nitrogen.

Frozen intestinal epithelium and colon tumour samples were resuspended in 250 μl of lysis buffer with protease and phosphatase inhibitors (5 mM Tris, pH 7.4, 100 mM NaCl, 50 mM NaF, 40 mM beta‐glycerophosphate, 2.5 mM Na‐Vanadate, 5 mM EDTA, 1 mM EGTA, 1 mM DTT, 1% Triton X‐100 and Protease inhibitor cocktail diluted 1/400 (Sigma P8340)) and, after addition of 100 μl of stainless‐steel beads (0.2 mm diameter, 1 lb, Next Advance, SSB02), they were disrupted in a bullet blender storm 24 (Next Advance) by shaking during 4 min at 4°C with an intensity level of 8. The lysate was incubated during 20 more minutes at 4°C (without shaking) and the solubilised proteins were recovered from the supernatant by centrifugation at 16,000 *g* for 20 min at 4°C, frozen in liquid nitrogen and stored at −80°C until use. Protein concentrations were determined by BCA protein assay (Pierce Biotechnology).

For organoids samples, Matrigel was disrupted by pipetting up and down several times the media in each well over the dome of Matrigel. This mix was spun down at 200 *g* for 5 min at 4°C and the pellet was washed twice with 1 ml of PBS. Pellets were snap frozen in liquid nitrogen and kept at −80°C until use.

For organoids extracts, frozen pellets were lysed by incubation at 4°C for 20 min in lysis buffer with protease and phosphatase inhibitors (50 mM Tris, pH 7.4, 100 mM NaCl, 50 mM NaF, 40 mM beta‐glycerophosphate, 2.5 mM Na‐Vanadate, 5 mM EDTA, 1 mM EGTA, 1 mM DTT, 1% Triton X‐100 and Protease inhibitor cocktail (Sigma P8340) diluted 1/400). The solubilised proteins were recovered from the supernatant after centrifugation at 16,000 *g* for 20 min at 4°C, snap frozen in liquid nitrogen and stored at −80°C until use. Protein concentrations were determined by BCA protein assay (Pierce Biotechnology).

### Western blotting

For intestinal epithelium, colon tumours, and organoids, 30 μg of total proteins were separated by SDS–polyacrylamide gel electrophoresis (SDS–PAGE; 7% 10% and 12.5% gels) and transferred to Immobilon membranes (Milipore) at 90 volts for 120 min with a wet‐blotting apparatus. Membranes were blocked in TBS‐T pH 7.6 (20 mM Tris, 140 mM NaCl, 0.1% Tween‐20) containing non‐fat dry milk (5%), incubated with the primary antibody in TBS‐T + 3% BSA for 2 h at RT or over‐night at 4°C, washed three times with TBS‐T for a total of 15 min, incubated with secondary antibody at 1/10,000 dilution in TBS‐T + 5% nonfat dried milk for 30 min at RT, and washed 3 times in TBS‐T for a total of 15 min. Signals were detected using Western Lightning Plus‐ECL (PerkinElmer) and Amersham Hyperfilm™ ECL (GE Healthcare).

### RNA isolation and qRT–PCR

RNA was extracted from organoids and purified using RNeasy mini kit (Qiagen) according to manufacturer's protocol. For reverse transcription (cDNA synthesis), 1 μg of purified RNA in total volume of 13 μl, extracted by RNeasy Mini Kit (Qiagen), was mixed with 1 μl of 10 mM dNTPs mix (LifeTechnologies) and 1 μl of 10 μM oligo(dT) 20‐primer. Samples were incubated at 65°C for 5 min, transferred to ice. 4 μl of 5× First Strand Buffer, 1 μl of 100 mM DTT, 1 μl of RNase OUT RNase Inhibitor (Invitrogen), and 1 μl of SuperScript® III Reverse Transcriptase (LifeTechnologies) were added to each sample and incubated at 50°C for 1 h. The reaction was inactivated at 70°C for 15 min.

qPCR was performed using LightCycler® 480 II (Roche). The reaction contained 5 μl of a 1/10 dilution of the cDNA obtained after RT (25 ng of cDNA), 1 μl of 10 μM qPCR primer pair, 10 μl 2× Master Mix in a final volume made up to 20 μl with DNase free water. qPCR was conducted at 95°C for 5 min, followed by 45 cycles of 95°C 10 s, 59°C 20 s and 72°C 15 s. The specificity of the reaction was verified by melting curve analysis. β2‐microglobulin (B2M) was used as housekeeping gene.

### Genomic DNA extraction and genotyping

For colon tumours, genomic DNA was extracted using the KAPA Mouse genotyping kit from Clinisciences (KK7352) directly over 3–4 tumours that had been removed from the colon before the extraction of intestinal epithelium.

Genomic DNA was extracted from intestinal epithelium pellets or organoids using KAPA Mouse genotyping kit from Clinisciences (KK7352).

The forward and reverse primers used for amplification of the *Cdk8* wild‐type allele (650 bp), the *Cdk8* ^*Lox/Lox*^ (850 bp), and the fragment obtained after tamoxifen‐induced Cre recombination of *Cdk8* ^*Lox/Lox*^ (*Cdk8* Lox + Cre (−); 340 bp) are indicated in the table below as CDK8 Fw (genotyping) and CDK8 Rev (genotyping). These fragments were amplified from genomic DNA using the following PCR protocol: 95°C for 5 min; 35 cycles at 95°C for 15 s; 57°C for 15 s; 72°C for 1 min 30 s. Amplified DNA fragments were migrated in a 1.5% agarose gels and stained with Ethidium bromide for detection.

### Primers used for qPCR and genotyping

**Table:** 

Gene name	Sequence	Use
Mouse B2M Fw Mouse B2M Rev	5′‐GGTCTTTCTGGTGCTTGTCT‐3′ 5′‐GCAGTTCAGTATGTTCGGCTT‐3′	qRT–PCR
CDK8 (1,2)‐3 Fw CDK8 (1,2)‐3 Rev	5′‐GTGGGAGA@AGGAAGGACGAT 5′‐GCCATACTTTCCGATCAGCA‐3′	qRT–PCR
CDK19 (5–6) Fw CDK19 (5–6) Rev	5′‐TTCTCCCCTAAAGCCACTCG‐3′ 5′‐ATGGGTTCTGAAGTCAAGAGTT‐3′	qRT–PCR
Cyc C (10–11) Fw Cyc C (10–11) Rev	5′‐CCGAAACCAAAACCACCTCC‐3′ 5′‐TCCCAATATGCTTGACAGAAACA‐3′	qRT–PCR
CFTR (1–2) Fw CFTR (1–2) Rev	5′‐TAAAAGGGACGAGCCAAAAG‐3′ 5′‐CCCTTTCCTCAAAATTGGTG‐3′	qRT–PCR
Muc2 (15–16) Fw Muc2 (15–16) Rev	5′‐AACAACGAGGACTGCATGTG‐3′ 5′‐ACAGGTGCAAATCCCTTGAG‐3′	qRT–PCR
Muc3 (2–3) Fw Muc3 (2–3) Rev	5′‐GTCCGTGGAAGTGAGTGTGA‐3′ 5′‐ATAACCCCTTCATACTCCGGTA‐3′	qRT–PCR
CDK8 Fw CDK8 Rev	5′‐ACATGCCTTACAGCCTAGTCTTAC‐3′ 5′‐CCAAATAAATGTATACTCTGCAAG‐3′	genotyping
CDK19 CRISP‐R22 Fw CDK19 CRISP‐R22 Rev	5′‐GAGGAGTCCCTTGCTGAAG‐3′ 5′‐CAGTGCCTCCGAGTTAGC‐3′	sequencing
APC Genotyping Fw APC Genotyping Rev	5′‐CTGTTCTGCAGTATGTTATCA‐3′ 5′‐CTATGAGTCAACACAGGATTA‐3′	genotyping
Villin‐Cre‐^ERT2^ Fw Villin‐Cre‐^ERT2^ Rev	5′‐CAAGCCTGGCTCGACGGCC‐3′ 5′‐CGCGAACATCTTCAGGTTCT‐3′	genotyping
Lgr5+ Fw Lgr5+ Rev	GACAATGCTCTCACAGAC GGAGTGGATTCTATTATTATGG	qRT–PCR
Olfm4 Fw Olfm4 Rev	GCCACTTTCCAATTTCAC GAGCCTCTTCTCATACAC	qRT–PCR
Lyz Fw Lyz Rev	GCCAAGGTCTACAATCGTTGTGAGTTG CAGTCAGCCAGCTTGACACCACG	qRT–PCR
Ang4 Fw Ang4 Rev	CTCTGGCTCAGAATGTAAGGTACGA GAAATCTTTAAAGGCTCGGTACCC	qRT–PCR
Mmp7 Fw Mmp7 Rev	TTTGATGGGCCAGGGAACAC GGAAGTTCACTCCTGCGTCC	qRT–PCR
Spdef Fw Spdef Rev	GCTGGCTCAACAAGGAGAAA TGTGGCTCTCAGACTGGATG	qRT–PCR
Tiff3 Fw Tiff3 Rev	TCAAACCTCTGCAGGAGACA TCAGATCAGCCTTGTGTTGG	qRT–PCR
Muc2 Fw Muc2 Rev	TCCTGACCAAGAGCGAACAC ACAGCACGACAGTCTTCAGG	qRT–PCR
Klf4 Fw Klf4 Rev	GAAATTCGCCCGCTCCGATGA CTGTGTGTTTGCGGTAGTGCC	qRT–PCR
Pou2f3 Fw Pou2f3 Rev	GCAGCAATGAACTCCTCCTC CCTATGTGGAAGGCACGACT	qRT–PCR
DCAMKL1 Fw DCAMKL1 Rev	CAGCCTGGACGAGCTGGTGG TGACCAGTTGGGGTTCACAT	qRT–PCR
Neurog3 Fw Neurog3 Rev	GCTGCTTGACACTGACCCTA ATGAGGCGCCATCCTAGTTC	qRT–PCR
ChromoA Fw ChromoA Rev	CAAGGTGATGAAGTGCGTC GAGAGCCAGGTCTTGAAGTTC	qRT–PCR
Notch1 (1–3) Fw Notch1 (1–3) Rev	CAGGAAAGAGGGCATCAGAG CTGAGGCAAGGATTGGAGTC	qRT–PCR
Hes1 (1–4) Fw Hes1 (1–4) Rev	ACACCGGACAAACCAAAGAC TGATCTGGGTCATGCAGTTG	qRT–PCR

### Antibodies

**Table:** 

Name	Clone	Source	Species	Cat#
CDK8 (C19)	Polyclonal	Santa Cruz	Goat	sc‐1521
CDK19	Polyclonal	Sigma	Rabbit	HPA007053
Cyclin C	Polyclonal	gift	Rabbit	
PCNA	Monoclonal	Santa Cruz	Mouse	sc‐56
Lysozyme	Polyclonal	Dako	Rabbit	A0099
Anti‐Dclk1	Polyclonal	Abcam	Rabbit	Ab31704
Olfm4	Monoclonal	Cell signaling	Rabbit	39141
β‐Catenin	Monoclonal	BD BioSciences	Mouse	610,154
BrdU	Monoclonal	DSHB	Mouse	G3G4
RNA pol II Ser2P	Monoclonal	JC Andrau's lab	Rat	(3E10)
RNA pol II Ser5P	Monoclonal	JC Andrau's lab	Rat	(3E8)
RNA pol II Ser7P	Monoclonal	JC Andrau's lab	Rat	(4E12)
CDK7	Monoclonal	Santa Cruz	Mouse	sc‐7344
Ki‐67	SP6	Spring Bioscience	Rabbit	M3064
Ki‐67	Monoclonal	Abcam	Rabbit	Ab16667
p53	CM5	Novocastra	Rabbit	NCL‐p53‐CM5p
Cleaved Caspase 3	ASP176	Cell signaling	Rabbit	9661S
Phospho‐Stat1 (Ser727)	Polyclonal	Cell signaling	Rabbit	#9177
CFTR	Monoclonal	Cystic Fibrosis Foundation	Mouse	570
β‐Actin	Monoclonal	Sigma	Mouse	a5441
GAPDH	Polyclonal	Sigma	Rabbit	G9545

Cyclin C antibody purification: Rabbit anti‐Cyclin C serum was a kind gift from Jacques Piette (IGMM Montpellier, France; Barette *et al*, 2001). Cyclin C‐specific antibodies were purified from serum by incubation with a membrane containing Cyclin C protein (ProQinase GmbH). The antibodies were eluted with 200 μl of 0.2 M glycine pH 2.5 and neutralised rapidly with 21 μl of 1 M Tris. RNA Pol II Ser2P (3E10), RNA Pol II Ser5P (3E8), and RNA Pol II Ser7P (4E12) antibodies were a kind gift from Jean‐Christophe Andrau's lab (IGMM, CNRS Montpellier, France; Chapman *et al*, 2007).

### Immunohistochemistry (IHC) and tissue staining

Whole intestines were flushed with PBS and turned inside‐out on a wooden stick. They were collected and fixed 24 h in neutral buffered formalin 10%, dehydrated, and embedded in paraffin.

Organoids were collected and fixed for 1 h in 4% paraformaldehyde at room temperature. They were washed with PBS (×2) and resuspended into 100 μl of Histogel (Fisher Scientific, Ref 12006679), previously thawed in a hot water bath at 60°C. Each drop containing the organoids and Histogel was dried on top of a flat surface and embedded in paraffin. Paraffin‐embedded intestines or organoids were cut into 3‐μm‐thick sections, mounted on slides, then dried at 37°C overnight. Tissue sections were stained with haematoxylin–eosin (HE) with HMS 740 autostainer (MM France) for preliminary analysis. For mucosubstances, tissue sections were stained with Periodic Acid Schiff's (PAS) staining (Bancroft & Stevens, 1982).

For Ki67, p53, and Caspase 3, IHC was performed as described previously (Rahmanzadeh *et al*, 2007), on a VENTANA Discovery Ultra automated staining instrument (Ventana Medical Systems), using VENTANA reagents, according to the manufacturer's instructions. Briefly, slides were de‐paraffinised, then epitope retrieval was performed with CC1 solution (cat# 950‐124) at high temperature (95–100°C) or for CC2 solution (cat# 950‐123) at high temperature (91°C) for a period time that is suitable for each specific antibody. Endogenous peroxidases were blocked with Discovery Inhibitor (cat# 760‐4840).

For CDK8 immunostaining, signal enhancement was performed using the rabbit antibody anti‐goat (Vector Laboratories, cat#BA‐500, 1:2,000) for 16 min at 37°C then using DISCOVERY OmniMap anti‐rabbit HRP detection Kit (cat# 05269679001) according to the manufacturer's instructions. The same kit was used for all other rabbit primary antibodies to amplify the signal. Slides were incubated with DAB (cat# 05266645001), then counterstained with haematoxylin II (cat# 790‐2208) for 8 min, followed by Bluing reagent (cat# 760‐2037) for 4 min. Slides were then dehydrated with Leica autostainer and coverslipped with Pertex mounting medium with CM6 coverslipper (Microm). Brightfield stained slides were digitalised with a Hamamatsu NanoZoomer 2.0‐HT scanner and images were visualised with the NDP.view 1.2.47 software.

For Paneth cells, tuft cells, β‐catenin, and Brdu detection, the IHCs were performed manually. After deparaffination and rehydration, demasking of antigenic sites was performed by boiling the slides for 20′ in 10 mM Na‐Citrate pH 6.4. After cooling down, slides were treated with 3% H_2_O_2_, 5′ at RT for peroxidase inhibition. Samples were blocked in blocking solution (TBS, 0.5% Triton, 5% dry milk) for 20′. First antibody was diluted 1/400 in blocking solution and the slides were incubated O/N at 4°C in a humid chamber. Slides were then washed with TBS + 0.1% Tween 20 (3 times) and once with TBS without Tween. Secondary antibodies (ImmPRESS™ reagent kit peroxidase anti‐rabbit (MP‐7451) or anti‐Mouse (MP‐7402), from Vector Laboratories) were incubated for 30′ at RT. Slides were washed twice with TBS + 0.1% Tween 20 and the final wash was done in H_2_O. Peroxidase staining was performed using Sigma Fast DAB tablet set (D4293‐50SET). After Haematoxylin staining of the nucleus with Gill's Haematoxylin solution N°2 (CAS 517‐28‐2) from Santa Cruz (SC‐24973), slides were rehydrated and mounted in Pertex^R^ (Histolab 00811).

### Sequence alignment

CDK8 and CDK19 protein sequences from different species were aligned using the BoxShade server.

### RNA sequencing

After 7 days of treatment with 600 nM 4‐Hydroxytamoxifen, organoids were lysed and RNA was extracted following the Trizol RNA isolation protocol (W.M. Keck Foundation Biotechnology Microarray Resource Laboratory at Yale University) until the end of the phase‐separation step. Total RNA cleanup with DNase digestion was performed by addition of 1.5 volumes of absolute ethanol on top of the aqueous phase obtained after the phase‐separation and following the Qiagen RNeasy protocol (W.M. Keck Foundation Biotechnology Microarray Resource Laboratory at Yale University). RNA integrity was analysed on Agilent 2100 Bioanalyzer. All conditions were prepared as biological triplicates and sent to BGI Tech Solutions (Hong Kong) Co for library preparation and RNA sequencing. Purification of mRNA from total RNA was achieved using oligo(dT)‐attached magnetic beads and then fragmented for random hexamer‐primed reverse transcription, followed by a second‐strand cDNA synthesis. Sequencing was performed with the BGISEQ, SE50 platform to obtain an average of 50 million single‐end, 50 bp reads per sample.

### Bioinformatic analysis

The raw reads obtained in fastq format were subject to quality control using the FastQC software. The reads passing the quality control were aligned to the mouse reference genome (GRCm38.p6) and the counts per gene were quantified using the tool STAR 2.6.0a(2). The Ensembl mouse genome annotations (release 93) were used to map the reads to each gene and their corresponding transcripts. Differential gene expression analysis was performed in R using the DESeq2 library. MA‐plots showing the deferentially expressed genes were generated with an in‐house script and the gene set enrichment analysis were performed using the “enrichR” library, in both cases using the R programming language.

### Correlation between global gene expression changes of organoids and mouse intestinal single cell RNA‐seq data

We compared the results of the transcriptional changes observed by bulk RNA‐seq upon double *Cdk8/Cdk19* knockout and gene signatures of each cell type obtained by single cell RNA‐seq (Haber *et al*, 2017), using data from the plate‐based full‐length scRNA‐Seq. After clustering and identifying the different cell types, gene signatures were defined as those genes in a given cell type that were significantly more expressed when compared against all other cell types, in a pairwise manner.

### Time‐lapse microscopy

Organoids (Wt, *Cdk8* ^*Lox/Lox*^, *Cdk19* ^−/−^ *and Cdk8* ^*Lox/Lox*^ */Cdk19* ^*−/−*^) were treated with 600 nM 4‐hydroxytamoxifen during 7 days. Once recombination of the LoxP sites flanking *Cdk8* exon 2 was obtained, images were taken every 4 h during 7 days on an inverted microscope (Axio Observer, Zeiss) equipped with a heated chamber allowing constant temperature (37°C) and CO_2_ flow (5% CO_2_). CCD camera (Princeton Instruments (Micromax), pixel = 6.7 μm), with 10x/0.3 DRY PH1objective, correction ECPLAN Neofluar, 5.2 mm working distance. Acquisition software was MetaMorph 7.8 (Molecular Devices, LLC). Images were analysed using Image J software to calculate the time for release of mucus in the lumen of the *organoid* (observed as a dark staining in the centre of the organoid).

### Forskolin‐induced swelling

To remove exon 2 of *Cdk8* from *Cdk8* ^*lox/lox*^/Villin‐Cre‐ERT2^+/−^/*Cdk19* ^−/−^, organoids were treated with 600 nM 4‐hydroxytamoxifen for 7 days. Once the *Cdk8/Cdk19* double KO was obtained, forskolin‐induced swelling was measured as indicated (Dekkers *et al*, 2013). Organoids were transferred to CELLview culture dishes PS 35/10 mm, glass bottom, 4 compartments (Greiner Bio‐One, 627870), two days before imaging. Confocal spinning disk (Dragonfly, Andor, Oxford Instruments) microscope equipped with heated chamber allowing constant temperature (37°C) and CO_2_ flow (5% CO_2_), EMCCD iXon888 camera (Lifer Andor, pixel = 13 μm), objective 10x/0.45 DRY, correction Plan Apo Lambda, 4 mm working distance, was used for imaging, with Fusion acquisition software. Images of a single organoid, previously selected, were taken every 2 min during 20 min after forskolin addition (5 μM, or DMSO vehicle control) to the media. For data analysis, a macro was created using Fiji software. It consisted of recognising and filling the structures imaged through the alexa‐488 track, to calculate the increase of total organoid area in single organoids over the different time points.

### Statistics

Graphs and statistical analyses were performed using Microsoft Excel 16.50 and GraphPad Prism6 using analyses described in legends.

## Author contributions

**Susana Prieto:** Conceptualization; formal analysis; investigation; writing – review and editing. **Geronimo Dubra:** Data curation; formal analysis; investigation; methodology. **Alain Camasses:** Investigation; methodology. **Ana Bella Aznar:** Methodology. **Christina Begon‐Pescia:** Investigation; methodology. **Elisabeth Simboeck:** Methodology. **Nelly Pirot:** Investigation. **François Gerbe:** Investigation. **Lucie Angevin:** Validation. **Philippe Jay:** Conceptualization; methodology. **Liliana Krasinska:** Conceptualization; formal analysis; writing – original draft; writing – review and editing. **Daniel Fisher:** Conceptualization; supervision; funding acquisition; validation; methodology; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Movie EV1 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

PDF+ Click here for additional data file.

## Data Availability

The RNA‐sequencing data have been deposited in the Gene Expression Omnibus (GEO, NCBI) repository, and are accessible through GEO Series accession number GSE186377 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186377).

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 1 — Appendix

## **Appendix for:**

CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium

| <b>Contents .....</b>                                                                                                   | <b>Page</b> |
|-------------------------------------------------------------------------------------------------------------------------|-------------|
| Appendix Fig S1. CDK8 loss does not affect chemically-induced intestinal carcinogenesis.....                            | 2           |
| Appendix Fig S2. Amino acid sequence conservation of CDK8 and its paralogue CDK19<br>between different vertebrates..... | 3           |
| Appendix Fig S3. Cdk8/Cdk19 KO organoids are counter-selected. ....                                                     | 4           |
| Appendix Fig S4. Cdk8/Cdk19 double knockout does not significantly affect intestinal cell<br>differentiation. ....      | 5           |
| Appendix Fig S5. CDK8/19 inhibition is well tolerated by mice. ....                                                     | 6           |

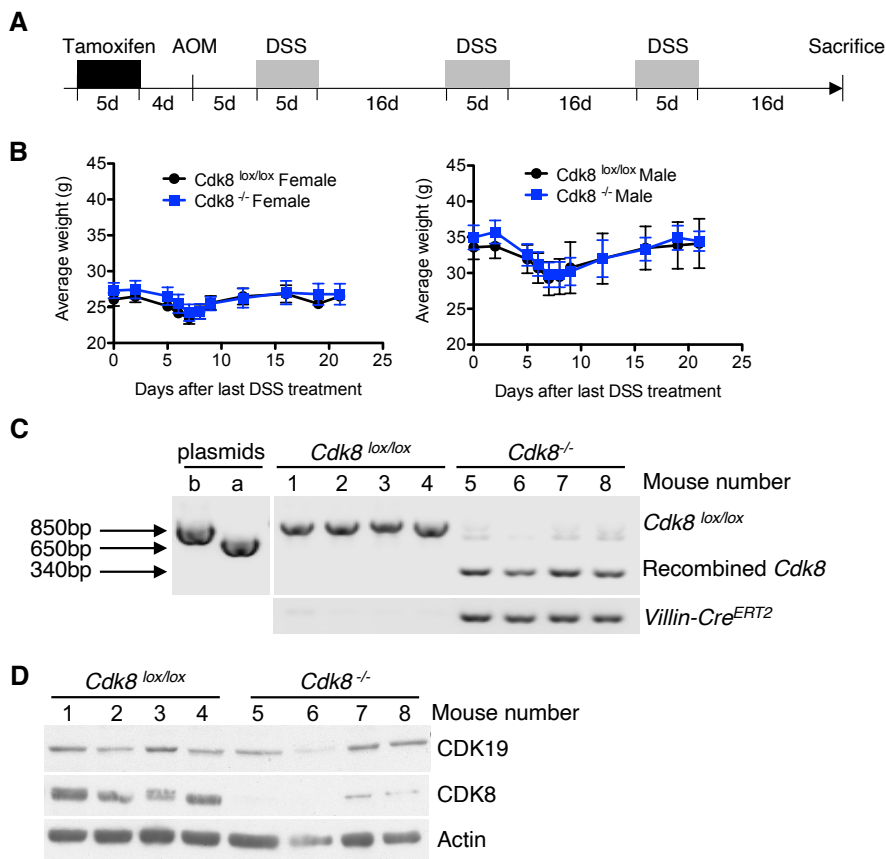

**Appendix Fig S1. CDK8 loss does not affect chemically-induced intestinal carcinogenesis.**

**A** Scheme showing the steps of the AOM/DSS carcinogenesis experiment. See Materials and Methods for more detailed information.

**B** Graphs showing female (left;  $n=6$  mice in both groups) and male (right;  $n=5$  mice in both groups) weight evolution over 21 days following the last DSS treatment.

**C** Genotyping after AOM/DSS treatment confirms the recombination and loss of *Cdk8* exon 2 in colon tumors from *Cdk8*<sup>-/-</sup> mice. Control plasmids (a and b), are described in Fig EV1C. PCR amplification with *Villin-Cre*<sup>ERT2</sup>-specific primers confirms the presence of the *Cre*<sup>ERT2</sup> recombinase gene.

**D** WB with the same colon tumour samples presented in (C) confirm the disappearance of CDK8 protein in the *Cdk8*<sup>-/-</sup> mice.  $\beta$ -actin was used as the loading control.

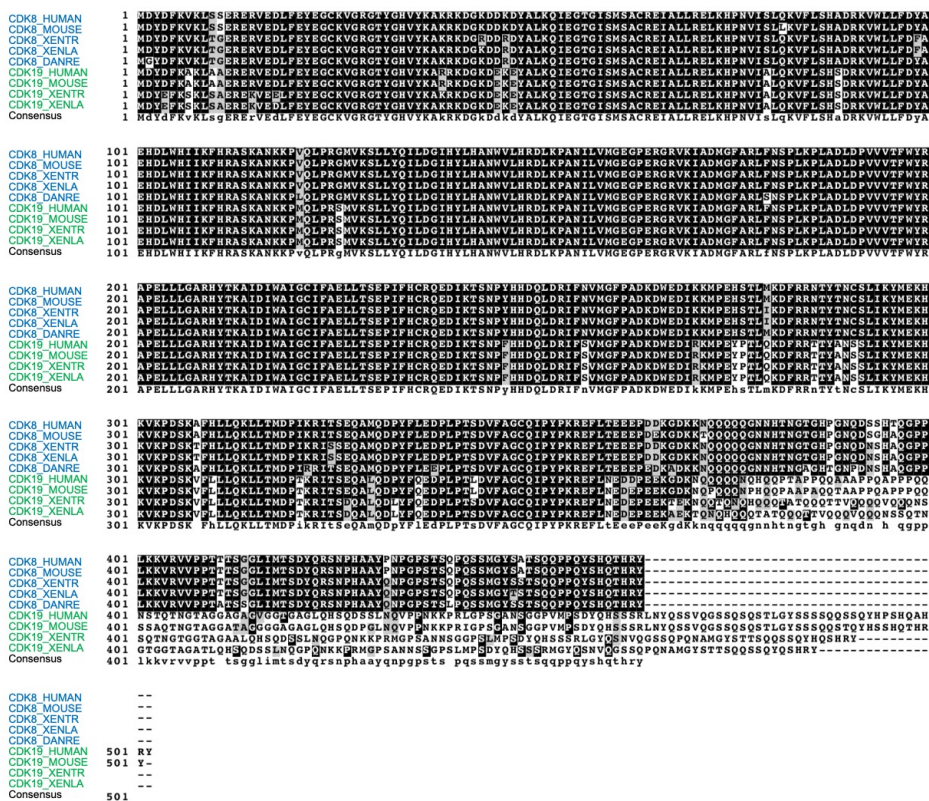

# B

CRISPR-Cas9-targeted 40nt deletion in exon 1 of mouse *Cdk19*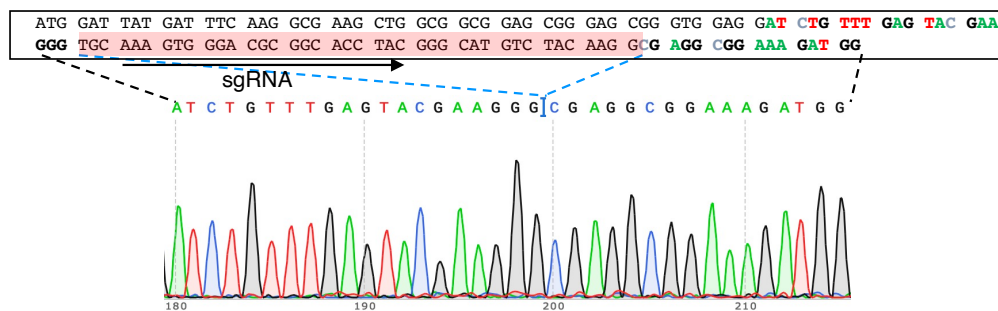

**Appendix Fig S2. Amino acid sequence conservation of CDK8 and its paralogue CDK19 between different vertebrates.**

**A** Sequence alignment of Cdk8 (blue) and Cdk19 (green) proteins from: *Homo sapiens*, *Mus musculus*, *Xenopus tropicalis*, *Xenopus laevis*, and *Danio rerio*. Homologous sequences are black. The consensus (> 80%) is presented below the alignment.

**B** Scheme indicating the fragment of *Cdk19* exon 1 removed by CRISPR-Cas9 (highlighted in red) in intestinal organoids. The arrow indicates the sequence of the sgRNA used. The sequence trace obtained after gene editing is presented below. The colour-code in the sequence in the box corresponds to the sequence trace.

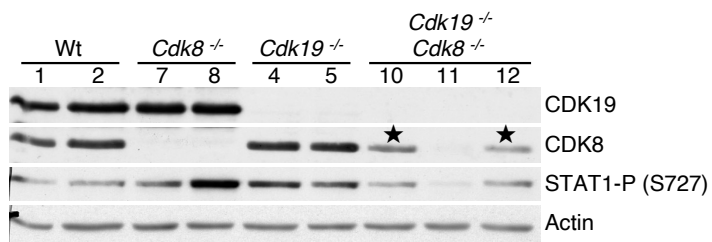

**Appendix Fig S3. Cdk8/Cdk19 KO organoids are counter-selected.**

WB indicating the levels of CDK8, CDK19 and phospho-STAT1-S727 in organoids after 14 days of OH-tamoxifen treatment. Two out of the three *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> clones (numbers 10 and 12) show a reappearance of the CDK8 protein: compare with Fig. 2B where proteins were extracted from the same samples, but one week earlier. (★) indicates the two clones where CDK8 protein is detected; this was observed only in organoids where double KO had been induced.

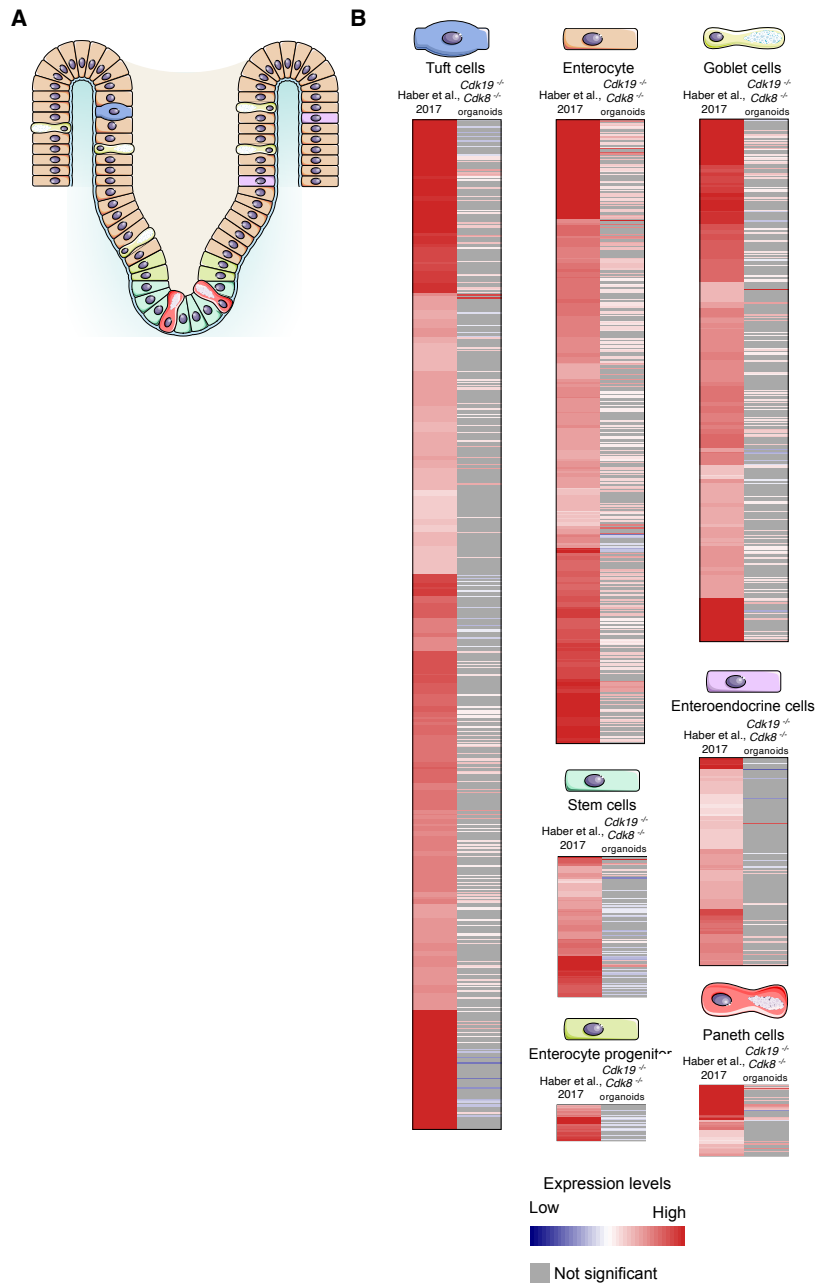

**Appendix Fig S4. Cdk8/Cdk19 double knockout does not significantly affect intestinal cell differentiation.**

**A** Schematic representation of the intestinal crypt and villus with all cell types indicated.

**B** Heatmaps visualising differences in gene expression in double *Cdk8/Cdk19* knockout organoids (bulk RNA-seq) and in indicated intestinal cell types obtained by single-cell RNAseq (Haber et al., 2017). After clustering and identifying the different cell types, gene signatures were defined as those genes in a given cell type that were significantly more expressed when compared against all other cell types, in a pairwise manner. Most signature genes for each cell type are not significantly deregulated (grey, right column of heatmaps) in organoids lacking CDK8 and CDK19.

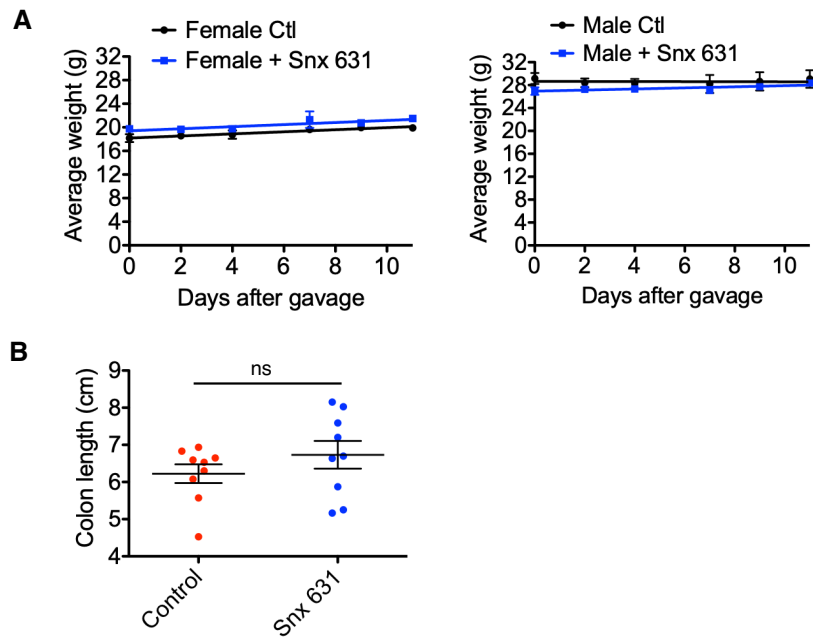

**Appendix Fig S5. CDK8/19 inhibition is well tolerated by mice.**

**A, B** Mice were treated with Senexin 631 (Snx 631, n=10) or vehicle (n=10) and mouse weight (**A**) during the experiment, and colon length (**B**) after 11 days of treatment were measured.

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

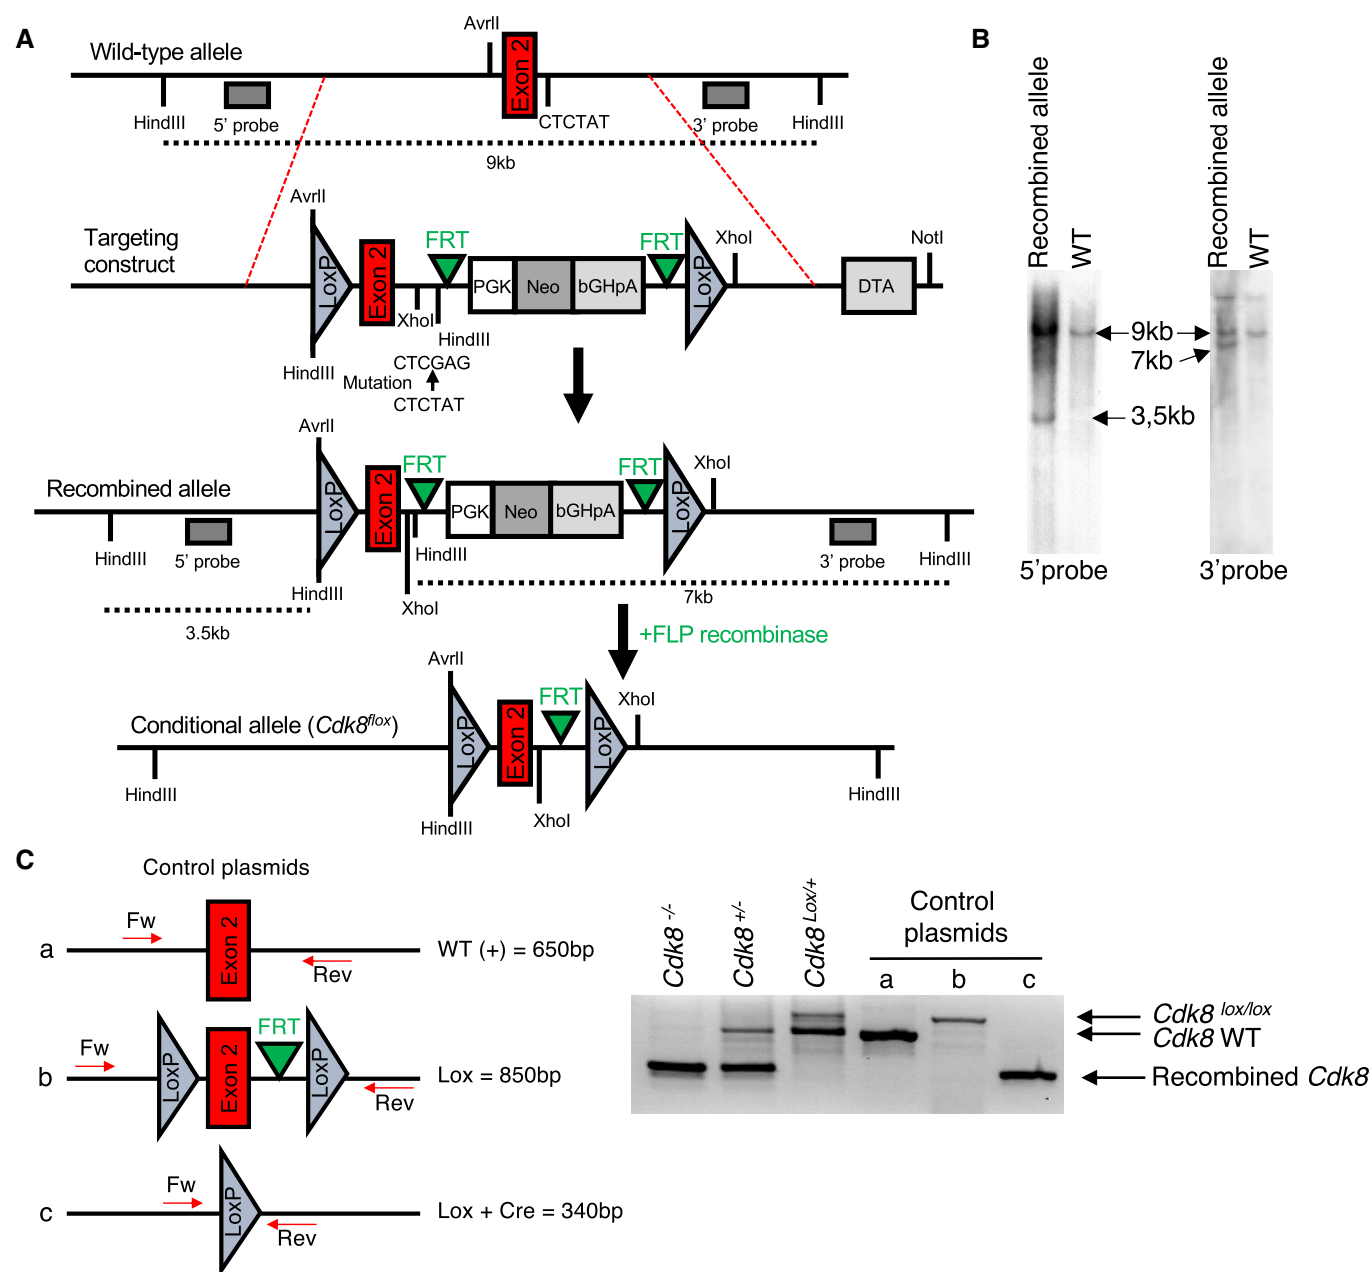

**Figure EV1. Mouse *Cdk8* conditional knockout by Lox/Cre targeting of exon 2.**

A Schematic representation of the strategy used for the generation of *Cdk8*<sup>Lox</sup> alleles from a genomic fragment of mouse enclosing exon 2 of the *Cdk8* gene. See Materials and Methods section for details.

B Southern blot analysis of genomic DNA obtained from mice carrying the *Cdk8*<sup>Lox</sup> and *Cdk8*<sup>WT</sup> alleles. DNA was digested with HindIII and probed with 2 different probes (5' and 3'), whose positions are shown in the scheme in (A). The length of the fragments obtained after HindIII digestion of the wild type and the recombinant alleles are indicated (see also the scheme in (A)).

C Left, scheme representing the control plasmids (a, b, and c) for WT, floxed and recombined *Cdk8* exon 2. The position of the oligos (Fw and Rev) used for PCR amplification of genomic DNA and control plasmids is indicated. Right, genotyping of *Cdk8* exon 2 in the mouse intestinal epithelium. All mice were treated with tamoxifen to induce recombination of the LoxP sites. The recombined fragment appears as a 340 bp band in the *Cdk8*<sup>-/-</sup> and *Cdk8*<sup>+/-</sup> mice (*VillinCre*<sup>ERT2</sup> recombination-positive), and is absent in the *Cdk8*<sup>Lox/+</sup> mouse that does not contain the *VillinCre*<sup>ERT2</sup> gene.

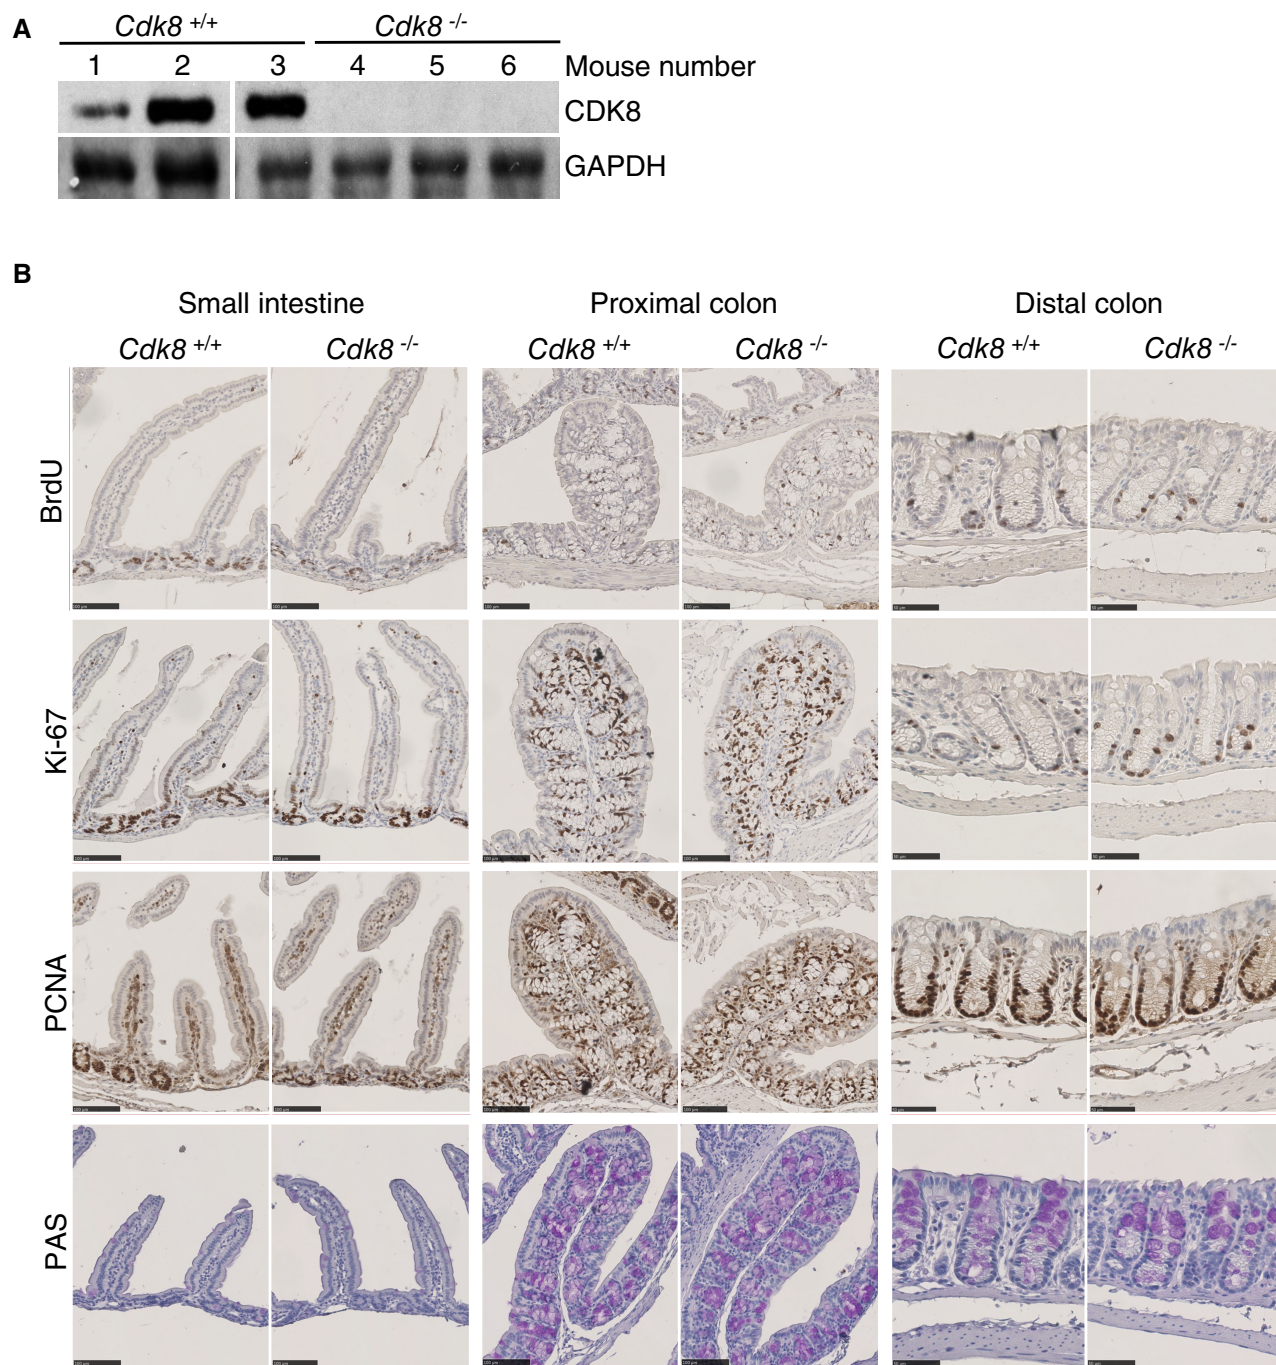

**Figure EV2. CDK8 is not required for cell proliferation nor differentiation in mouse intestine.**

A WB analysis of mouse intestine epithelium showing the absence of CDK8 protein 2 months after tamoxifen feeding. Mice 1, 2, and 3 did not have the *VillinCre<sup>ERT2</sup>* gene; mice 4, 5, and 6 had the *VillinCre<sup>ERT2</sup>*. GAPDH protein was used as loading control.

B Representative immunohistochemistry images of Fig 1B. Small intestine, proximal and distal colon samples were stained for BrdU, Ki-67 or PCNA antibodies. Goblet cells were detected with PAS staining. Scale bars: 100  $\mu$ m for small intestine and distal colon, 50  $\mu$ m for proximal colon. Twenty mice were used for the experiment (10 males and 10 females).

Source data are available online for this figure.

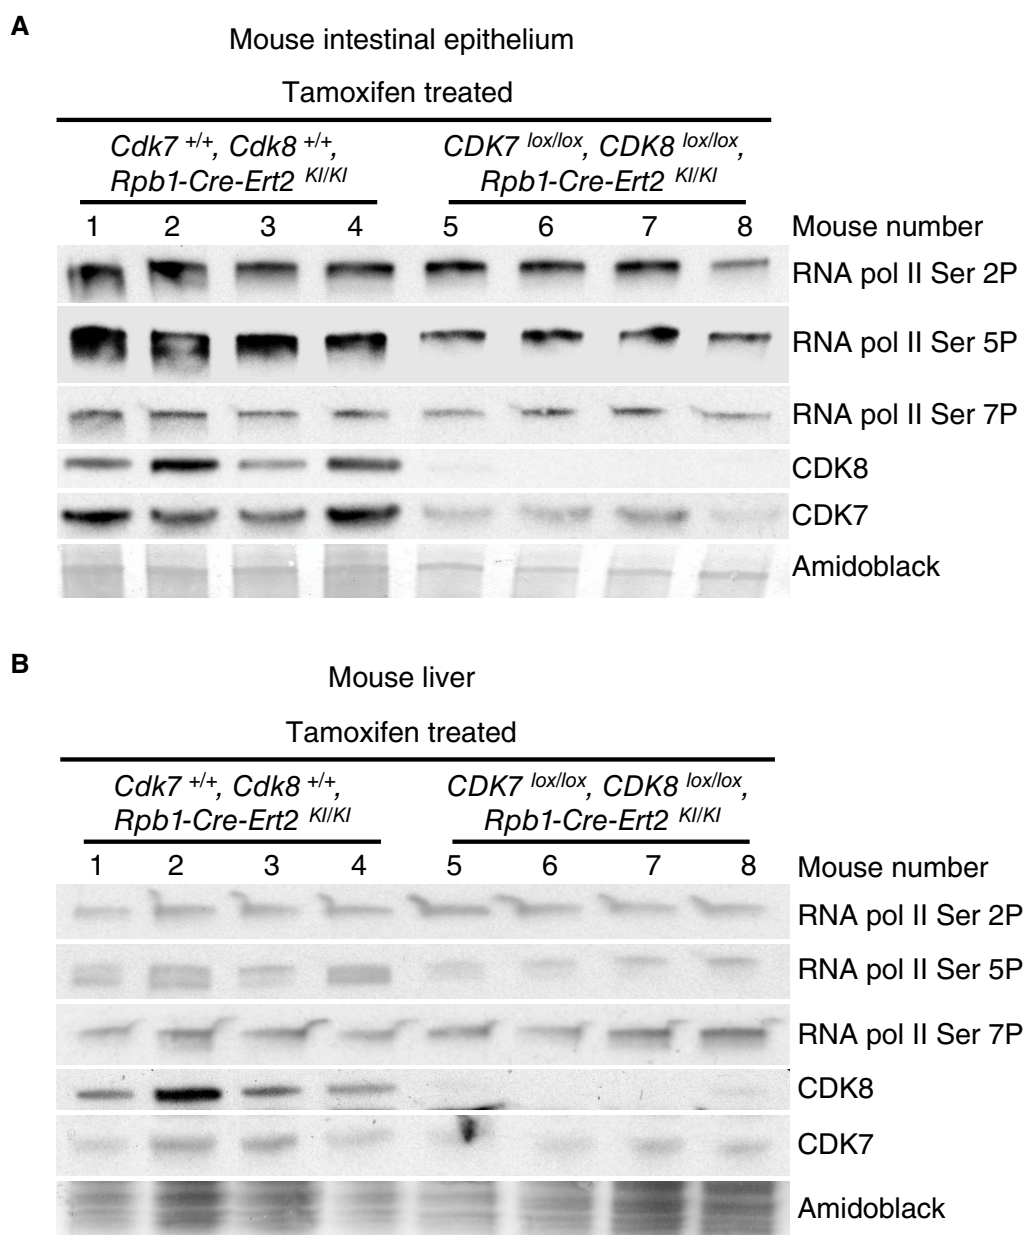

**Figure EV3. Effects of CDK8 and CDK7 knockout on RNA pol II CTD phosphorylation.**

A, B (A) WB analysis of the indicated proteins in mouse intestinal epithelium samples from WT and *Cdk7*<sup>lox/lox</sup>, *Cdk8*<sup>lox/lox</sup>, *Rpb1-Cre-Ert2*<sup>KI/KI</sup> mice after tamoxifen treatment. Amido-black staining was used as loading control. Sixteen mice of each genotype (eight males and eight females) were used for this experiment. (B) As A but for liver.

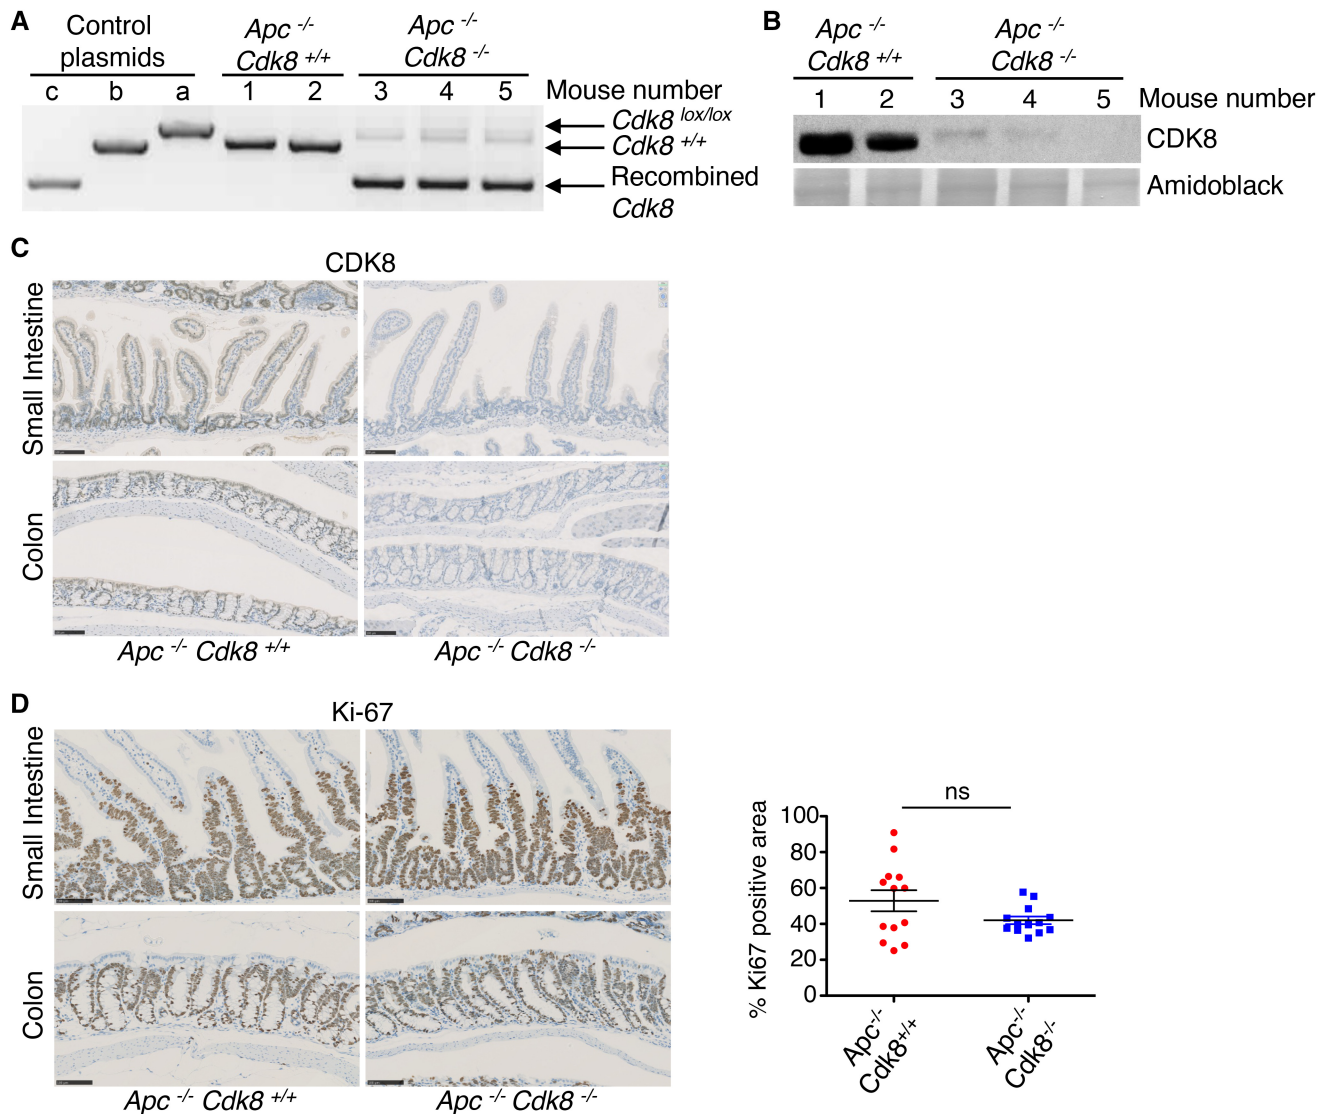

**Figure EV4. CDK8 deletion does not prevent *Apc*-loss-dependent tumourigenesis in mouse intestine.**

- A Genotyping confirms the loss of *Cdk8* exon 2 in intestine epithelium from *Apc*<sup>-/-</sup>/*Cdk8*<sup>-/-</sup> mice. Control plasmids (a, b, and c) are described in Fig EV1C.
- B WB with intestine epithelium samples from mice presented in (A) confirm the absence of CDK8 protein in *Cdk8*<sup>-/-</sup> mice. Amido-black staining was used as loading control.
- C, D IHC staining of (C) CDK8 and (D) Ki-67 in small intestine and colon samples from *Apc*<sup>-/-</sup>/*Cdk8*<sup>+/+</sup> and *Apc*<sup>-/-</sup>/*Cdk8*<sup>-/-</sup> mice. Scale bars, 100  $\mu$ m. (D), right: quantification of the Ki-67 positive area (% of the total area of the intestine presenting positive staining, quantified using QuPath (Bankhead et al, 2017) and Image J software; mean  $\pm$  SD). Two-tailed *P*-value of unpaired *t*-test is indicated: ns, not significant (*P* > 0.05; *n* = 6 biological replicates).

**Figure EV5. CDK8 and CDK19 are largely redundant but regulate a subset of genes in an opposite manner.**

- A Comparison of the Log 2 of estimated fold change in expression for each individual gene using a spike-in normalisation method vs. the internal Deseq2 normalisation (library-normalised). From left to right the results for *Cdk8*<sup>-/-</sup>, *Cdk19*<sup>-/-</sup>, and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids. Each black dot represents a gene; the dashed red line indicates the identity diagonal; in blue, the linear regression of the data described by the equation shown in the plot.
- B, C Standard deviation from the replicates of each gene (B) and mean of the normalised read counts of each gene (C) in the single *Cdk8* and *Cdk19* knockouts vs the *Cdk8*/*Cdk19* double knockout. Each grey point represents a gene; genes differentially expressed only in a single knockout are highlighted in black. The identity diagonal is represented as a red dashed line.
- D, E PCA (Principal component analysis) plots displaying the two axes that explain 72 and 77% of the variance between differentially expressed genes in *Cdk8* knockout (D) or *Cdk19* knockout (E), respectively, and the other genotypes.

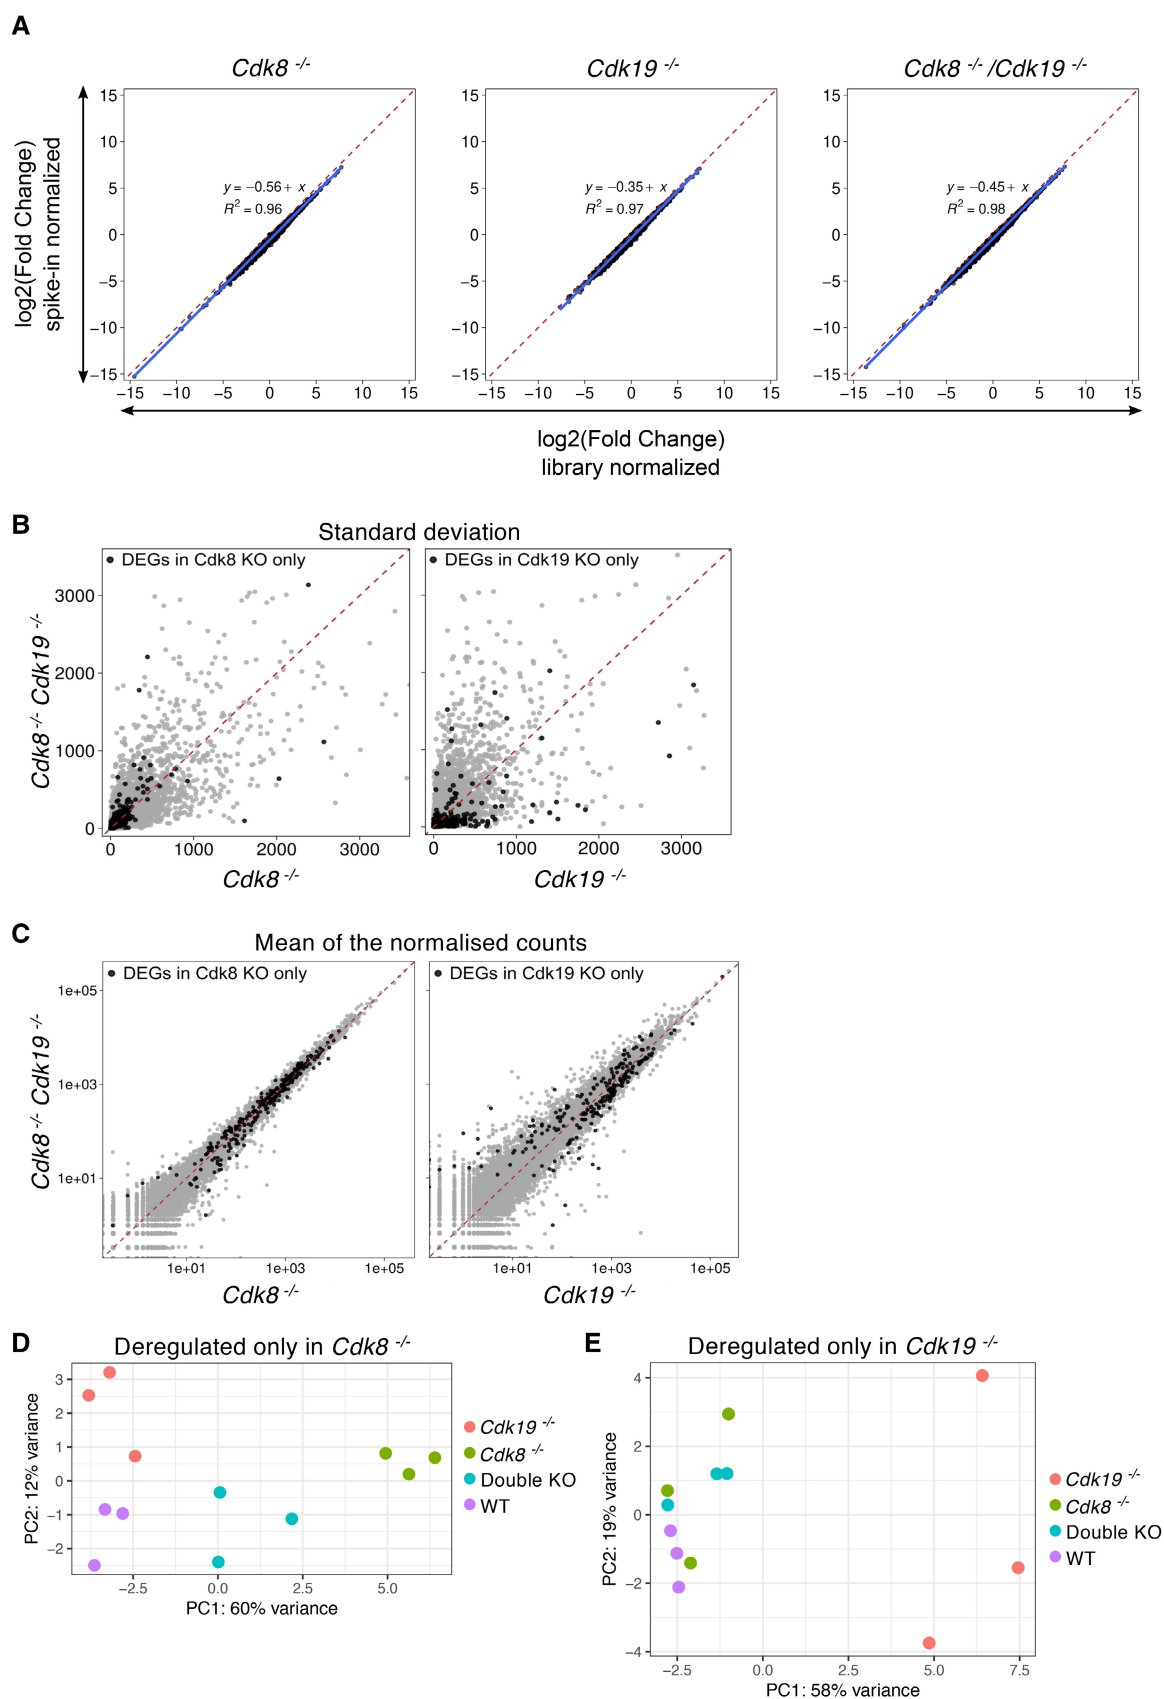

Figure EV5.

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 5 — Movie EV1

**Movie EV1.** Live-cell microscopy shows a rapid expansion of both the lumen and total organoid surface area in WT organoids after the addition of forskolin. *Cdk8^-/-^/Cdk19^-/-^* organoids do not swell after forskolin addition. Three different sizes of organoids are presented in each condition: big, (top); medium (middle) and small (bottom). Scale bar, 200 μm.

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 9 — Source Data for Expanded View and Appendix

## Appendix Figure S3

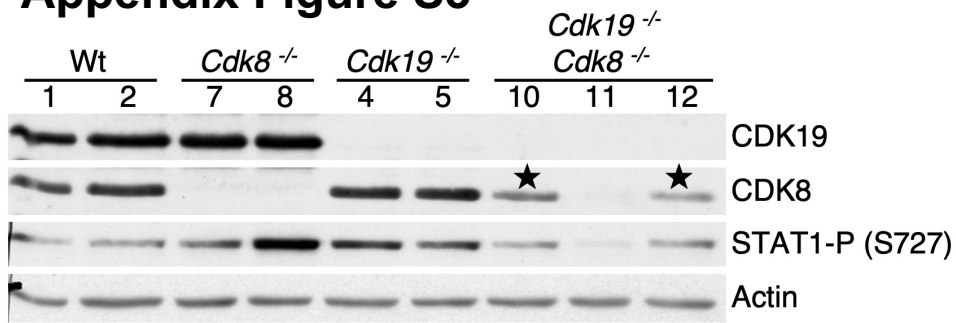

Original films for this figure

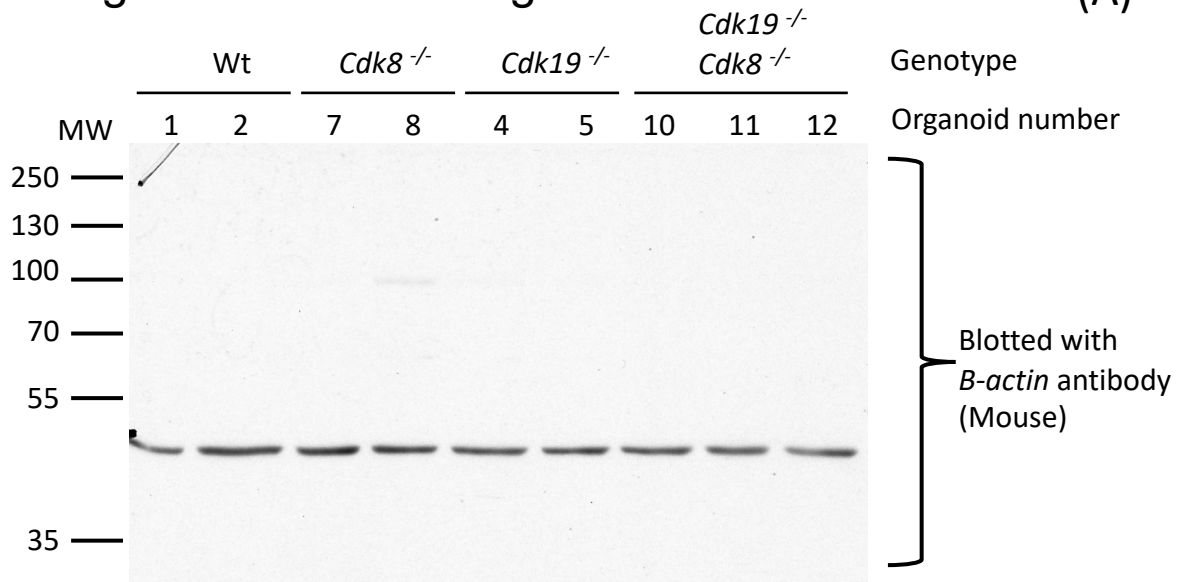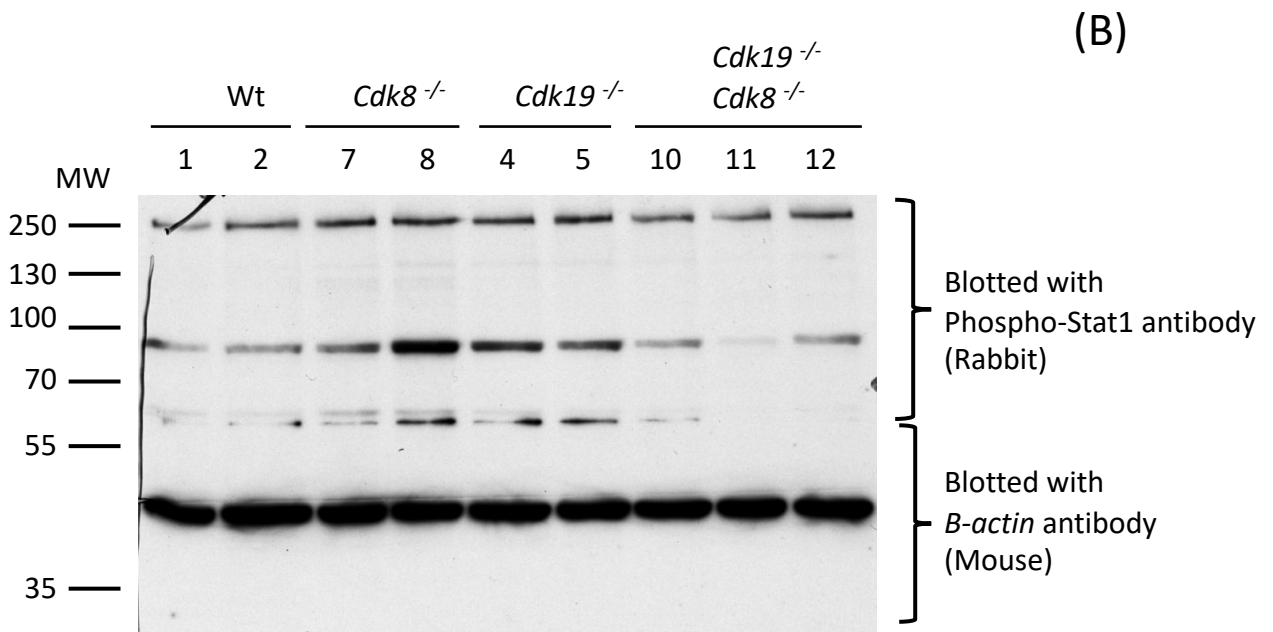

(C)

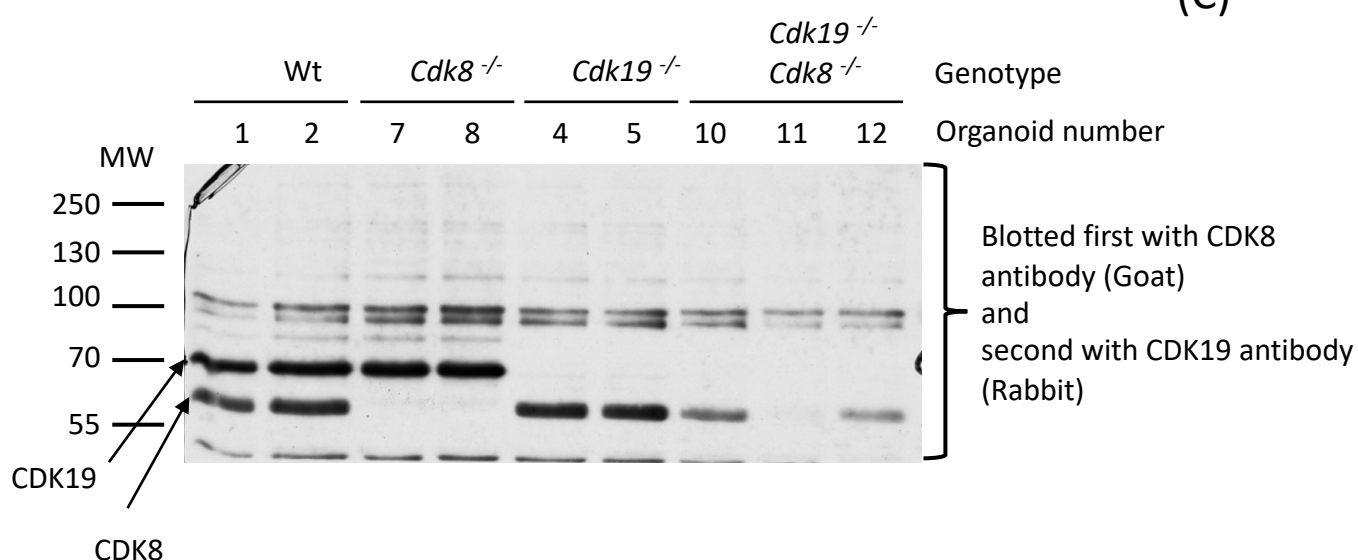

Samples presented in Appendix Figure S3 come from 2 different gels. The same volume of each sample was loaded in each gel and both gels were migrated in parallel. Proteins from each gel were transferred to 2 different membranes. Membrane (A) was first blotted with *B*-actin antibody, and secondly with phosphor-Stat1 antibody (B). The second membrane (C) containing the same samples and loaded in the same order as the first one was first blotted with CDK8 antibody (Goat) and secondly with CDK19 antibody (Rabbit). Numbers indicated on top of each membrane correspond to the organoids numbers indicated in Appendix Fig. S3.

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 9 — Source Data for Expanded View and Appendix

Figure EV2.

A

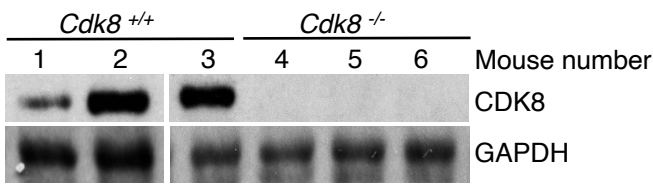

Original films for this figure

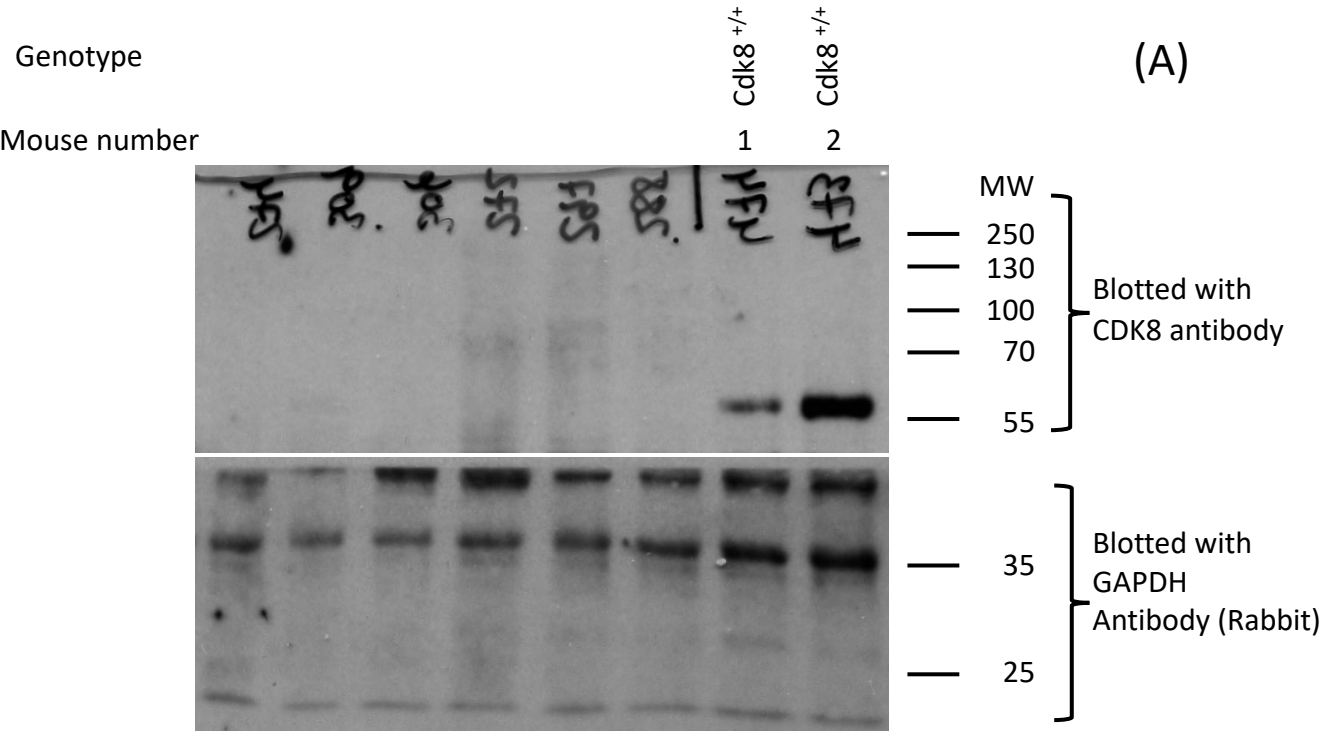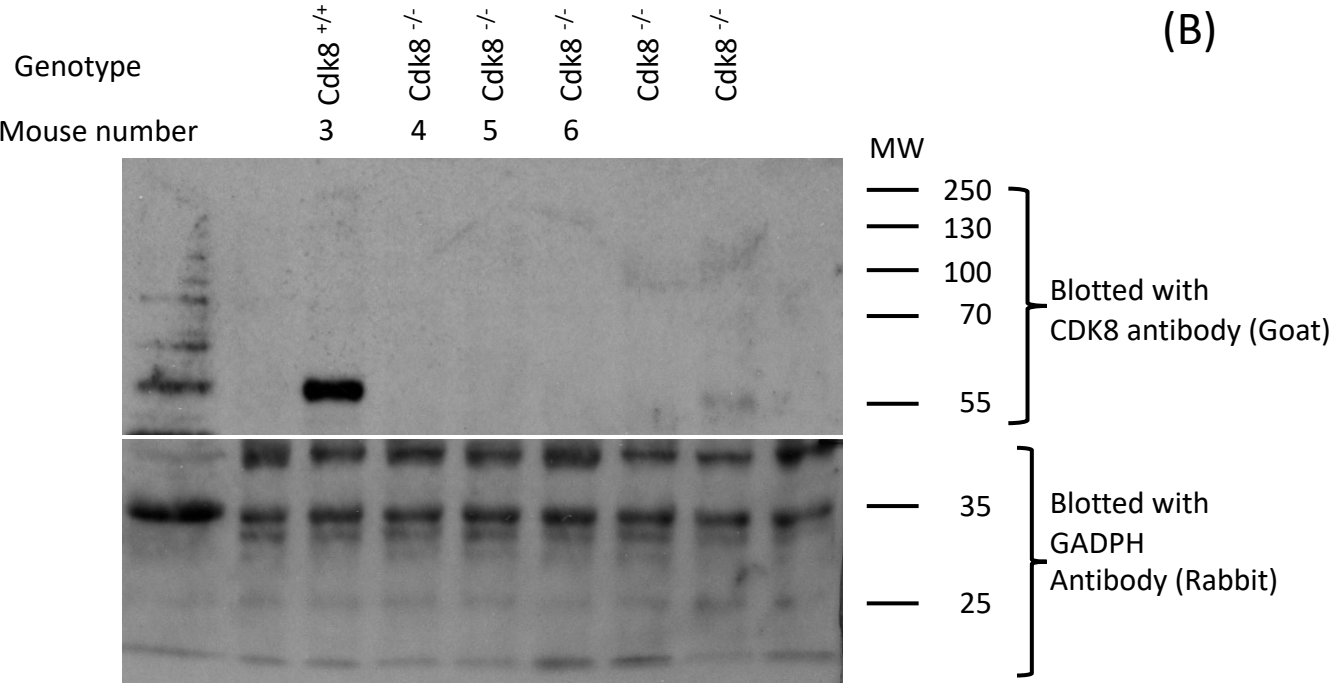

Samples presented in Figure EV2A come from 2 different membranes. A white vertical lane has been drawn between sample 2 and 3 in the final figure EV2A to indicate that samples on the left of the white lane come from one gel and samples on the right of the lane come from another gel. Each membrane was divided into 2 parts. The upper part of each membrane was blotted with CDK8 antibody and the bottom part was blotted with GADPH antibody. To create Figure EV2A samples 1 and 2 were taken from the top membrane (A) and samples 3, 4, 5 and 6 were taken from bottom membrane (B). Numbers indicated on top of each membrane correspond to the mouse numbers indicated in Fig. EV2-A.

# Supplementary material for: CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium
**Source:** EMBO Rep. 2022 Dec 22;24(2):e54261. doi: 10.15252/embr.202154261
**Supplement:** Supplementary file 10 — PDF+

# CDK8 and CDK19 act redundantly to control the CFTR pathway in the intestinal epithelium

Susana Prieto<sup>1,2</sup> , Geronimo Dubra<sup>1,2</sup> , Alain Camasses<sup>1,2</sup>, Ana Bella Aznar<sup>1,2</sup> , Christina Begon-Pescia<sup>1,†</sup> , Elisabeth Simboeck<sup>1,2,‡</sup>, Nelly Pirot<sup>4,5</sup>, François Gerbe<sup>2,3</sup>, Lucie Angevin<sup>1,2</sup>, Philippe Jay<sup>2,3</sup>, Liliana Krasinska<sup>1,2</sup> 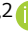 & Daniel Fisher<sup>1,2,\*</sup> ## Abstract

CDK8 and CDK19 form a conserved cyclin-dependent kinase subfamily that interacts with the essential transcription complex, Mediator, and also phosphorylates the C-terminal domain of RNA polymerase II. Cells lacking either CDK8 or CDK19 are viable and have limited transcriptional alterations, but whether the two kinases redundantly control cell proliferation and differentiation is unknown. Here, we find in mice that CDK8 is dispensable for regulation of gene expression, normal intestinal homeostasis, and efficient tumourigenesis, and is largely redundant with CDK19 in the control of gene expression. Their combined deletion in intestinal organoids reduces long-term proliferative capacity but is not lethal and allows differentiation. However, double-mutant organoids show mucus accumulation and increased secretion by goblet cells, as well as downregulation of expression of the cystic fibrosis transmembrane conductance regulator (CFTR) and functionality of the CFTR pathway. Pharmacological inhibition of CDK8/19 kinase activity in organoids and in mice recapitulates several of these phenotypes. Thus, the Mediator kinases are not essential for cell proliferation and differentiation in an adult tissue, but they cooperate to regulate specific transcriptional programmes.

**Keywords** CDK19; CDK8; CFTR; intestinal epithelium; Mediator

**Subject Categories** Chromatin; Transcription; Genomics

**DOI** 10.15252/embr.202154261 | Received 2 November 2021 | Revised 28 November 2022 | Accepted 28 November 2022 | Published online 22 December 2022

**EMBO Reports (2023) 24: e54261**

## Introduction

CDK8 was discovered as a kinase that binds cyclin C and, like CDK7-cyclin H and CDK9-cyclin T, can promote transcription by

phosphorylating the C-terminal repeat domain (CTD) of RNA polymerase II (Pol II; Rickert *et al*, 1999). CDK8 and cyclin C are exceptionally highly conserved in vertebrates, as illustrated by 97% and 98% amino acid identity over the whole sequence between *Xenopus* and human CDK8 and cyclin C, respectively. This unusual level of cross-species conservation implies critical functions in fundamental cellular processes. In complex with Med12 and Med13, CDK8-cyclin C forms the canonical cyclin-dependent kinase module (CKM) of the Mediator transcriptional co-regulator complex, a function that is conserved with the more divergent yeast homologues of CKM subunits (Jeronimo *et al*, 2016). The latter were revealed as suppressors of a CTD truncation, suggesting a transcription-repressive activity of the CKM (Liao *et al*, 1995). In vertebrates, a second member of the CDK8 subfamily, CDK19, almost identical in the kinase domain with CDK8, also binds cyclin C and interacts with Mediator, in a manner generally thought to be exclusive with CDK8 (Sato *et al*, 2004; Tsutsui *et al*, 2008; Knuesel *et al*, 2009).

Mediator is a large multi-subunit complex required for Pol II-dependent transcription in all eukaryotes (Malik & Roeder, 2010). Acute ablation of vertebrate Mediator is lethal for cells and results in a rapid downregulation of the entire transcriptome (El Khattabi *et al*, 2019). The tail subunits integrate enhancer-associated transcription factor activity into conformational changes of the head and middle complex, which controls Pol II interactions with the basal transcriptional machinery at promoters as well as phosphorylation of the CTD (Malik & Roeder, 2010). Biochemical analysis in yeast provided evidence that the CKM negatively regulates Mediator. *In vitro* experiments suggest that it hinders basal transcription by sterically blocking CTD-dependent recruitment of Pol II to Mediator middle subunits (Elmlund *et al*, 2006; Tsai *et al*, 2013); while *in vivo* data show that the CKM binds to the same promoters as core Mediator but with low stoichiometry (Andrau *et al*, 2006). This appears to be due to negative regulation of Mediator binding to upstream enhancer sequences and release of the CKM module upon Mediator-Pol II interactions (Jeronimo *et al*, 2016).

<sup>1</sup> IGMM, University of Montpellier, CNRS, Inserm, Montpellier, France

<sup>2</sup> Equipe Labellisée LIGUE 2018, Ligue Nationale Contre le Cancer, Paris, France

<sup>3</sup> IGF, University of Montpellier, CNRS, Inserm, Montpellier, France

In contrast to Mediator, the activity of the CKM is apparently non-essential in many cell types, as genes encoding CDK8, CDK19, and cyclin C are not required for survival and proliferation of most cell types in different organisms (Kuchin *et al*, 1995; Loncle *et al*, 2007; Li *et al*, 2014; Postlmayr *et al*, 2020). However, CDK8 is required for normal development. Germline ablation of *Cdk8* is lethal at the pre-implantation stage in mice (Westerling *et al*, 2007), while conditional deletion using a *Sox2* Cre driver is lethal around embryonic day 10.5 (Postlmayr *et al*, 2020). The difference in lethality stage between the two genotypes suggests that CDK8 might be essential in zygotes, prior to *Sox2* expression.

Deletions of other CKM subunits in mice have variable phenotypes. Cyclin C gene deletion is embryonic lethal at day 10.5 with severe growth defects, and its deletion in adults affects T-cell differentiation (Li *et al*, 2014), while deletion of *Med12* is lethal at late embryonic stages, preventing neural-tube closure, axis elongation, and organ morphogenesis (Rocha *et al*, 2010). Mice with a CRISPR-mediated CDK19 deletion were recently reported to be viable and generally healthy (Dannappel *et al*, 2022). An essential requirement for CKM subunits in transcriptional regulation in animals cannot, however, be completely ruled out, since differences in the lethality stage of CKM subunit deletions could be due to differential maternal mRNA contributions.

Consistent with a repressive role for the CKM in transcription, we recently reported that inhibition of CDK8 and CDK19 in human and mouse pluripotent stem cells is associated with a global overactivation of enhancers and a stabilisation of the naive state (Lynch *et al*, 2020). Similarly, in acute myeloid leukaemia, CDK8/19 bind superenhancers and their chemical inhibition further activates enhancer activity (Pelish *et al*, 2015).

CDK8 has been attributed oncogenic functions in different cancers, including Wnt-dependent colorectal cancer, melanoma, breast and prostate cancer, acute myeloid leukaemia, and B-cell leukaemia (Firestein *et al*, 2008; Morris *et al*, 2008; Kapoor *et al*, 2010; Pelish *et al*, 2015; McDermott *et al*, 2017; Nakamura *et al*, 2018; Menzl *et al*, 2019). Originally proposed to act in intestinal cancers by promoting Wnt transcription (Firestein *et al*, 2008), CDK8 is also involved in transcription dependent on Notch signalling (Li *et al*, 2014), NF $\kappa$ B (Chen *et al*, 2017), HIF1 $\alpha$  (Galbraith *et al*, 2013), the serum-response (Donner *et al*, 2010), the interferon- $\gamma$  response (Bancerek *et al*, 2013; Steinparzer *et al*, 2019), p53 (Donner *et al*, 2007), superenhancers (Pelish *et al*, 2015), histone variant incorporation into chromatin (Kapoor *et al*, 2010), in pluripotency maintenance (Adler *et al*, 2012), and the senescence-associated tumour-promoting secretory phenotype (Porter *et al*, 2012). It also restrains NK-mediated cell toxicity and tumour surveillance (Hofmann *et al*, 2020). CDK8 is thought to act either by directly phosphorylating transcription factors, such as Notch1 (Li *et al*, 2014) or STAT1 (Bancerek *et al*, 2013), or by being co-recruited to promoters via specific transcription factors, where it phosphorylates Pol II CTD (Galbraith *et al*, 2013; Chen *et al*, 2017; Steinparzer *et al*, 2019). Yet genetic confirmation of requirements for CDK8 in cancers *in vivo* has been lacking. Conditional knockout of *Cdk8* in the intestinal epithelium using the constitutive Villin-Cre driver (expressed from embryonic day 12.5 onwards) did not hinder intestinal tumour development in *Apc* mutant mice; rather, it appeared to enhance tumorigenesis, and knockouts were reported to have lost the Polycomb group 2-mediated repressive histone mark, H3 lysine-27

trimethylation, thus upregulating oncogenic transcription (McClelland *et al*, 2015). However, differentiation in the intestinal epithelium of *Cdk8* knockouts was not assessed nor were effects on gene expression *in vivo*, and the role of CDK8 in restraining intestinal carcinogenesis has not been confirmed using inducible Cre drivers nor other means of tumour induction.

In contrast to CDK8, almost nothing is known about CDK19 roles in cancer, and whether it compensates for loss of CDK8 remains unknown. *In vitro* inhibition or knockdown experiments have suggested that CDK8 and CDK19 control different sets of target genes (Tsutsui *et al*, 2008; Galbraith *et al*, 2013; Poss *et al*, 2016). By genetic ablation in mice liver cells, we recently found that CDK8 and CDK19 are both required for hepatic carcinogenesis, and highlighted genetic interaction with p53 as critical for their roles in tumorigenesis (preprint: Bacevic *et al*, 2019).

A number of potent CDK8 pharmacological inhibitors have been developed (Porter *et al*, 2012; Dale *et al*, 2015; Pelish *et al*, 2015; Bergeron *et al*, 2016; Koehler *et al*, 2016; Schiemann *et al*, 2016; Hofmann *et al*, 2020), which are expected to also target CDK19. Anti-cancer activity of CDK8/19 inhibitors has been somewhat limited, and it has been reported that there may be only a small therapeutic window, due to systemic toxicity. However, debate about whether CDK8/19 inhibitor toxicity is on-target, *i.e.* due to inhibition of CDK8 and CDK19 (Clarke *et al*, 2016), or off-target, due to inhibition of other kinases (Chen *et al*, 2019), continues. Furthermore, at least some CDK8/19-mediated phenotypes appear to be kinase-independent (Audetat *et al*, 2017; Menzl *et al*, 2019; Steinparzer *et al*, 2019).

Thus, despite their established roles as regulators of Mediator, and considerable interest in their therapeutic targeting in cancer, we do not yet fully understand the redundant and specific roles of CDK8 and CDK19. We therefore used gene targeting in mice to address these questions, and determine whether their combined deletion is lethal. We confirm that knockout of the *Cdk8* gene in the intestinal epithelium has little or no effect on cell proliferation or differentiation. Furthermore, double deletion of *Cdk8* and *Cdk19* is compatible with cell proliferation in intestinal organoids. However, the double knockout reveals redundant functions in long-term control of cell proliferation and gene expression programmes. We uncover an unexpected requirement for these kinases in control of the CFTR pathway, a key player in cystic fibrosis, and show that CDK8/19 inhibition can modulate mucus production in organoids and *in vivo*.

## Results

To evaluate the possible requirements for CDK8 for cell proliferation and survival in adult vertebrates, we designed and generated a conditional knockout allele of *Cdk8* in the mouse by Lox/Cre targeting exon 2 (Fig EV1A and B). This removes the critical catalytic lysine-52 and results in a frameshift that truncates over 90% of the protein. A similar conditional *Cdk8* allele was independently generated (McClelland *et al*, 2015). We studied the requirement for CDK8 in the adult mouse intestine since this is one of the most highly proliferative tissues in adults. We crossed *Cdk8<sup>lox/lox</sup>* mice to mice expressing a tamoxifen-inducible Cre under the control of the Villin promoter (el Marjou *et al*, 2004), and verified efficient deletion of *Cdk8* in the intestinal epithelium by genotyping and Western

blotting (Figs EV1C and EV2A). The deletion was maintained after 2 months, showing that there is no counter-selection for non-recombined intestinal crypts (Fig EV2A). Mice lacking CDK8 were healthy and did not present any phenotypes in the intestine; there was no difference in the number of proliferating cells nor in cell cycle distribution as assessed by the number of BrdU positive cells after a two-hour pulse (Figs 1A and B, and EV2B). The number of stem cells, goblet cells, tuft cells, and Paneth cells was similar to wild-type mice, indicating that differentiation programmes were not affected (Figs 1B and EV2B). We performed RNA sequencing from the intestinal epithelium of wild-type and knockout mice, but, due to biological variability between animals and the limited number of replicates, could identify only 31 genes with statistically significant expression alterations (Table EV1). This nevertheless suggests that effects of CDK8 loss on gene expression may be somewhat restricted.

CDK8, like CDK7, can phosphorylate Pol II CTD (Rickert et al, 1999). Since cyclin C deletion in mice abolishes CDK8 activity yet does not affect Pol II CTD phosphorylation (Li et al, 2014), while CTD S5 phosphorylation is normal in a non-proliferative tissue (liver) of *Cdk7* knockout mice (Ganuza et al, 2012), we asked whether CDK7 and CDK8 can compensate for each other. We crossed single floxed *Cdk7* and *Cdk8* mice to generate *Cdk7<sup>lox/lox</sup>; Cdk8<sup>lox/lox</sup>* mice, with Cre-expressed under control of a ubiquitous promoter (*Rpb1*). While complete CDK8 loss occurred in both intestine and liver, CDK7 loss was incomplete in both tissues (Fig EV3A and B). In the intestine, this incomplete deletion was expected since CDK7 is required for cell proliferation; thus, rare non-recombined crypts repopulate the epithelium (Ganuza et al, 2012). The strong reduction of CDK7 combined with ablation of CDK8 only led to a slight reduction in phosphorylation of Pol II CTD S5, while S2 and S7 phosphorylation were normal (Fig EV3A and B). These results do not indicate a critical role for CDK8 in this phosphorylation *in vivo*, and show that a low level of CDK7 is sufficient for Pol II CTD-phosphorylation. Furthermore, they highlight the difficulty of studying essential processes by combined gene deletions *in vivo*, since mosaicism provides a deletion bypass mechanism.

CDK8 was described as an oncogene in colorectal cancer where it promotes beta-catenin-dependent transcription (Firestein et al, 2008; Morris et al, 2008), suggesting that its deletion should inhibit intestinal tumorigenesis. Yet one study reported that constitutive *Cdk8* deletion in the intestine rather promotes tumorigenesis induced by *Apc<sup>min</sup>* mutation (McClelland et al, 2015). To further investigate roles of CDK8 in intestinal tumorigenesis, we used a colitis-associated chemical model of intestinal tumorigenesis (azoxymethane-dextran sodium sulphate, AOM-DSS), combined with acute deletion of *Cdk8*. We thus treated adult control mice or mice lacking *Cdk8* with AOM-DSS, and sacrificed them 2 months after the first DSS treatment (Appendix Fig S1A). We observed no effect of *Cdk8* deletion on colitis-induced weight loss (Appendix Fig S1B) and no counter-selection for *Cdk8* deletion in the tumours (Appendix Fig S1C and D). There was no difference in number or area of tumours between WT and knockout animals (Fig 1C–E). We next tested whether CDK8 loss affects acute activation of the Wnt pathway, by concomitant homozygous deletion of the *Adenomatous polyposis coli* (*Apc*) tumour suppressor gene. Both *Apc<sup>-/-</sup>; Cdk8<sup>+/+</sup>* and *Apc<sup>-/-</sup>; Cdk8<sup>-/-</sup>* mice showed rapid morbidity necessitating sacrifice 5 days after tamoxifen treatment, and hyperplastic intestinal epithelium. There

was no difference in number of Ki-67-positive cells in the intestinal epithelium lacking both *Cdk8* and *Apc* when compared to mutant *Apc* alone, indicating similar cell proliferation (Fig EV4A–D). Taken together, our data do not support a major role for CDK8 in controlling intestinal tumorigenesis in the mouse.

The lack of striking phenotypes of *Cdk8* deletion in the adult intestine, along with the almost complete conservation of the kinase domain between CDK8 and CDK19 and across vertebrate species (Appendix Fig S2A), suggested that if CDK8 has essential functions, CDK19 might be able to compensate for its loss. We therefore sought to generate a conditional double knockout. Since CDK8 and CDK19 are the only two kinases known to regulate the essential Mediator complex, we suspected that double *Cdk8/Cdk19* knockout in adult mice might be lethal. We therefore undertook a conditional deletion using intestinal organoids, which recapitulate many features of intestinal development, morphology and physiology while facilitating genetic manipulation *in vitro* (Clevers, 2016). We thus generated intestinal organoids from WT and *Cdk8<sup>lox/lox</sup>; Vill::Cre<sup>ERT2/+</sup>* mice and disrupted *Cdk19* by CRISPR-Cas9-directed gene targeting (Appendix Fig S2B), using retroviral transduction of Cas9 and a synthetic guide RNA-expressing plasmid. *Cdk8* removal was efficient after 7 days of OH-tamoxifen treatment (Fig 2A and B). Cyclin C was lost specifically in double knockout organoids (Fig 2B) and this correlated with a loss of STAT1 phosphorylated on S727, a previously described CDK8 substrate (Bancerek et al, 2013), confirming redundancy of the two kinases. Growth appeared somewhat slower only in double knockout organoids (Fig 2C and D), with a corresponding larger fraction of non-proliferating cells, as demonstrated by loss of Ki-67 staining (Fig 2E and F). Consistent with slower growth, *Cdk8* deletion was counter-selected in the population of organoids with additional *Cdk19* knockout, as long-term culture resulted in reappearance of CDK8 in two out of three double knockout organoid populations, presumably due to expansion of a minor unrecombined population (Appendix Fig S3). Like double knockout of *Cdk8* and *Cdk19*, pharmacological inhibition of both CDK8 and CDK19 using Senexin B (Porter et al, 2012) also slowed, but did not abolish, growth of organoids (Fig 2G).

To determine effects of loss of the Mediator kinases on gene expression, we performed RNA-sequencing analysis of stable populations of single and double *Cdk8/Cdk19* knockout organoids. We performed spike-ins with ERCC RNA standards in proportion to genomic DNA content of each sample in case loss of Mediator kinases had global effects on total RNA or mRNA levels. This was not the case since changes were comparable whether samples were library normalised or spike-in normalised (Fig EV5A). CDK8 loss had a stronger effect (716 genes upregulated, 575 downregulated) than CDK19 loss (158 up, 151 down), while double knockout organoids (1,819 up, 1,363 down; Fig 3A and B; Dataset EV1) revealed functional redundancy between CDK8 and CDK19 in regulating gene expression. However, most expression alterations were minor, with only 830 genes deregulated by a factor of two or more. This is consistent with previous studies, none of which have shown sweeping changes in the transcriptome upon downregulation or inhibition of CDK8 or CDK19, but rather, alteration of a limited number of specific gene sets, including super-enhancer associated genes (Galbraith et al, 2013; Pelish et al, 2015; Clarke et al, 2016; Poss et al, 2016; El Khattabi et al, 2019; Steinparzer et al, 2019). In terms of genes controlling cell proliferation, cyclin A (*Ccna2*), cyclin B (*Ccnb2*) and

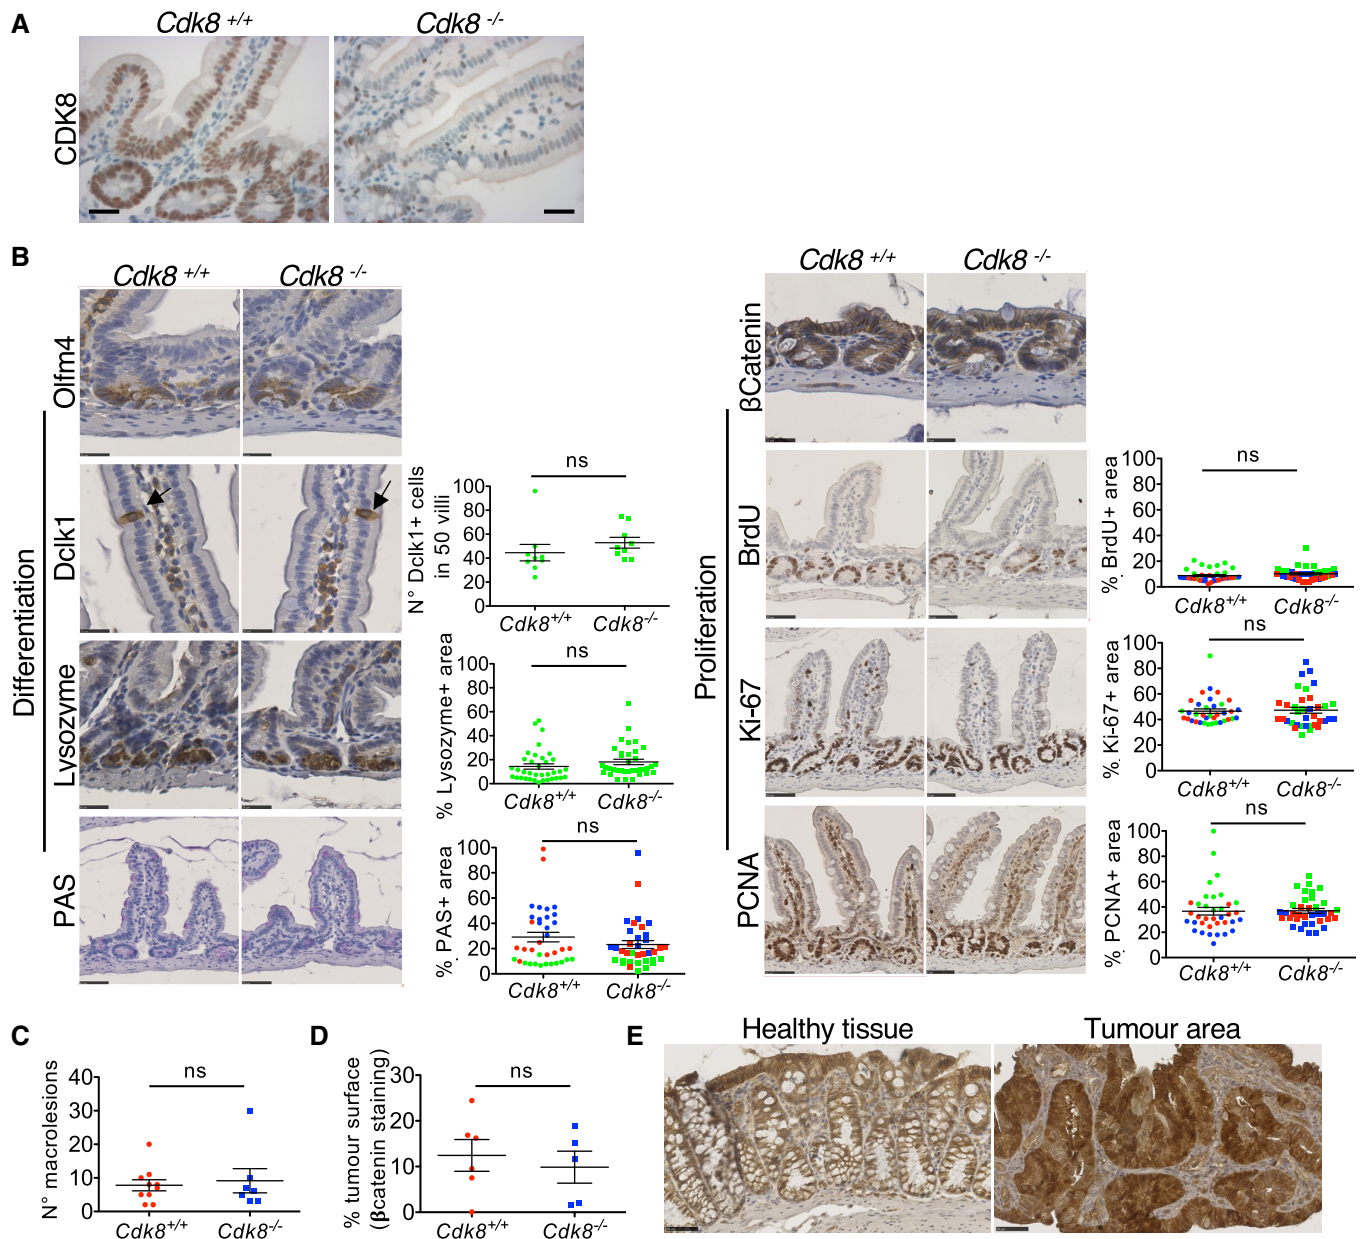

**Figure 1. CDK8 knockout does not affect adult mouse intestine homeostasis nor chemically-induced carcinogenesis.**

- A** Immunohistochemical staining of CDK8 in mouse small intestines collected two months after tamoxifen treatment. *Cdk8*<sup>+/+</sup> depict mice with floxed *Cdk8* alleles. Ten mice were used for the experiment (five males and five females). Scale bar, 25  $\mu$ m.
- B** Analysis of cell differentiation (left) and proliferation (right) in the intestine after CDK8 deletion as in (A). Olfm4, Lysozyme, PAS, and Dcl1 staining were used to reveal, respectively, stem, Paneth, goblet, and tuft cells.  $\beta$ -Catenin staining allows detection of cancer cells (cytoplasmic vs nuclear localisation). Cell proliferation was assessed by PCNA, Ki-67, and BrdU (2 h pulse) staining. Scatter plots represent the percentage of the area stained by each antibody (relative to the area occupied by haematoxylin). For Paneth cells, BrdU, PCNA, and Ki67, only crypts were analysed. For goblet cells, crypts and villi were analysed. For Tuft cell quantification, Dcl1-positive cells were counted in 50 villi. Colour code depicts small intestine (green), proximal colon (blue), and distant colon (red). Mean  $\pm$  SEM is shown. *P*-value of unpaired two-tailed *t*-test is indicated (ns, not significant; *P* > 0.05). Scale bars, 25  $\mu$ m (Olfm4, Lysozyme, Dcl1, and  $\beta$ -Catenin) and 50  $\mu$ m (PAS, BrdU, Ki-67 and PCNA; *n* = 9 biological replicates).
- C** Analysis of mouse colon after AOM/DSS treatment. Quantification of the number of neoplastic lesions (*n* = 10 for *Cdk8*<sup>+/+</sup>, and *n* = 7 for *Cdk8*<sup>-/-</sup> mice). *P*-value of unpaired *t*-test is indicated: ns, not significant (*P* > 0.05). Mean  $\pm$  SD is shown.
- D** Quantification of the percentage of the colon surface occupied by tumours. Intestine samples were stained for  $\beta$ -Catenin, and tumour regions with nuclear  $\beta$ -Catenin localisation were quantified using NDP.view software. Two-tailed *P*-value of unpaired *t*-test is indicated; ns, not significant (*P* > 0.05). Mean  $\pm$  SD is shown (*n* = 6 biological replicates).
- E** Example of IHC with  $\beta$ -Catenin staining of tumour-free regions with membrane  $\beta$ -catenin localisation (left) and tumour regions with nuclear  $\beta$ -catenin localisation (right). Scale bars, 50  $\mu$ m.

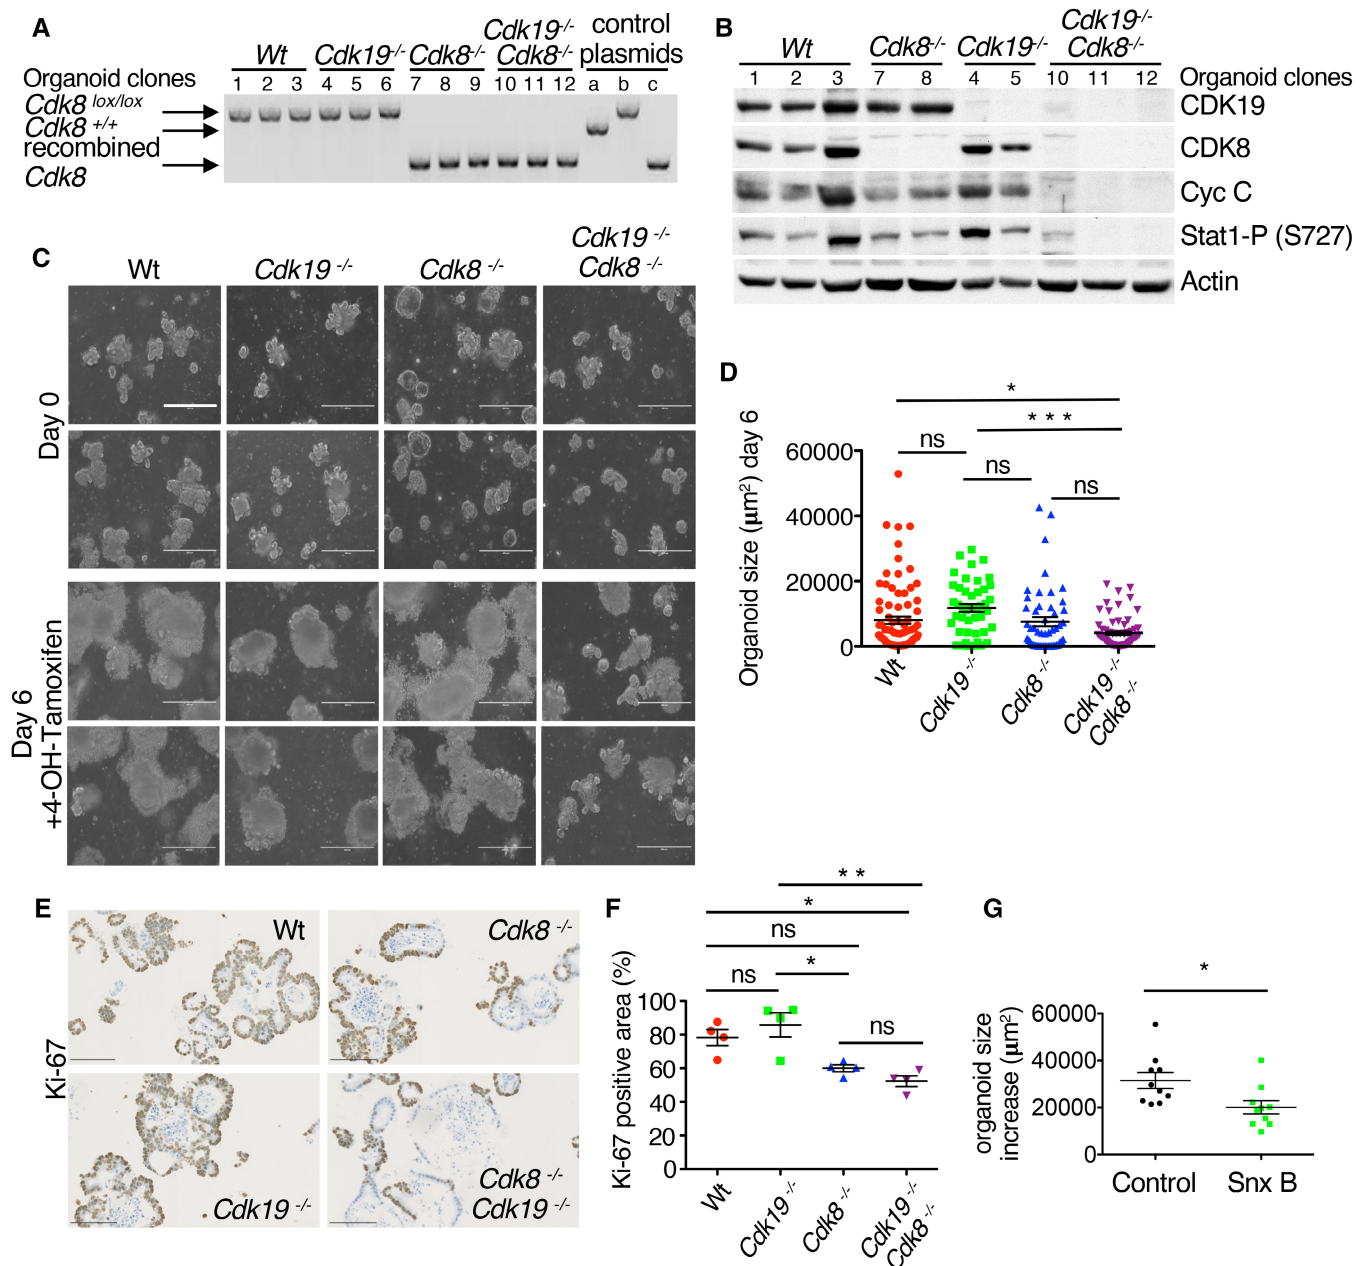

**Figure 2. Double CDK8/CDK19 knockout intestinal organoids show decreased cell proliferation.**

- A Genotyping confirms the loss of *Cdk8* exon 2 in *Cdk8<sup>-/-</sup>* and *Cdk8<sup>-/-</sup>/Cdk19<sup>-/-</sup>* organoids after 7 days of OH-tamoxifen treatment. Control plasmids (a, b, and c) are described in Fig EV1C.
- B WB of organoid samples after 7 days of OH-tamoxifen treatment;  $\beta$ -actin was used as loading control.
- C Phase contrast images of organoids before and after 6 days of OH-tamoxifen treatment. Scale bars, 150  $\mu$ m.
- D Quantification of organoid size at day 6, shown in (C); mean  $\pm$  SEM are shown.  $P$ -value, one-way ANOVA (Bonferroni test): (\*)  $P \leq 0.05$ , (\*\*\*)  $P \leq 0.001$ ; ns, not significant ( $P > 0.05$ ;  $n = 47$  biological replicates).
- E IHC staining of organoids (day 7 of OH-tamoxifen treatment) with Ki-67 antibody. Scale bars, 100  $\mu$ m.
- F Quantification of Ki-67 positive area (% of the total area of the organoids; mean  $\pm$  SEM) in the four different genotypes presented in (E). Areas with positive Ki-67 signal were detected and quantified using QuPath and ImageJ programs. Four technical replicates from two biological replicates of each genotype were analysed. Adjusted  $P$ -values of ordinary one-way ANOVA (Bonferroni test) are indicated: (\*\*)  $P$ -values  $\leq 0.01$ ; (\*)  $P$ -values  $\leq 0.05$ ; ns, not significant ( $P > 0.05$ ).
- G Quantification of the increase in size over 9 days of control and Senxin B-treated (10  $\mu$ M) organoids ( $n = 10$  biological replicates, mean  $\pm$  SEM are shown).  $P$ -value of unpaired two-tailed  $t$ -test is indicated: (\*)  $P \leq 0.05$ .

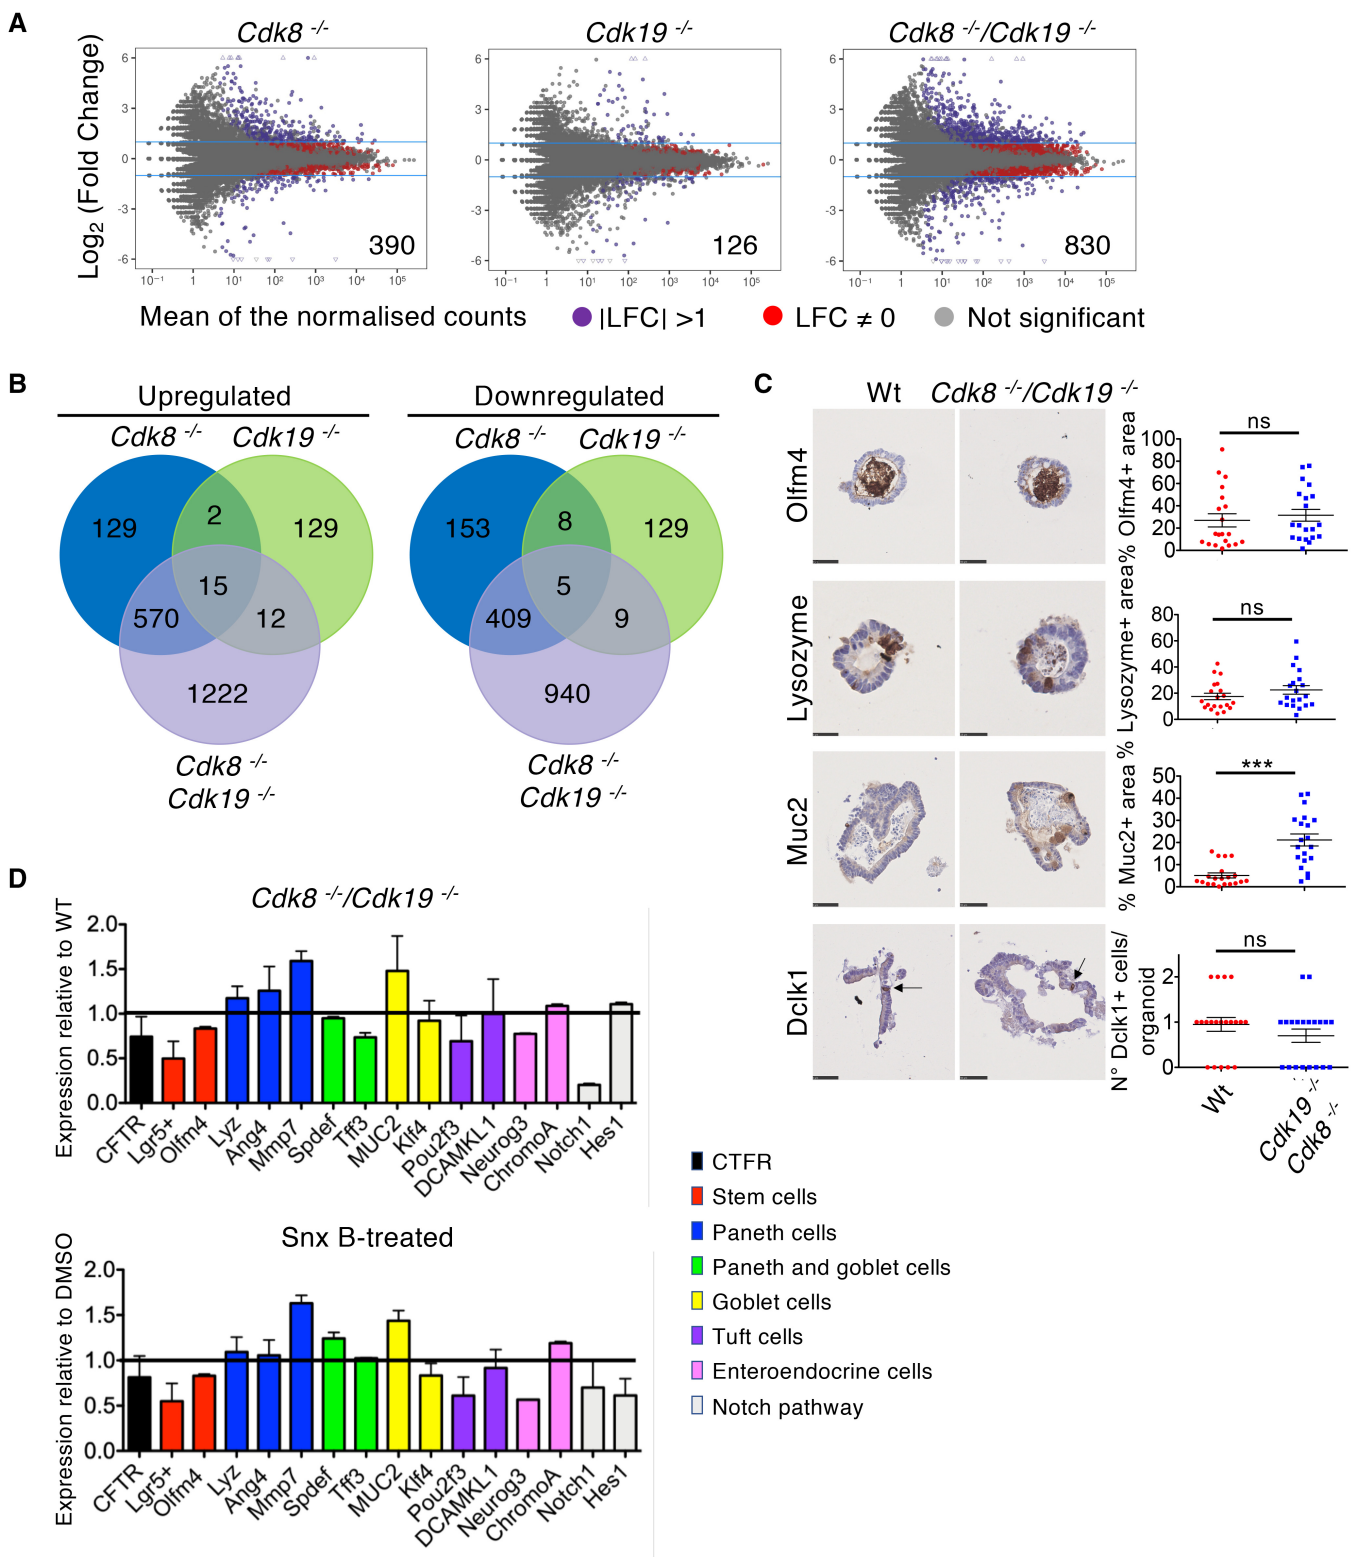

Figure 3.

cyclin E (*Ccne2*) were slightly downregulated in double knockouts, but this is likely to be a consequence rather than a cause of reduced cell proliferation. CDK8 has previously been found to regulate the

p53 and c-Myc pathways (Donner *et al*, 2007; Adler *et al*, 2012), but intestinal cells lacking both kinases showed only a slight (though significant) downregulation of c-Myc, while p53 was not affected. In

**Figure 3. CDK8 and CDK19 show functional redundancy in regulation of gene expression, while their knockout does not perturb differentiation in intestinal organoids.**

- A Dot plot analysis of differentially expressed genes (DEGs). Red dots: DEGs with  $P$ -value  $\leq 0.05$ ; purple dots:  $\log_2$  fold change (LFC)  $> 1$  or  $< -1$ ,  $P$ -value  $\leq 0.05$ ; grey dots: not significant. Numbers inside plots indicate the number of genes deregulated more than 2-fold. Three biological replicates of each genotype were used for this analysis.
- B Venn diagrams indicating intersection of genes with altered expression in the indicated genotypes.
- C Left, IHC staining of WT and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids with Olfm4 (stem cells), Lysozyme (Paneth cells), Muc2 (goblet cells), and Dclk1 (tuft cells) antibodies. Scale bars, 50  $\mu$ m (Olfm4, Muc2, Dclk1) and 25  $\mu$ m (Lysozyme). Right, quantification of Olfm4, Lysozyme and Muc2 positive area (% of the total organoid area as indicated by haematoxylin staining; mean  $\pm$  SEM), or the number of Dclk1 positive cells per organoid.  $P$ -value, unpaired two-tailed  $t$ -test: (\*\*\*)  $P$ -value  $\leq 0.001$ ; ns, not significant ( $P > 0.05$ ). Twenty different organoids from two biological replicates of each genotype were used for the analysis.
- D qRT-PCR analysis of indicated mRNA levels in Wt and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> (top) or Senexin B-treated (10  $\mu$ M, for 24 h; bottom) organoids, relative to WT or vehicle (DMSO)-treated organoids, respectively, showing mean  $\pm$  SEM. Three technical replicates were used for this analysis.

contrast, cyclin G1, a positive mediator of p53 responses and RB functions with a role in cell cycle arrest (Zhao *et al*, 2003), and p21 (*Cdkn1A*), a p53 target that inhibits cyclin-dependent kinases to induce cell cycle arrest, were more strongly upregulated in the double knockout organoids. Interestingly, while most genes significantly deregulated in single *Cdk8* knockouts were also deregulated in double knockout, 282 out of 1,291 (22%) were only identified as deregulated in the single *Cdk8* knockout. This was not due to bias in variance or low read counts (Fig EV5B and C). Further analysis showed that in double knockouts, the read counts for these genes always showed the same trend as in single *Cdk8* knockouts and they were approximately halfway between the single *Cdk8* knockout and WT or *Cdk19* knockout organoids (Fig EV5D and E). In contrast, most genes (258 of 309, 83%) identified as deregulated only in *Cdk19* knockouts were indeed not deregulated in *Cdk8* knockouts or double knockouts. Furthermore, of these genes, double knockouts generally had similar expression levels to WT or *Cdk8* knockout (Fig EV5D and E). Taken together, we conclude that CDK8 and CDK19 co-regulate the majority of their target genes, but a subset of genes appears to be controlled in an opposite manner by these kinases, with CDK8 being dominant over CDK19.

We assessed whether the changes in gene expression upon combined loss of CDK8 and CDK19 might be accompanied by changes in differentiation. We first performed IHC analyses on particular marker genes for different cell types in WT and double *Cdk8/19* knockout organoids. Muc2 staining (goblet cells) was strikingly elevated in knockouts, while staining for proteins specific for stem cells (the luminally secreted Olfm4), Paneth cells (lysozyme), and tuft cells (Dclk1) was not altered (Fig 3C), indicating that differentiation into all cell types analysed occurs. We next correlated global gene expression changes of double-knockout organoids with mouse single cell RNA-seq data that identify different intestinal cell types (Haber *et al*, 2017). Most of the signature genes for each cell type were not significantly deregulated in organoids lacking CDK8 and CDK19 (Appendix Fig S4), also suggesting that differentiation is robust in the absence of Mediator kinases. Nevertheless, a subset (227 out of 459) of enterocyte-signature genes were significantly affected, most of which (219 out of 227) were upregulated, while a smaller proportion (43 out of 122) of stem cell signature genes were identified, most of them being downregulated (32 of 43). To investigate this further, we quantified expression of genes characteristic for different intestinal cell-types by qRT-PCR on WT and double-knockout organoids, and organoids treated with Senexin B to inhibit both kinases. We also analysed Notch1 and one of its key targets, Hes1, since Notch signalling inhibition causes reduced stem cell

proliferation and increased secretory cell type differentiation in the mouse intestine (VanDussen *et al*, 2012). This analysis showed that there was no systematic increase or decrease of all markers of any particular lineage, and no changes for any gene of more than about two-fold (with the exception of Notch1). There were, nevertheless, slight but reproducible changes, for example, a decrease in expression of the stem cell marker *Lgr5* and an increase of the goblet cell marker *Muc2* (Fig 3D). Importantly, these changes were similar between organoids deleted for *Cdk8/19* and WT organoids treated with the CDK8/19 inhibitor Senexin B (Fig 3D). Since these data were derived from total epithelial RNA, it is possible that larger changes might occur in specific cell sub-types. Taken together, our results show that differentiation into all cell types occurs in the absence of Mediator kinases, but do not rule out minor changes in differentiation or stem cell numbers.

Geneset Enrichment Analysis (GSEA) in double-knockout organoids unexpectedly revealed a striking alteration of genes also modulated in intestinal knockouts of the cystic fibrosis transmembrane conductance regulator, CFTR (Fig 4A), with 98% of intestinal genes deregulated in *Cftr* knockout also deregulated in *Cdk8/19* knockout. Most genes upregulated in the intestine in *Cftr* knockout (70% in the ileum and 86% in the duodenum) were similarly upregulated in *Cdk8/19* knockout, with 22–25% of downregulated genes similarly diminished (Fig 4B, Dataset EV2). Specifically, in *Cdk8/19* knockout, expression of genes involved in mucus production, *Muc2*, *Muc3*, *Muc13*, *Nlrp6*, *Agr2*, *Gcnt4*, *Tff1*, were upregulated, while *Cftr* was reduced. We validated changes of selected genes by qRT-PCR in organoids of all genotypes (Fig 4C). The loss of *Cftr* mRNA was more pronounced at the protein level, since CFTR protein was lost in double mutant organoids (Fig 4D). To see if similar changes occur upon inhibiting CDK8/19 kinase activity, we performed RNA-seq analysis of WT organoids compared with WT organoids treated with Senexin B for 16 h or 24 h. 1,505 genes were identified as deregulated after 16 h of CDK8/19 inhibition, 189 of which by a factor of two or more, compared to 4,268 genes after 24 h (486 changes more than two-fold; Fig 4E, Dataset EV3). Since longer Senexin B treatments might have indirect effects, we performed GSEA on genes with altered expression in 16-h samples. This showed a strong overlap with genes deregulated in knockout of *Cftr* as well as with genes downregulated in the human colorectal cancer cell line HCT-116 upon treatment with a different CDK8/19 inhibitor, cortistatin A (Fig 4F).

Cystic fibrosis is a disease of mucosal epithelia which also affects the intestine, and is characterised by excessive mucus accumulation and frequent inflammation (Ehre *et al*, 2014). We thus wanted to

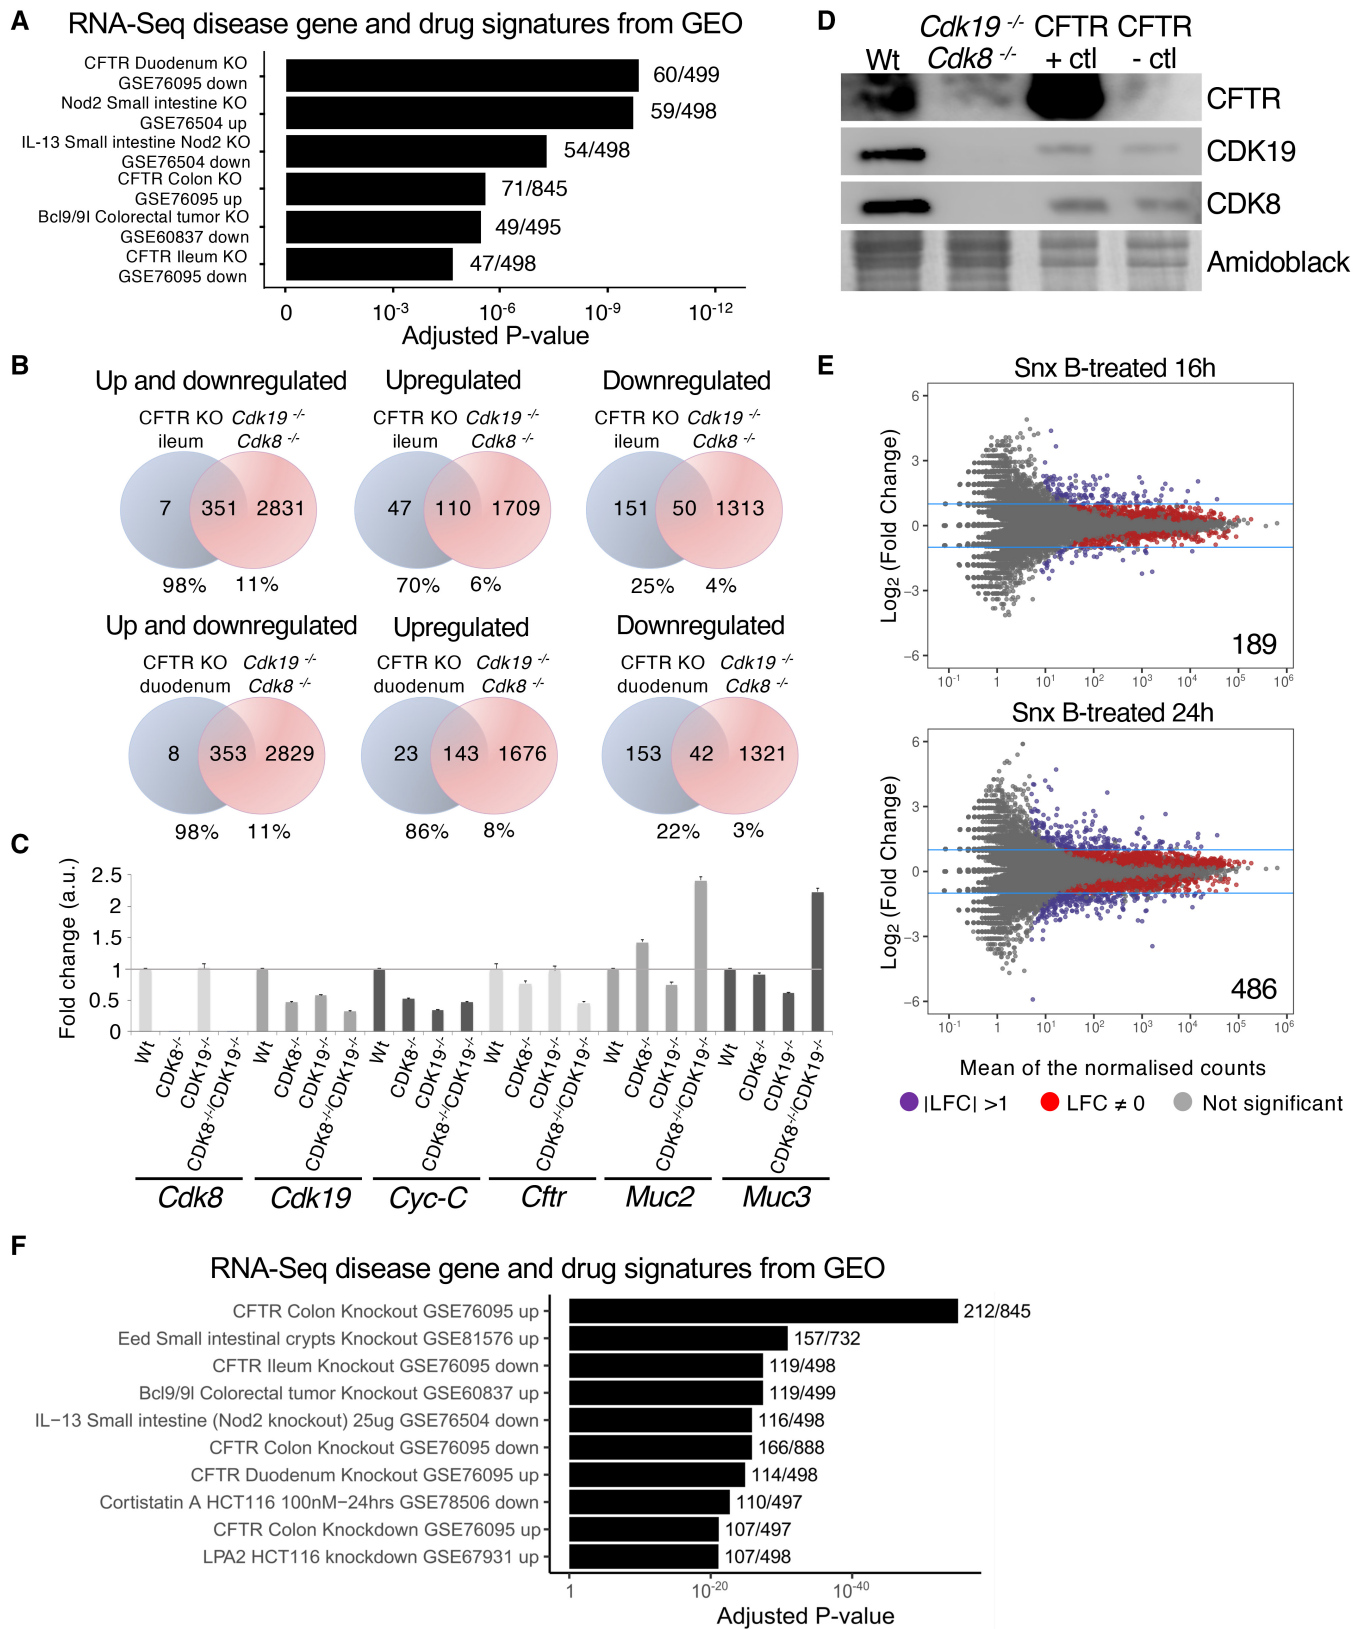

Figure 4.

**Figure 4. CDK8 and CDK19 regulate the CFTR pathway in the small intestine.**

- A Gene set enrichment analysis (using Enrichr database) of highly deregulated genes in *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids. Manually curated signatures extracted from RNA-seq studies in GEO where gene expression was measured before and after drug treatment, gene perturbation or disease.
- B Venn diagrams indicating intersection of genes with altered expression in the *Cftr* mouse knockout small intestine (ileum, top, and duodenum, bottom) and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids. Numbers below give the percentage of each gene set in the intersection.
- C qRT-PCR analysis of indicated mRNA levels in Wt, *Cdk8*<sup>-/-</sup>, *Cdk19*<sup>-/-</sup> and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids, showing mean ± SEM. Three technical replicates were used for the analysis.
- D WB of indicated proteins extracted from Wt and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids. Included are CFTR positive and negative control cell line samples obtained from the Cystic Fibrosis Foundation (CFF). Amidoblack was used as loading control.
- E Dot plot analysis of differentially expressed genes (DEGs) in Senexin B (Snx B)-treated (10 μM; for 16 h, top, and 24 h, bottom) organoids. Red dots: DEGs with *P*-value ≤ 0.05; purple dots: log<sub>2</sub> fold change (LFC) > 1 or < -1, *P*-value ≤ 0.05; grey dots: not significant, NS. Numbers inside plots indicate the number of genes deregulated more than 2-fold.
- F Gene set enrichment analysis (using Enrichr database) of highly deregulated genes in Senexin B-treated (16 h) organoids. The signatures were extracted from RNA-seq studies in GEO where gene expression was measured before and after drug treatment, gene perturbation or disease, and an additional step of manual curation was performed to select those related to the intestine.

see whether the transcriptome alterations in mutant intestinal organoids translate into a cystic fibrosis (CF)-like phenotype. Staining mucin polysaccharides by periodic acid-Schiff (PAS) showed intense mucus accumulation in goblet cells specifically in *Cdk8*<sup>-/-</sup> *Cdk19*<sup>-/-</sup> organoids (Fig 5A and B). Time-lapse video microscopy confirmed accelerated mucus release from double-mutant organoids (Fig 5C and D). Functionality of CFTR can be tested in intestinal organoids using forskolin, an adenylate cyclase activator that, if CFTR is functional, induces luminal fluid secretion and organoid swelling (Dekkers *et al*, 2013). We found that forskolin-induced swelling (FIS) occurs in wild-type but not double-mutant organoids (Fig 5E and F; Movie EV1), indicating that CFTR downregulation upon loss of CDK8 and CDK19 is accompanied by a *Cftr* mutant phenotype.

These results from genetically modified organoids implicate CDK8 and CDK19 as functionally redundant regulators of the CFTR pathway in the small intestine. Since similar transcriptional changes occur upon CDK8/19 inhibition, we investigated whether Senexin B treatment would also affect forskolin-induced swelling. We thus treated wild-type organoids with Senexin B, for 1 h or 24 h before adding forskolin. We reasoned that if effects of CDK8/19 inhibition depend on transcriptional changes, they might take 24 h to become detectable, whereas if they depend only on post-transcriptional regulation, they might be seen after 1 h. Figure 5F shows that there is a dose-dependent reduction of swelling after 24 h, but not 1 h, of Senexin B treatment, indicating that loss of CDK8/19 kinase activity at least partly recapitulates a *Cftr*-mutant phenotype. To see whether

this also correlates with downregulation of CFTR expression, we performed qRT-PCR analysis on organoids treated with Senexin B over a time course. We found that Senexin B treatment for 24 h led to the downregulation of *Cftr* and upregulation of *Muc3* expression (Fig 5G) as seen upon genetic ablation of both *Cdk8* and *Cdk19*, suggesting that these changes are indeed dependent on CDK8/19 kinase activity. Whether or not the loss of FIS can be directly attributed to loss of CFTR expression itself is uncertain. FIS was visibly less inhibited by 24 h Senexin B treatment than by genetic knockout of *Cdk8/19*, which is consistent with only a minor drop of CFTR protein expression upon Senexin B treatment (Fig 5H).

Finally, we tested whether CDK8/19 inhibition *in vivo* would recapitulate CF-like phenotypes seen in intestinal organoids. We fed WT mice for 4 or 11 days with a new potent CDK8/9 inhibitor, SNX-631, which has been validated *in vivo* (Ding *et al*, 2022), or vehicle. The drug was well tolerated and mice did not lose weight during the experiment (Appendix Fig S5A). We did not observe any severe CF-like pathological manifestations such as intestinal occlusion or shortening of the colon (Appendix Fig S5B). Surprisingly, there was a strong upregulation of both CDK8 and CDK19 protein expression in the intestinal epithelium of mice treated with the inhibitor, suggesting feedback regulation to compensate for the kinase inhibition, and providing a potential biomarker for CDK8/19 inhibition *in vivo* (Fig 6A). While CFTR protein levels were lower than in organoids and could not be detected by immunoblotting in control mice, CFTR was also upregulated upon CDK8/19 inhibition,

**Figure 5. Knockout or inhibition of CDK8/19 leads to *Cftr* mutant-like phenotype.**

- A Histological PAS staining of organoids treated for 7 days with OH-tamoxifen. Scale bar, 50 μm.
- B Quantification of PAS signal (% of total organoid area; mean ± SD are shown) in the four different genotypes presented in (A). Areas containing positive PAS staining were detected and quantified using QuPath and ImageJ programs. Adjusted *P*-values of ordinary one-way ANOVA followed by Tukey's multiple comparison test are indicated: (\*\*\*) *P*-value ≤ 0.001; ns: not significant (*P* > 0.05). Four technical replicates from two biological replicates of each genotype were analysed.
- C Representative phase contrast images of organoids at the indicated time points after 7 days of OH-tamoxifen treatment are shown. Scale bar, 100 μm.
- D Quantification of the time needed for mucus release (observed as a dark staining in the centre of the organoid; mean ± SD are shown). Adjusted *P*-values of ordinary one-way ANOVA followed by Tukey's multiple comparison test are indicated: (\*\*\*) *P*-value ≤ 0.001; ns: not significant (*P* > 0.05); (*n* = 17 for Wt, 11 for *Cdk8*<sup>-/-</sup>, 18 for *Cdk19*<sup>-/-</sup>, and 12 for *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup>, all biological replicates).
- E Fluorescence confocal microscopy images of Calcein green-labelled WT and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids treated with forskolin. Scale bars, 100 μm.
- F Quantification of forskolin-induced swelling in WT organoids treated for 1 h or 24 h with 0.1, 1 or 10 μM Senexin B (SenB), as indicated, or double KO organoids; DMSO vehicle was used as control. The surface area of individual organoids at different time points relative to the area at *t* = 0 (100%) was measured (mean ± SD, *n* = 8 biological replicates). Linear regression lines are shown.
- G qRT-PCR analysis of *Cftr* and *Muc3* mRNA levels in WT organoids either not treated (*t* = 0), or treated with 10 μM Senexin B for 2 or 24 h, showing mean ± SEM. Three technical replicates were used for the analysis.
- H WB of indicated proteins extracted from Senexin B-treated (10 μM, 2 h and 24 h) organoids (left), and WT and *Cdk8*<sup>-/-</sup>/*Cdk19*<sup>-/-</sup> organoids (right). Amidoblack was used as loading control.

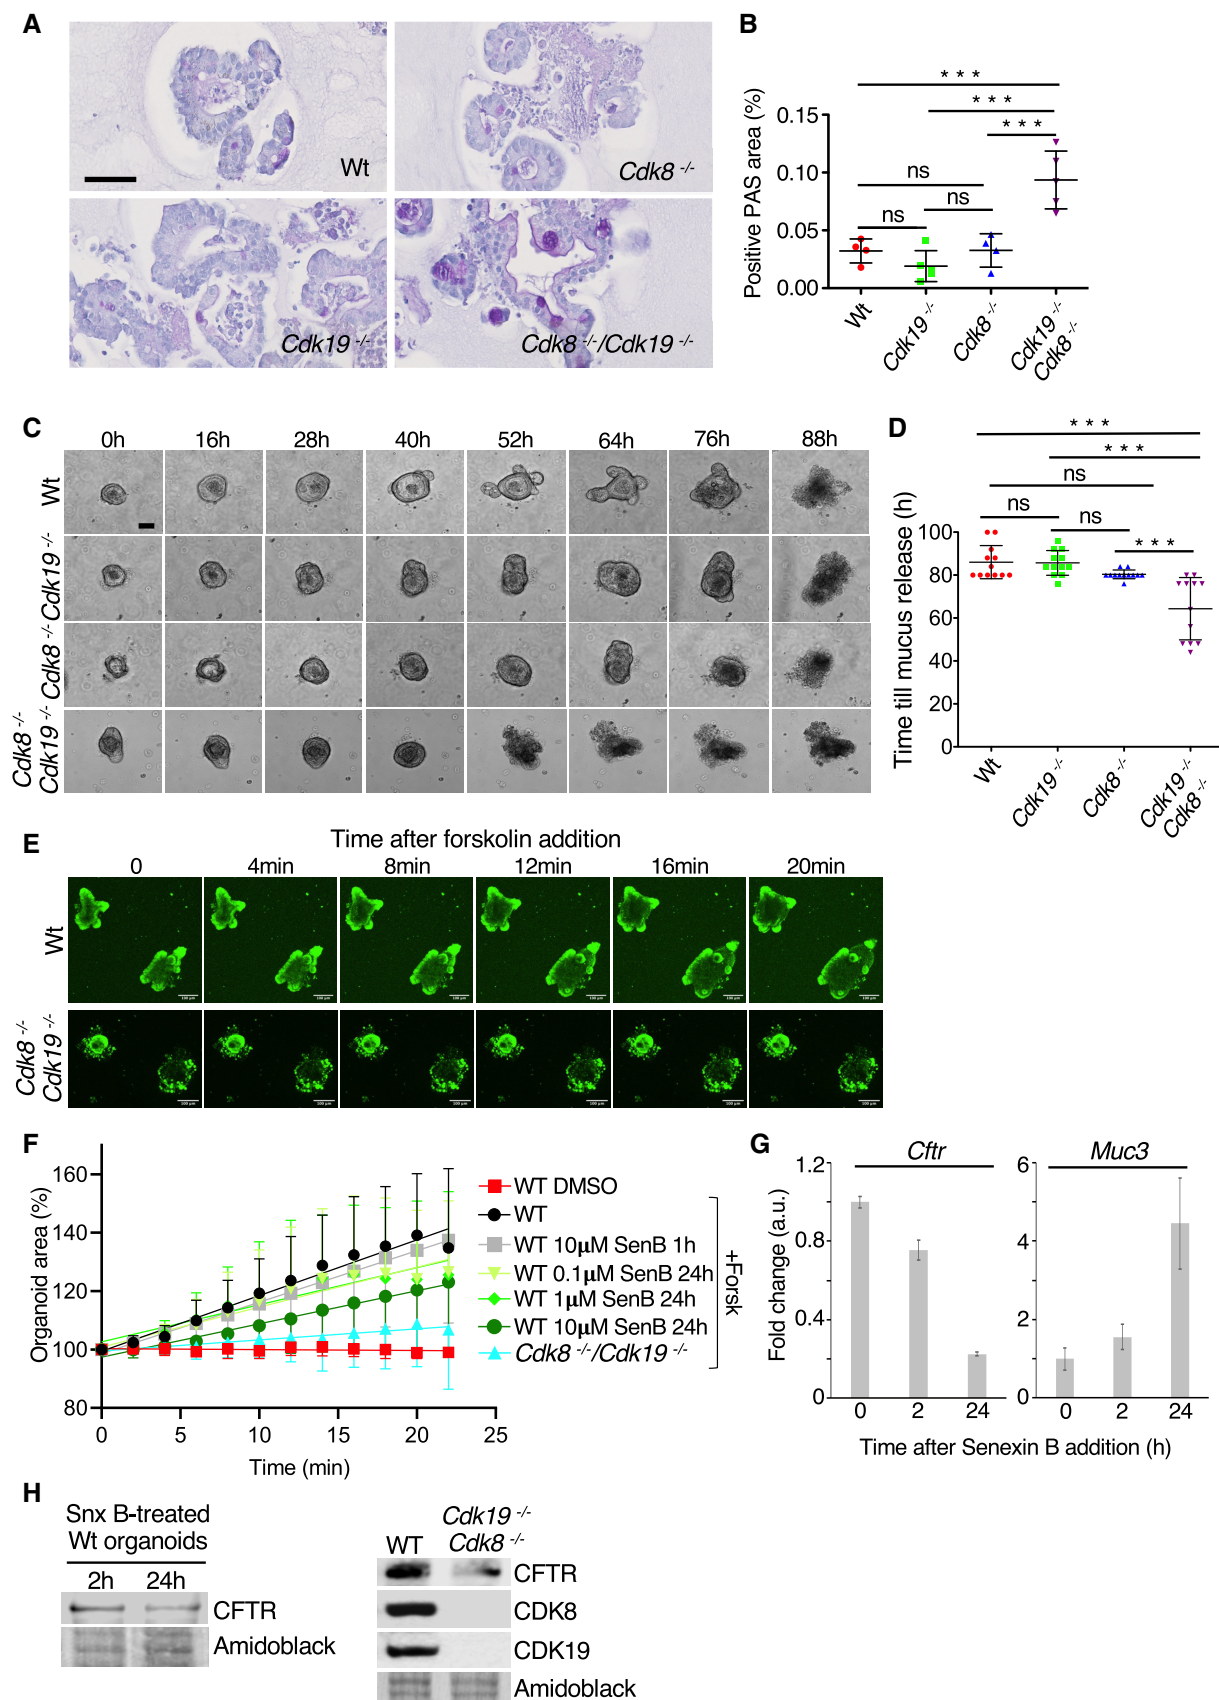

Figure 5.

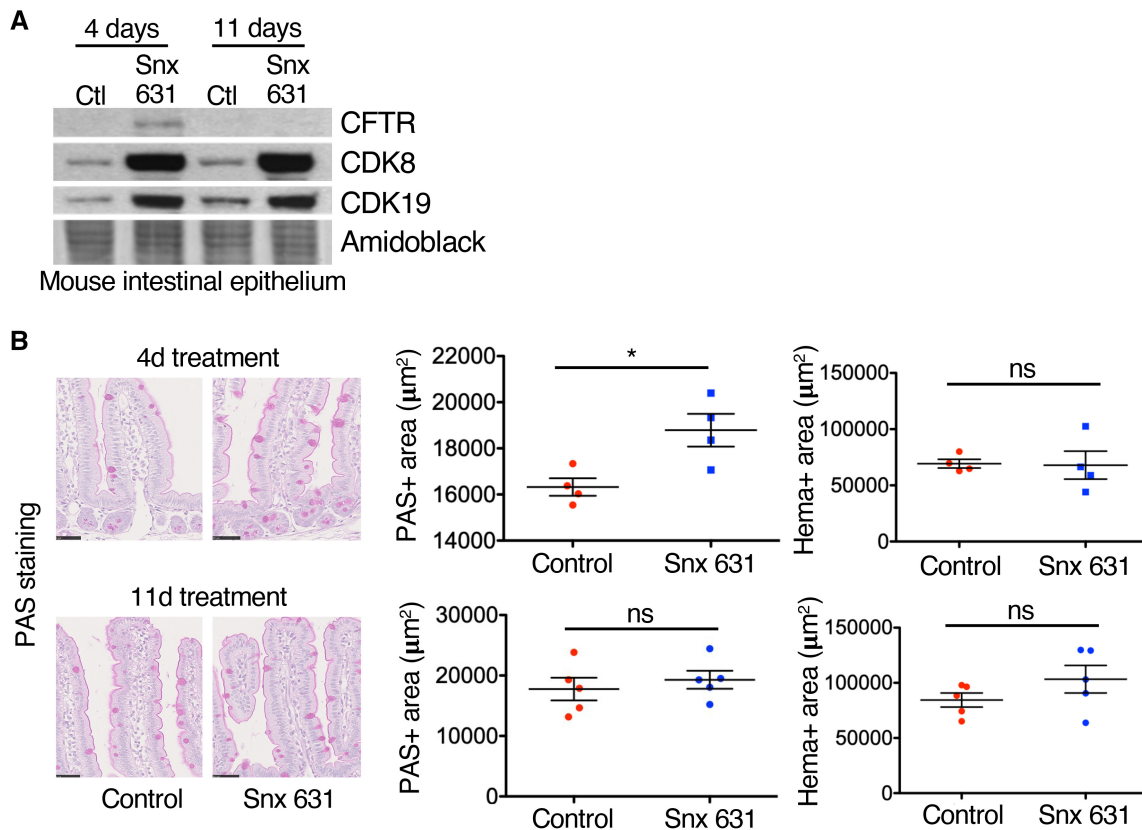

**Figure 6. CDK8/19 inhibition in mice causes increase of goblet cells in the intestine and compensatory upregulation of both kinases.**

**A** WB of indicated proteins extracted from intestinal epithelium of control mice or mice treated with SNX-631 for 4 or 11 days.

**B** Left, immunohistochemical PAS and haematoxylin staining of mouse small intestines collected at 4 and 11 days of SNX-631 treatment; scale bars 50 µm. Right, quantification of PAS- and haematoxylin (Hema)-positive area (mean ± SEM), using QuPath and ImageJ software. Adjusted *P*-values of unpaired *t*-test are shown: (\*) *P* ≤ 0.05; ns, not significant (*P* > 0.05). Eight mice (4 treated with SNX-631 and 4 control) were used in this quantification.

correlating with the increased CDK8/19 protein. This may also tend to counteract effects of the inhibitors on intestinal physiology. Nevertheless, after 4 days of SNX-631 treatment, there was a clear increase of mucin in the intestinal epithelium, recapitulating the most obvious phenotype of *Cdk8* and *Cdk19* deletion in organoids (Fig 6B). However, this was transient as differences had largely disappeared by 11 days, likely due to adaptation and the compensatory increase in CDK8/19 expression.

## Discussion

This study shows that Mediator kinases are both functionally redundant and largely dispensable for cell survival, proliferation, and differentiation, but may be essential for regulation of specific gene sets in particular cell types; in this case, the CFTR pathway in the intestinal epithelium. Nevertheless, while cell proliferation defects have not previously been reported in HCT-116 cancer cells lacking both kinases (Koehler et al, 2016), our data suggest that in the intestinal epithelium, cells devoid of both CDK8 and CDK19 have an increased tendency to become quiescent, implying that CDK8 and CDK19 provide a growth advantage.

Our *in vivo* results do not support an oncogenic role for CDK8 in intestinal tumourigenesis, in contrast to early *in vitro* studies (Firestein et al, 2008; Morris et al, 2008). Another more recent study using the heterozygous germline *Apc<sup>min</sup>* mutant model of intestinal tumourigenesis also concluded that *Cdk8* deletion does not hinder tumourigenesis; on the contrary, in this model, while there was no difference in micro-adenoma formation, detectable increases in tumour number, size, and fraction of proliferating cells were observed upon deletion of *Cdk8* (McClelland et al, 2015). The reasons for the slight difference in effects of *Cdk8* deletion between chemical carcinogenesis and *Apc<sup>min</sup>* mutation are currently unclear, but, taken together, these studies suffice to conclude that *Cdk8* has neither oncogenic nor strong tumour suppressor activity in the mouse intestine.

Our results indicate that Mediator kinases are not essential for controlling the expression of all genes. In contrast to knockouts of essential Mediator subunits that caused an approximately 7-fold global downregulation of the entire transcriptome (El Khattabi et al, 2019), we found that knockout of Mediator kinases has much more modest effects. Slightly more genes were upregulated than downregulated upon loss of either CDK8 alone or both kinases, while effects of combined deletion were more than additive of

effects of single deletions, indicating functional redundancy. Organoid growth and differentiation were not prevented by knockout of both CDK8 and CDK19, suggesting that, generally, they are not essential for implementation of new transcriptional programmes. Interestingly, we found that there was a strong overlap between transcriptome changes of double-knockout organoids and intestinal knockout of the gene encoding CFTR, a chloride and bicarbonate ion-channel that regulates fluid homeostasis in epithelia, and whose mutation causes cystic fibrosis, a disease associated with mucus retention and inflammation of epithelia. Double-knockout organoids showed increased mucin expression and strong accumulation of mucins in goblet cells, coupled with a precocious secretion of mucus, as well as a lack of forskolin-induced swelling, which depends on CFTR (Dekkers *et al*, 2013), indicating that CDK8/19 regulate fluid and/or mucus homeostasis. This appears to depend on their kinase activity, as specific inhibition of both kinases for 24 h using Senexin B impaired forskolin-induced swelling in a dose-dependent manner, albeit less so than knockout of both kinases. Since acute CDK8/19 inhibition in organoids for 1 h prior to the forskolin assay had no effect, the loss of swelling upon CDK8/19 inhibition is likely to be a consequence of effects on transcription. While changes in FIS and in CFTR expression are consistent with CFTR being directly involved in the phenotype, we cannot at this stage conclude that CFTR is the sole player. Indeed, there are 95 solute carriers whose expression is deregulated in CDK8/19 knockouts (Table EV2), including four inorganic anion transporters of the Slc26 family, all of which are upregulated, and which might contribute to the phenotype.

While this study was still ongoing, a report was published in which, using a similar genetic approach in mice and intestinal organoids, CDK8 and CDK19 were found to be dispensable for intestinal morphology and viability but were observed to redundantly control intestinal lineage specification (Dannappel *et al*, 2022). In particular, a decrease in number of paneth cells, tuft cells, and goblet cells were reported in intestinal tissue lacking both kinases, a result that we do not reproduce. Consistent with previous publications highlighting tuft cells as a rare (and only relatively recently identified) population in the intestinal epithelium (Gerbe *et al*, 2009, 2011, 2016), we found on average one tuft cell per villus in WT or *Cdk8*<sup>-/-</sup> mice, rather than the average of 5 reported in control mice of the study (Dannappel *et al*, 2022). Similarly, when analysing the entire intestinal epithelium, we did not observe the large numbers of goblet cells presented in control tissue in the same study. Interestingly, secretory lineage hyperplasia occurs upon parasitic infections and is mediated by pro-inflammatory cytokines (Gerbe *et al*, 2016), while CDK8 and CDK19 potentiate NFκB-mediated pro-inflammatory transcription (Chen *et al*, 2017) and limit production of anti-inflammatory cytokines (Johannessen *et al*, 2017). Thus, it is plausible that dampened responses to the microbiome underlie the reported requirement for CDK8 and CDK19 in controlling the balance of secretory cells and other cell types in the intestinal epithelium (Dannappel *et al*, 2022). Further independent studies will undoubtedly resolve this issue. Nevertheless, both this report (Dannappel *et al*, 2022) and our results highlight the fact that cell proliferation and differentiation in a complex tissue can occur in the simultaneous absence of both Mediator kinases.

How CDK8 and CDK19 act mechanistically to control specific transcriptional pathways remains unknown. They may bind directly

to promoters of target genes and potentiate effects of transcription factors on transcriptional elongation by inducing phosphorylation of RNA polymerase 2 CTD Ser2 (Galbraith *et al*, 2013; Chen *et al*, 2017), but the key question of how they are directed to specific genes has not yet been resolved, and further studies should address this gap in our molecular understanding.

Whether or not CDK8 or CDK19 are implicated in the pathogenesis of cystic fibrosis also remains an open question. Almost all CF patients harbour genetic mutations in the *CFTR* gene, yet identical mutations do not have identical disease severity, and the variability between patients is associated with different genetic loci (Wright *et al*, 2011; Corvol *et al*, 2015). There are also significant but variable gene expression alterations in *CFTR* mutant cells and upon therapeutic interventions, some of which may influence disease phenotypes (Hodos *et al*, 2020). The genes encoding CDK8, CDK19, and cyclin C have not so far been associated with CF. *CDK19* is downregulated upon several model therapeutic interventions, including overexpression of the micro-RNA miR-138, which promotes *CFTR* expression (Ramachandran *et al*, 2012; Hodos *et al*, 2020). However, in our study, *CDK19* knockout alone was insufficient to cause a CF phenotype in intestinal organoids, suggesting that variation in *CDK19* expression does not affect *CFTR*. Identifying the mechanisms by which CDK8 and CDK19 affect expression of genes in the *CFTR* pathway may improve understanding the pathophysiology of cystic fibrosis, but will require further studies. There is an intriguing connection between *CFTR* and cell proliferation in the intestine, as *CFTR* null mice have increased cell proliferation (Gallagher & Gottlieb, 2001). However, this is unlikely to be related to CDK8/19, whose inhibition or knockout rather causes a decrease in cell proliferation, at least in organoids.

Finally, our study shows that CDK8/19 inhibitors are well tolerated in mice and, at least in short term treatments, affect intestinal epithelium physiology by inducing increased mucin expression. We also showed that they trigger upregulation of CDK8 and CDK19 expression, which constitutes a promising biomarker for CDK8/19 inhibitor target engagement *in vivo*. *CFTR* inhibitors have been proposed to treat secretory diarrhoea (Ma *et al*, 2002), a major cause of infant mortality in developing countries as well as being a frequent complication of cancer drug treatments. We suggest that it will be important to test whether CDK8/19 inhibitors have therapeutic benefit in such settings.

## Materials and Methods

### Animal studies

All animal experiments were performed in accordance with international ethics standards and were subjected to approval by the Animal Experimentation Ethics Committee of Languedoc Roussillon. They were housed in an SPF animal facility according to international guidelines, with a maximum of five mice per cage (501 cm<sup>2</sup>), sawdust and woodshavings, and unlimited access to food and water. ARRIVE guidelines for experimental design were followed.

### Cdk8 conditional knockout mice

*Cdk8*<sup>lox/lox</sup> mice were generated as follows: An 8,076 bp genomic fragment (mouse chromosome 5: 146,254,503 to 146,262,579)

enclosing the essential exon 2 (whose deletion results in loss of the essential catalytic lysine residue and causes a frameshift truncating over 90% of the protein) of the CDK8 gene was amplified by PCR from genomic DNA of 129/Sv embryonic stem cells and cloned into pGEM-T-easy. The diphtheria toxin A gene was cloned into the SacII site. 64 bp to the 3' of exon 2, the sequence CTCTAT was mutated to CTCGAG, generating an XhoI site. LoxP sites flanking exon 2 were generated by a combination of conventional cloning and recombineering, using a recombineering approach (Liu et al, 2003). The loxP PGK-Neo cassette was amplified from pL452 plasmid with flanking AvrII/HindIII sites at each end and cloned into the AvrII site upstream of exon 2. Fragment orientation was confirmed by the generation of 3.5 kb HindIII and 2.0 kb NheI sites, and the vector was recombined in *E. coli* strain SW106 with inducible Cre recombinase expression followed by HindII digestion, generating a single loxP site upstream of exon 2. Into this recombined vector, the FRT-PGK-Neo-FRT-LoxP cassette (amplified from pL451 with flanking XhoI sites) was cloned in the newly generated XhoI site downstream of exon 2, resulting in the "deletion construct". The orientation was confirmed by the generation of 2.2 kb NheI and 3.4 kb BamHI sites. Functionality of the two recombination sites was tested as follows: the FRT site was confirmed by recombination in *E. coli* strain SW105 with inducible FlpE recombinase expression, deleting the FRT-Neo cassette and generating a 1.4 kb BamHI fragment; the resulting plasmid was transformed in *E. coli* strain SW106 with inducible Cre recombinase expression, deleting exon 2 and resulting in a 1.1 kb BamHI fragment. The NotI linearised fragment of the deletion construct was transfected by electroporation into 129/Sv embryonic stem cells. 244 Neomycin-resistant colonies were genotyped by PCR and Southern blotting. Two probes were used: one outside the 3' end of the deletion construct, with HindIII digestion site giving a single 9 kb fragment for the WT and a 7 kb fragment for the correctly-integrated deletion cassette, and one to the 5' end of the deletion cassette, again giving the same 9 kb fragment for the Wt but a 3.5 kb fragment for the deletion cassette. Ten colonies showed a correct integration by homologous recombination. These ES cells were injected into blastocysts obtained from pregnant BALB/C mice, and chimeric mice were crossed with C57/BL6J mice constitutively expressing FlpE recombinase, removing the FRT-Neo cassette. Agouti mice were genotyped by PCR, showing correct insertion of the LoxP sites around exon 2.

*Cdk8<sup>lox/lox</sup>* mice were crossed with *Villin-Cre<sup>ERT2+/-</sup>* mice to generate the inducible conditional knockout.

#### Tamoxifen treatment of mice to induce Lox recombination

Mice were first injected intraperitoneally (IP) with 100 µl of 20 mg/ml tamoxifen solution (in corn oil). After the injection, they were fed during 5 days with cookies containing 400 mg tamoxifen citrate per kg diet (Envigo, Ref TD.130859).

#### Apc/Cdk8 conditional knockout mice

C57BL/6 *Apc<sup>lox/lox</sup>* mice (Colnot et al, 2004) were provided by Philippe Jay (IGF, Montpellier). These mice were crossed with *Cdk8<sup>lox/lox</sup>/Villin-Cre<sup>ERT2+/-</sup>* to obtain *Apc<sup>lox/lox</sup>/Cdk8<sup>lox/lox</sup>/Villin-Cre<sup>ERT2+/-</sup>* mice. IP injection with tamoxifen during 5 days induced *Cdk8* exon 2 deletion and *Apc* exon 14 deletion in the intestines of mice containing

the *Villin-Cre<sup>ERT2</sup>* gene. Small intestine and colon samples from these mice were genotyped and analysed by IHC and Western blotting.

#### Cdk7/Cdk8 conditional knockout mice

*Cdk8<sup>lox/lox</sup>* mice were crossed with RERT mutant mice expressing the inducible Cre-ERT2 from the endogenous *Polr2a* locus (Guerra et al, 2003). The *Cdk8<sup>lox/lox</sup>* RERT mice were then crossed with *Cdk7<sup>lox/lox</sup>* mice (Ganuza et al, 2012) to obtain *Cdk8<sup>lox/lox</sup>/Cdk7<sup>lox/lox</sup>*, RERT mice in which CDK8 and CDK7 proteins should be removed from the whole body after tamoxifen treatment. Animals were sacrificed after tamoxifen treatment and intestinal epithelium was collected as indicated in the Sample preparation section below. Proteins were extracted and analysed by Western blotting.

#### AOM/DSS-induced colon carcinogenesis

Eleven *Cdk8<sup>lox/lox</sup>* and 11 *Cdk8<sup>lox/lox</sup>/Villin-Cre<sup>ERT2+/-</sup>* mice were treated with tamoxifen as described above. 4 days later, mice (*Cdk8<sup>lox/lox</sup>* and *Cdk8<sup>-/-</sup>*) were given a single intraperitoneal injection of AOM (10 mg/kg in 0.9% saline; A5486, Sigma-Aldrich); 5 days later, 2.5% Dextran Sodium Sulfate (DSS; MP Biomedicals) was administered in the drinking water during 5 consecutive days. DSS treatment was repeated two more times with 16 days intervals without DSS for recovery (see scheme, Appendix Fig S1A). Mice were sacrificed 16 days after the third DSS treatment. Colons were flushed with PBS and either used for intestinal epithelium extraction (see Sample preparation for details) or used for IHC studies. Colons used for IHC were fixed overnight in neutral buffered formalin (10%) before paraffin embedding. Briefly, 4 µm thick sections were dewaxed in xylene and rehydrated in graded alcohol baths. Slides were incubated in 3% H<sub>2</sub>O<sub>2</sub> for 20 min and washed in PBS to quench endogenous peroxidase activity. Antigen retrieval was performed by boiling slides for 20 min in 10 mM sodium citrate buffer, pH 6.0. Nonspecific binding sites were blocked in blocking buffer (TBS, pH 7.4, 5% dried milk, 0.5% Triton X-100) for 60 min at RT. Sections were incubated with anti-β-catenin antibody diluted in blocking buffer overnight at 4°C. Envision+ (Dako) was used as a secondary reagent. Signals were developed with Fast DAB (Sigma-Aldrich). After dehydration, sections were mounted in Pertex (Histolab), imaged using the Nanozoomer-XR Digital slide Scanner C12000-01 (Hamamatsu) and analysed using NDP.view 2 program (Hamamatsu).

#### CDK8/19 inhibitor treatment of mice

SNX-631 (50 mg/kg dissolved in 70% PEG-4000, 30% Propylene Glycol, 100 µl final volume) or solvent alone was administered daily by oral gavage to 10 C57BL6 mice (five females and five males) during 4 or 11 days. After this time, mice were sacrificed, the intestine was extracted and either fixed 24 h in neutral buffered formalin 10%, dehydrated, and embedded in paraffin for IHC, or frozen for RNA or protein extraction.

#### Small intestine organoids and CRISPR-Cas9-mediated Cdk19 targeting

The genetic background of intestinal organoids and mice used in this study was identical. *Cdk8<sup>lox/lox</sup>* and *Cdk8<sup>lox/lox</sup>/Villin-Cre<sup>ERT2</sup>*

mice were used to obtain small intestine organoids. Establishment, expansion, and maintenance of organoids were performed as described previously (Sato *et al*, 2009). To induce the Cre-mediated recombination of *Cdk8* *in vitro*, organoids were cultured during 7 days in medium supplemented with 600 nM 4-Hydroxytamoxifen (Sigma H7904) resuspended in ethanol. Evaluation of knockout efficiency was performed using genotyping, qPCR, and Western blotting.

CRISPR/Cas9-mediated genome editing was employed to remove CDK19 from the organoids. CRISPR single guide RNA (sgRNA) targeting exon 1 in mouse *Cdk19* (CDK19\_Mouse: 5'-AAAGTGGGACGCGGCACCTA-3' from Zhang lab database) was cloned as synthetic dsDNA into lentiCRISPRv2 vector as described (Sanjana *et al*, 2014; provided by F. Zhang, Addgene plasmid #52961). Lentiviruses encoding the sgRNA targeting sequence were produced in HEK 293T cells transfected with LentiCRISPRv2 (+sgRNA *Cdk19*), pMD2.G, and psPAX2. The viral supernatant (collected in organoids culture media) was passed through a 0.45-µm filter and used the same day for infection. Lentiviral-mediated transduction and antibiotic selection was performed as described previously (Onuma *et al*, 2013). Briefly, for lentiviral infection, organoids (5 days after seeding) were diluted into 10 ml of PBS and dissociated into single cells by passing them 10–15 times through a needle with an insulin syringe. A volume containing  $1-5 \times 10^5$  intestinal cells was centrifuged at 300 g for 5 min and resuspended with 1 ml of the viral supernatant produced in HEK 293T cells. This mixture (virus + single stem cells) was layered on top of a Matrigel-covered well (12 well plate). 24 h later, virus and dead cells containing media were removed and the Matrigel-attached cells were covered with 200 µl of Matrigel + 200 µl of culture medium to create a “sandwich” containing the infected cells inside. After polymerisation of the second Matrigel layer, 1 ml of organoid media per well was used to allow organoid formation inside the Matrigel. 24 h later, Puromycin was added (5 µg/ml) and selection was conducted for 4 days. Once the organoids appeared (4–5 days after seeding the infected single cells), single organoids were picked for clonal expansion. Effects of targeted deletion were verified by sequencing. Genomic DNA was extracted from organoids using KAPA Mouse genotyping kit from Clinisciences (KK7352). The 2 primers used for amplification of the *Cdk19* allele are indicated in the table as CDK19 CRISP-R22 Fw and CDK19 CRISP-R22 Rev (sequencing). They were amplified as follows: 95°C for 5 min; 30 cycles at 95°C for 45"; 57°C for 30"; 72°C for 1 min 30 s. Absence of CDK19 protein in the organoids was also verified by Western blotting. DNA sequencing confirmed the deletion of a fragment of DNA around the sequence corresponding to *Cdk19* sgRNA, and qPCR confirmed the loss of *Cdk19* mRNA.

#### Mouse intestine epithelium, colon tumour, and organoid sample preparation

For intestine epithelium samples, a fragment of intestine was cut and flushed with PBS. It was incubated for 5–10 min in EDTA-containing buffer (500 ml RPMI, 20 mM Hepes, 1% Penicillin/Streptomycin (Sigma P4333), 12.5 µg/ml DTT, 2 mM EDTA pH 7.4 and 10% FBS) to allow easy detachment of the intestine epithelium. The intestinal tube was opened longitudinally and put over a horizontal plate to allow scrapping of the epithelial

cells by trawling two needles in opposite directions over the tissue. Cells were recovered from the plate by wetting them with a small volume (200 µl) of PBS. They were put into an Eppendorf tube where they were spun down to remove most of the PBS. Pellets were snap frozen and conserved at  $-80^{\circ}\text{C}$ . Colon tumours were cut from the colon, washed with PBS and frozen in liquid nitrogen.

Frozen intestinal epithelium and colon tumour samples were resuspended in 250 µl of lysis buffer with protease and phosphatase inhibitors (5 mM Tris, pH 7.4, 100 mM NaCl, 50 mM NaF, 40 mM beta-glycerophosphate, 2.5 mM Na-Vanadate, 5 mM EDTA, 1 mM EGTA, 1 mM DTT, 1% Triton X-100 and Protease inhibitor cocktail diluted 1/400 (Sigma P8340)) and, after addition of 100 µl of stainless-steel beads (0.2 mm diameter, 1 lb, Next Advance, SSB02), they were disrupted in a bullet blender storm 24 (Next Advance) by shaking during 4 min at 4°C with an intensity level of 8. The lysate was incubated during 20 more minutes at 4°C (without shaking) and the solubilised proteins were recovered from the supernatant by centrifugation at 16,000 g for 20 min at 4°C, frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  until use. Protein concentrations were determined by BCA protein assay (Pierce Biotechnology).

For organoids samples, Matrigel was disrupted by pipetting up and down several times the media in each well over the dome of Matrigel. This mix was spun down at 200 g for 5 min at 4°C and the pellet was washed twice with 1 ml of PBS. Pellets were snap frozen in liquid nitrogen and kept at  $-80^{\circ}\text{C}$  until use.

For organoids extracts, frozen pellets were lysed by incubation at 4°C for 20 min in lysis buffer with protease and phosphatase inhibitors (50 mM Tris, pH 7.4, 100 mM NaCl, 50 mM NaF, 40 mM beta-glycerophosphate, 2.5 mM Na-Vanadate, 5 mM EDTA, 1 mM EGTA, 1 mM DTT, 1% Triton X-100 and Protease inhibitor cocktail (Sigma P8340) diluted 1/400). The solubilised proteins were recovered from the supernatant after centrifugation at 16,000 g for 20 min at 4°C, snap frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  until use. Protein concentrations were determined by BCA protein assay (Pierce Biotechnology).

#### Western blotting

For intestinal epithelium, colon tumours, and organoids, 30 µg of total proteins were separated by SDS–polyacrylamide gel electrophoresis (SDS–PAGE; 7% 10% and 12.5% gels) and transferred to Immobilon membranes (Milipore) at 90 volts for 120 min with a wet-blotting apparatus. Membranes were blocked in TBS-T pH 7.6 (20 mM Tris, 140 mM NaCl, 0.1% Tween-20) containing non-fat dry milk (5%), incubated with the primary antibody in TBS-T + 3% BSA for 2 h at RT or over-night at 4°C, washed three times with TBS-T for a total of 15 min, incubated with secondary antibody at 1/10,000 dilution in TBS-T + 5% nonfat dried milk for 30 min at RT, and washed 3 times in TBS-T for a total of 15 min. Signals were detected using Western Lightning Plus-ECL (PerkinElmer) and Amersham Hyperfilm™ ECL (GE Healthcare).

#### RNA isolation and qRT–PCR

RNA was extracted from organoids and purified using RNeasy mini kit (Qiagen) according to manufacturer's protocol. For reverse transcription (cDNA synthesis), 1 µg of purified RNA in total volume of

13 µl, extracted by RNeasy Mini Kit (Qiagen), was mixed with 1 µl of 10 mM dNTPs mix (LifeTechnologies) and 1 µl of 10 µM oligo (dT) 20-primer. Samples were incubated at 65°C for 5 min, transferred to ice. 4 µl of 5× First Strand Buffer, 1 µl of 100 mM DTT, 1 µl of RNase OUT RNase Inhibitor (Invitrogen), and 1 µl of SuperScript® III Reverse Transcriptase (LifeTechnologies) were added to each sample and incubated at 50°C for 1 h. The reaction was inactivated at 70°C for 15 min.

qPCR was performed using LightCycler® 480 II (Roche). The reaction contained 5 µl of a 1/10 dilution of the cDNA obtained after RT (25 ng of cDNA), 1 µl of 10 µM qPCR primer pair, 10 µl 2× Master Mix in a final volume made up to 20 µl with DNase free water. qPCR was conducted at 95°C for 5 min, followed by 45 cycles of 95°C 10 s, 59°C 20 s and 72°C 15 s. The specificity of the reaction was verified by melting curve analysis. β2-microglobulin (B2M) was used as housekeeping gene.

### Genomic DNA extraction and genotyping

For colon tumours, genomic DNA was extracted using the KAPA Mouse genotyping kit from Clinisciences (KK7352) directly over 3–4 tumours that had been removed from the colon before the extraction of intestinal epithelium.

Genomic DNA was extracted from intestinal epithelium pellets or organoids using KAPA Mouse genotyping kit from Clinisciences (KK7352).

The forward and reverse primers used for amplification of the *Cdk8* wild-type allele (650 bp), the *Cdk8*<sup>Lox/Lox</sup> (850 bp), and the fragment obtained after tamoxifen-induced Cre recombination of *Cdk8*<sup>Lox/Lox</sup> (*Cdk8* Lox + Cre (–); 340 bp) are indicated in the table below as CDK8 Fw (genotyping) and CDK8 Rev (genotyping). These fragments were amplified from genomic DNA using the following PCR protocol: 95°C for 5 min; 35 cycles at 95°C for 15 s; 57°C for 15 s; 72°C for 1 min 30 s. Amplified DNA fragments were migrated in a 1.5% agarose gels and stained with Ethidium bromide for detection.

### Primers used for qPCR and genotyping

### Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

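RNA from mouse small intestinal organoids was sequenced in 2 experiments of 12 libraries each, with 4 groups of 3 libraries. The first compared WT, Cdk8−/−, Cdk19−/− and double knockout organoids after 7 days of 600 nM 4-hydroxytamoxifen. The second compared WT organoids treated with DMSO or with Senexin B for 16 h or 24 h; its dose, 10 µM, was taken from the paper. The authors aligned single-end reads of 50 bp to GRCm38 with STAR 2.6.0a and counted them on the genes of Ensembl release 93. The deposited tables hold these counts without normalisation for 54146 genes, in an unstranded column and a column for each strand. The second strand column was used, because the mean normalised counts in the study's lists equal the means of this column for 1291 of 1291 and 1505 of 1505 genes. Gene positions were taken from GENCODE vM21, which uses the same GRCm38 build, and cover 54079 of the genes.

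The tables of the genotype libraries account for 41879958 to 42068649 reads each and those of the Senexin B libraries for 36042777 to 36255610. Of the reads, 63.1 to 65.2% of the genotype libraries and 21.5 to 25.1% of the Senexin B libraries were not counted on a gene in the column used, and 19.5 to 22.9% and 7.25 to 8.17% mapped to several places. The 20 most abundant genes held 8.82 to 10.7% and 9.30 to 10.7% of the counts. The genotype libraries hold no strand information, so counts of genes that overlap on opposite strands, of paralogs and of pseudogenes are uncertain. No pair of replicates within a condition was a duplicate; pairs across conditions were not checked.

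Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalisation and filterByExpr, in a model of the 12 libraries of the experiment. This left 15602 genes in the first experiment and 15467 in the second. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called deregulated, and a change of more than 2-fold was a fitted log2 fold change beyond 1. There were 9 contrasts tested gene by gene. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, over 6 sets and 5 comparisons. The sets (interferon-stimulated genes, p53 targets, Wnt targets, ileal genes, proximal small intestinal genes and enterocyte genes) were written from general knowledge. Shares carry Wilson 95% confidence intervals, which cover counting error only. A fold against a group with at most 3 counts in every library is given as a lower bound. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

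The tests were tried on simulated data with 200 changed genes. The edgeR test recovered 178 of them (89.0%) and called 8 unchanged genes (4.30% of its calls), with 0 calls in an unchanged group. The Wald test of DESeq2 recovered 188 (94.0%) and called 33 unchanged genes (14.9% of its calls), with 3 in an unchanged group. To show what shared WT libraries and sampling give, 10 simulations of each kind were run.

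The comparisons, gene sets, the rule for named genes and 168 pairs of a result and an alternative were set before the data were examined. The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0 (the tool of the study), no filter, a filter of at least 10 counts in every library, only the 2 groups compared, the replicate number as a block, the unstranded column, glmTreat, fry, an estimated inter-gene correlation, other windows around the locus and leaving out each library of the groups compared in turn. Spike-in size factors were not used, since the tables list 0 ERCC standards. A further 11 alternatives were chosen after seeing the data. They are DESeq2 on the unstranded column, the contrast of double knockout and Cdk19−/−, gene sets for double knockout against Cdk8−/−, simulations with redrawn libraries, simulations with effects drawn from the posterior distribution of ashr 2.2.63 given the edgeR effects and standard errors, a second scale for the pairing check, genes with a log2 fold change beyond 5, genes of the sex chromosomes, all genes of chromosome Y with at least 10 counts in a library, fry with the replicate block, and the block for the lists and shared calls of Senexin B. On that second scale, log2 of CPM plus 1, libraries of the same replicate number correlated at 0.444, 0.184 and 0.184 at 16 h (other pairs up to 0.258) and at 0.503, 0.248 and 0.301 at 24 h (other pairs up to 0.225). Every pair of the same number at 24 h was above 0.1 on both scales, and the numbers were taken to pair the libraries there. At 16 h every such pair was above 0.1 on the second scale, and all but replicate 2 on the first. At 24 h all 3 exceeded every pair of different numbers on the second scale. On the first, replicate 2 (0.128) did not, with up to 0.138 for other pairs. At 16 h only replicate 1 exceeded the other pairs, on both scales, so pairing is less clear there. The pairing comes from these correlations alone, since neither the labels nor the paper's text say what a number shares. In the genotype experiment no comparison had every pair above 0.1. The rule for named genes took every gene the paper names for these data, and for each comparison the 3 largest rises and falls among called genes with a mean of at least 50 normalised counts and groups that do not overlap. A gene that this rule selects is not reported here. The lists of cell type markers that the paper takes from other studies, qRT-PCR, protein and swelling measurements were not analysed here.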

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

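The test of the vector as the source of the interferon response was chosen only after that response was seen. The effect of the double knockout that differs from the sum of the single knockouts passed the threshold for 4 genes, which were named after their values were seen: Fgfr3 (log2 difference −0.98), Sult1b1 (1.16), Mmp14 (−5.47) and Olfr1419 (−6.29). Olfr1419 had at most 1 count in a double knockout library, where it was at least 12.1-fold lower than in WT, 6.82-fold lower than in Cdk8−/− and 21.2-fold lower than in Cdk19−/−. Of 100 groupings of the 12 libraries, the real one included, 1 gave as many genes. The drawn groupings mix genotypes, so differences between genotypes add to the spread within their groups and can lower their counts. This comparison therefore cannot tell whether grouping by chance is the source of the count. The number rested on single libraries: it was 467 without Cdk19−/− replicate 1, 392 without Cdk8−/− replicate 3, 71 and 42 without double knockout replicates 2 and 3, and 0 without WT replicates 1 or 2, Cdk8−/− replicate 1 or Cdk19−/− replicates 2 or 3. A loss of expression in a single derived line was not tested for Fgfr3, Mmp14 and Olfr1419, which were lower in the double knockout. For them it stays open beside an effect of losing both kinases. Sult1b1 was higher there (raw counts 3073 to 3453, against 2024 to 2101 in WT), so a loss cannot be its source. Other differences between the lines stay open for it.

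The 6 gene sets were written for the present tests and were not tested in the paper, which does report on enterocyte genes from another list and names single p53 targets. With camera 19 of 30 tests passed the threshold. The p53 targets had a median log2 fold change of 0.65 in Cdk8−/− (19 of 20 members higher, camera adjusted p = 8.36e-23), 0.74 in the double knockout (20 of 20, 1e-20), 0.32 at 16 h of Senexin B (17 of 20, 1.8e-09), 0.38 at 24 h (16 of 20, 3.81e-09) and −0.0811 in Cdk19−/− (4 of 20 higher, 0.0416). The first 4 of these calls were the only ones that held with an estimated inter-gene correlation, at adjusted p-values of 0.0238, 0.0253, 0.01 and 0.01. A rise of p53 targets by loss of kinase activity predicts a rise under the inhibitor as well, and the median of 0.38 at 24 h goes that way. Cdk8−/− and double knockout organoids also share the Cre line. An effect of that line on p53 targets in them was not tested and stays open. Cdkn1a went the other way at 24 h (log2 fold change −0.38), so the set as a whole and not each member shows this.

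Interferon-stimulated genes had median log2 fold changes of 2.54 in Cdk19−/− (30 of 30 members higher, camera adjusted p = 3.49e-38), 1.28 in Cdk8−/− (29 of 30, 6.5e-07), 1.26 in the double knockout (29 of 30, 1e-05) and −0.61 at 24 h of Senexin B (2 of 30 higher, 0.0012). In the unpaired model none of these 4 calls held with fry (adjusted p-values 0.0558, 0.19, 0.163 and 0.275). With the replicate number as a block, camera gave 3.01e-11 at 24 h and 8.37e-04 at 16 h, where it gave 0.182 without the block (median log2 fold change −0.06, 11 of 30 higher). At 24 h the level was −0.60, 0.56 and 0.51 in DMSO replicates 1, 2 and 3 and −1.39, −0.17 and −0.02 in those of Senexin B, so it was lower with Senexin B in each of the 3 numbered pairs. At 16 h it was lower in replicates 1 and 3 and higher in replicate 2. With fry and the block together, chosen after seeing the data, the fall at 24 h was called (0.0401), that at 16 h was not (0.313), and the rises in Cdk19−/−, Cdk8−/− and the double knockout were not (0.0838, 0.228 and 0.198). The level differed widely between libraries of a genotype. Relative to WT it was 3.57, 2.17 and 0.90 in the Cdk19−/− libraries and 1.01, 0.33 and 2.28 in the Cdk8−/− libraries. Transduction with the vector may induce such genes. Between double knockout and Cdk8−/−, which differ by the vector, the set did not differ (limma camera adjusted p = 0.535, median log2 fold change −0.05), but the Cdk8−/− libraries themselves were raised and spread, so the vector and loss of CDK19 cannot be told apart here.

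Enterocyte genes had median log2 fold changes of 0.29 in Cdk8−/− (25 of 30 higher, camera adjusted p = 0.00358), −0.55 in Cdk19−/− (1 of 30 higher, 3.86e-18), 0.85 in the double knockout (28 of 30, 6.74e-14) and −0.23 at 24 h (10 of 30, 0.0178). Ileal genes had −0.57 in Cdk19−/− (2 of 13 higher, 8.64e-05) and 0.82 in the double knockout (11 of 13, 9.2e-05). Wnt targets had 0.23 in Cdk19−/− (15 of 19 higher, 1.82e-05) and −0.46 in the double knockout (7 of 19, 0.00361). Proximal small intestinal genes had −0.22 in Cdk19−/− (4 of 20 higher, 2.08e-05) and 0.0489 at 16 h (12 of 20, 0.04). With fry, run in the unpaired model, the calls of enterocyte genes in Cdk19−/− (0.0263) and the double knockout (0.00596), ileal genes (0.0199) and Wnt targets (0.0324) in the double knockout, and proximal genes in Cdk19−/− (0.0358) and at 16 h (0.0443) held. With the replicate number as a block, the camera call of proximal genes at 16 h was lost (0.0657). With fry and the block the same set was called at 16 h and at 24 h (both 0.0401; median log2 fold change at 24 h 0.0843, 12 of 20 higher). No technical explanation of these sets was tested, and a change in the share of cell types stays open as untested.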

How the results depend on the processing

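No test in this part was chosen only after its result was seen, apart from DESeq2 with the unstranded column, fry with the replicate block, and the block for the lists and shared calls of Senexin B, which were chosen after seeing the data. There were 41 settings for 147 results. The causes of the changes below were not tested.

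With DESeq2, the calls were 1291 in Cdk8−/−, 309 in Cdk19−/− (126 more than 2-fold), 495 for the non-additive effect, 407 between double knockout and Cdk8−/−, and 66 for the difference between times. The share of Cdk8−/− calls not called in the double knockout was 22.5%, the Cdk19−/− calls not called there 220, and the Cftr-knockout share 99.6%. With the unstranded column as well, the same values were 1641, 365 (158), 536, 457, 59, 26.0%, 243 and 96.6%, and 508 genes changed more than 2-fold in Cdk8−/−. With the unstranded column alone the non-additive count was 9.

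Without a filter, edgeR called 1269 genes in Cdk8−/− (508 more than 2-fold), 479 in Cdk19−/− (239), 566 for the non-additive effect, 358 between double knockout and Cdk8−/− and 121 for the difference between times. Over genes with at least 10 counts in every library, which tests fewer genes, the non-additive count was 0 and that between double knockout and Cdk8−/− was 1. The counts beyond 2-fold were then 460 in the double knockout, 176 in Cdk8−/−, 127 at 16 h and 298 at 24 h, and the correlation of the double knockout with Senexin B at 24 h was −0.0634. With glmTreat 53, 10 and 39 genes passed a 2-fold change in the double knockout, at 16 h and at 24 h.

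With only the 2 groups compared, which uses fewer libraries, 15 genes were called in Cdk19−/− (8 more than 2-fold), 725 at 16 h and 0 between double knockout and Cdk8−/−. The Cdk8−/− share was 31.9% and 9 Cdk19−/− calls were not called in the double knockout. With the replicate block, 2293 genes were called at 16 h, 8 for the non-additive effect, 1 between double knockout and Cdk8−/− and 60 for the difference between times, and the ileal genes at 16 h changed direction (camera adjusted p = 0.633). The call of proximal small intestinal genes at 16 h was lost with the block (0.0657, from 0.04; median log2 fold change 0.0489, 12 of 20 higher), and interferon-stimulated genes at 16 h gained one (8.37e-04, from 0.182; median −0.06, 11 of 30 higher). Among named genes Mmp7 gained a call at 24 h (0.0249, log2 fold change −0.33), and Gcnt4 (0.0621, 0.73) and Dclk1 (0.0638, −1.12) lost theirs in the double knockout, where the numbers do not pair the libraries. The block changed no other call of a named gene or a gene set. With the block, 156 genes of the Cftr list (41 of those upregulated in the ileum) and 28 solute carriers were called at 16 h, and 286, 74 and 41 at 24 h. The calls shared at 16 h were 591 with the double knockout and 226 with Cdk8−/−, and at 24 h 1217 and 368. With fry and the block 12 of the 30 gene set tests passed, and the ileal genes at 16 h changed direction (0.74). Of the 30 gene set tests, 10 passed with fry and 4 with an estimated inter-gene correlation. The share called around the Cdk8 locus was 16.5% in the double knockout and 0 in Cdk19−/−, where 0 genes were called in all and 1691 had an unadjusted p-value under 0.05.

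Leaving out each library of the groups compared in turn gave 196 (without WT replicate 1) to 699 genes in Cdk8−/−, 0 to 521 (without Cdk19−/− replicate 1) in Cdk19−/−, and 1348 (without WT replicate 1) to 2452 in the double knockout. The count in Cdk8−/− also moved with libraries of the other groups, which share the model. It was 999 without Cdk19−/− replicate 1, 951 without double knockout replicate 1 and 946 without double knockout replicate 3. It was lower, at 579 and 600, without Cdk19−/− replicates 2 and 3, and 691 without double knockout replicate 2. The ranges were 657 (without Senexin B 16 h replicate 2) to 1819 (without DMSO 16 h replicate 1) at 16 h and 2656 (without Senexin B 24 h replicate 2) to 3805 at 24 h. They were 0 to 467 (without Cdk19−/− replicate 1) for the non-additive effect, 3 to 839 (without Cdk8−/− replicate 3) between double knockout and Cdk8−/−, and 0 to 26 (without Senexin B 24 h replicate 1) for the difference between times. Beyond 2-fold they were 471 (without WT replicate 1) to 716 in the double knockout, 120 (without WT replicate 1) to 305 in Cdk8−/− and 0 to 183 (without Cdk19−/− replicate 1) in Cdk19−/−. The Cdk8−/− share ran from 11.2% (without Cdk8−/− replicate 1) to 32.1% (without double knockout replicate 2), and the Cdk19−/− calls not called in the double knockout from 0 to 360 (without Cdk19−/− replicate 1). The Cftr-knockout share ran from 45.2% (without WT replicate 1) to 72.2%, and the solute carriers from 48 (without WT replicate 1) to 72.

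Of 561 values of named genes under the other alternatives, 535 kept their direction and side of the threshold, 6 were weaker, 20 stronger and 0 reversed. With a library left out, 433 of 492 kept both, 45 were weaker, 6 stronger and 8 reversed. The log2 fold changes that reversed in the double knockout were those of Klf4 (−0.269 to 0.0468, the latter without double knockout replicate 3), Neurog3 (−0.311 to 0.0826, the latter without double knockout replicate 1), Chga (−0.0646, without double knockout replicate 2, to 0.590) and Hes1 (−0.0265 to 0.0727, below 0 without double knockout replicates 1 or 2). With Senexin B they were those of Olfm4 at 24 h (−0.00699, without DMSO 24 h replicate 1, to 0.236), and at 16 h of Cftr (−4.14e-04, without DMSO 16 h replicate 1, to 0.212) and Muc2 (−0.0494, without DMSO 16 h replicate 3, to 0.190).

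Spike-in size factors were not run, because the tables list no spike-in standards. No value without a filter was planned for the shares, lists and named genes. Slc26a9 has no value under the filter of at least 10 counts in every library.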

Differences from the paper's values

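No test in this part was chosen only after its result was seen. In Cdk8−/−, 436 genes were upregulated against the paper's 716, 368 downregulated against the paper's 575, and 804 deregulated in all against the paper's 1291. Of the alternatives set before the data were examined, DESeq2 (716, 575 and 1291), no filter (746, 523 and 1269), only the 2 groups compared (486, 451 and 937) and the unstranded column (490, 406 and 896) came within a factor of 1.5 for all 3 counts. DESeq2 size factors in edgeR, the filter of at least 10 counts and the replicate block did not. The genes deregulated only in Cdk8−/− numbered 157 against the paper's 282, and 277 with DESeq2, 264 without a filter and 286 with only the 2 groups compared. Among the fits that left out a library, the total in Cdk8−/− came within this factor without Cdk19−/− replicate 1 (999), double knockout replicate 1 (951) or double knockout replicate 3 (946), and the genes deregulated only in Cdk8−/− without double knockout replicates 1, 2 or 3 (261, 222 and 231). The remaining alternatives set before the data were examined did not close these gaps. DESeq2 on the unstranded column, chosen after seeing the values, gave 896, 745 and 1641 genes, and 406 only in Cdk8−/−.

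In Cdk19−/−, 0 genes were upregulated against the paper's 158, 0 downregulated against the paper's 151, and 0 deregulated against the paper's 309, with 1691 genes at an unadjusted p-value under 0.05. DESeq2 gave 158, 151 and 309, and without a filter 212 genes were upregulated. No other alternative set before the data were examined closed the gap. The genes deregulated only in Cdk19−/− numbered 0 against the paper's 258, while DESeq2 gave 206, no filter gave 277 and edgeR without Cdk19−/− replicate 1 gave 349. DESeq2 on the unstranded column, chosen after seeing the values, gave 192, 173 and 365 genes, and 223 only in Cdk19−/−. As a share of the calls in Cdk19−/−, DESeq2 gave 66.7%, below the share the paper gives. In the DESeq2 calls, 258 is the number called in Cdk19−/− and not in Cdk8−/−, of which 52 were also called in the double knockout.

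The paper states that the genes deregulated only in Cdk8−/− kept the same trend in the double knockout without exception. Of the 157 genes, 149 changed in the same direction, and with DESeq2 266 of 277. The paper counts Nlrp6, Agr2 and Tff1 as upregulated and Cftr as reduced in the double knockout. These genes changed in the stated directions with edgeR adjusted p-values of 0.0848, 0.0577, 0.0536 and 0.0505, and DESeq2 called them at 0.037, 0.0184, 0.0107 and 0.0203. Cftr was also called with the filter of at least 10 counts (0.0463), the unstranded column (0.0494) and without WT replicate 3 (0.00884).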

Other observations

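The tests of the ratio of uncalled genes, the Cftr lists, the strand share, the spread at 16 h, the genes on in one line and off in the other, Esr1 and the sex of the lines were chosen only after their results were seen. Among the 10 splits of the 6 libraries of a comparison, 1 (the real one) gave as many calls in Cdk8−/−, in the double knockout, between double knockout and Cdk8−/−, at 16 h and at 24 h, and the same held for the counts beyond 2-fold. In Cdk19−/−, 10 of 10 splits gave as many, since the real one called 0 genes, with 1691 at an unadjusted p-value under 0.05. A share under 0.1 cannot be reached with 3 libraries against 3. With Senexin B, 4 of the 10 splits, the real one included, part all 3 pairs of libraries of the same number and the other 6 part 1 pair; among those 4, fitted without the block, the real split alone gave as many calls. With the replicate block the real split gave 2293 genes at 16 h and 5712 at 24 h. For the difference between 16 h and 24 h, 100 of 100 groupings gave as many genes as the real one, whose count was 0 (1995 at an unadjusted p-value under 0.05).

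The absence of calls in Cdk19−/− may rest on a single library, since 521 genes were called without replicate 1. That library had Cdk19 at the WT level and the highest interferon level of the experiment (3.57). WT organoids in it would put its genes at the WT level. Of 515 genes called without it, 72.6% lay on the Cdk19−/− side of WT in it, against 43.3 to 57.7% in the WT libraries, and its median position was 0.19 of the way to the other Cdk19−/− libraries. A library of WT organoids and a partly different one cannot be told apart at these values.

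Line differences that do not depend on the kinases could underlie part of the calls against WT, since the Cre line travels with Cdk8 loss. The Cdk8−/− changes correlated across genes with those of Senexin B at 24 h at 0.132, but other splits of the Cdk8−/− and WT libraries reached 0.145 and 0.180, so the explanations cannot be told apart by this value. Of the genes called in both, 118 of 143 (82.5%) changed in the same direction in Cdk8−/− and at 16 h of Senexin B and 185 of 289 (64.0%) at 24 h, while for the double knockout these were 214 of 337 (63.5%) and 328 of 941 (34.9%). With the replicate block at 16 h they were 168 of 226 (74.3%) and 324 of 591 (54.8%). These shares were not set beside other splits, and leave open which part of the calls depends on the kinases. The changes between double knockout and Cdk8−/− correlated with those of Senexin B at 24 h at −0.219, which leaves open whether Cdk19 loss adds an effect, as another split gave −0.234. Around the Cdk8 locus 4.37% of 206 tested genes were called, and 7 of 14 other windows were as high, so calls were not in excess there. The paper's methods also name floxed mice without Cre as a source of organoids, so WT may carry the same modified allele. In that case sequence of the strain in which it was made could not show, and the value cannot exclude it. A different sex of the lines is excluded, with at least 10661 Xist counts and at most 1 count of each of Ddx3y, Eif2s3y, Kdm5d and Uty on chromosome Y in the 24 libraries. Of the other genes annotated on that chromosome, 2 had 10 counts or more in a library and were named after their values were seen. The pseudogene Mid1-ps1 had 20 to 36 counts in Cdk8−/− and 23 to 31 in the double knockout. It had at most 1 in WT and Cdk19−/− and 1 to 8 in the Senexin B experiment. Gm47283 had 37 or more in every library. It had 484 to 630 in WT and 569 to 846 in Cdk19−/−. In Cdk8−/− it had 205 to 266, and in the double knockout 37 to 215. A Y chromosome would bring the 4 genes above too, so the source of the Mid1-ps1 reads was not found.

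Sampling around the threshold could account for the number of Cdk8−/− calls that were not called in the double knockout, since simulated double knockouts with the same effect missed 15.8% with DESeq2, those with redrawn libraries 33.6% and those with effects drawn from their posterior distribution 34.0%, on both sides of the observed 22.5%. It did not give the size of their changes in the simulations, which drew each gene on its own. The uncalled genes had a median ratio of double knockout to Cdk8−/− change of 0.52. The lowest values over 10 simulations of each form were higher (0.71, 0.62 and 0.61), but variation that many genes of a library share is missing there. With edgeR and a library left out, the ratio ran from 0.363, without Cdk8−/− replicate 3, to 0.594, without double knockout replicate 1. Whether these genes have the same effect in both genotypes thus stays open. A smaller effect in the double knockout and a difference between the lines stay open. For Cdk19−/− calls the simulated 19.6%, 41.7% and 38.6% lie below the observed 71.2%, which argues against sampling of each gene on its own as the only source.

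Of 521 listed Cftr-knockout genes with a DESeq2 adjusted p-value in the double knockout, 520 were called. Between 0.05 and 0.1 there were 0. Lists that hold almost only genes tested as deregulated there would give this. The strand share of 49.8% is consistent with genotype libraries made without strand information.

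More genes were called at 24 h than at 16 h. The median SD of log2 counts was 0.162 in DMSO at 16 h and 0.118 at 24 h, but 0.108 in Senexin B at 16 h and 0.112 at 24 h. The spread was larger at 16 h in DMSO alone, so whether it lowered the count at 16 h stays open. Of the 16 h calls, 49.9% were larger at 24 h. These genes were chosen by their 16 h value, which favours larger 16 h changes, so growth of the same effects stays open.

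Esr1 rose to 299.7 normalised counts in Cdk8−/− and 336.3 in the double knockout, from 3.79 in WT, and changed by a log2 fold change of −0.27 under Senexin B at 24 h. This is consistent with reads of the CreERT2 transgene counted on Esr1. Of 30 genes that changed by a log2 fold change beyond 5 in the double knockout, 19 were called in the same direction in Cdk8−/−. Under Senexin B at 24 h 2 of the 16 tested (12.5%) were called in the same direction, against 12.8% of the other double knockout calls. This value leaves a line difference and an effect of the kinases apart from their activity open for these genes.

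Lineage markers of Fig 3D had these log2 fold changes in the double knockout and at 24 h of Senexin B: Lgr5 −1.23 and −0.97, Lyz1 2.13 and −1.02, Ang4 1.55 and −0.95, Mmp7 1.20 and −0.33, Pou2f3 −1.66 and 0.40, Dclk1 −1.16 and 0.46, Notch1 −0.71 and −0.49, Muc2 1.36 and 0.13, Tff3 0.62 and 0.27, Chga 0.35 and 0.66, Spdef 0.33 and 0.47, Olfm4 −0.32 and 0.10, Neurog3 −0.16 and −0.42, Klf4 −0.137 and −0.44, and Hes1 0.0113 and 0.30. The 7 genes from Tff3 on were not called in the double knockout. With the replicate block Mmp7 was called at 24 h (edgeR adjusted p = 0.0249, 0.0943 without it). Between double knockout and Cdk8−/−, a comparison chosen after seeing the data, enterocyte genes were higher (median log2 fold change 0.54, camera adjusted p = 1.11e-16), ileal genes higher (0.56, 5.08e-05), Wnt targets lower (−0.33, 1.85e-07) and p53 targets higher (0.10, 0.0228).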
